# The RBM14/CoAA-interacting, long intergenic non-coding RNA *Paral1* regulates adipogenesis and coactivates the nuclear receptor PPARγ

**DOI:** 10.1038/s41598-017-14570-y

**Published:** 2017-10-26

**Authors:** François F. Firmin, Frederik Oger, Céline Gheeraert, Julie Dubois-Chevalier, Anne-Sophie Vercoutter-Edouart, Fawaz Alzaid, Claire Mazuy, Hélène Dehondt, Jeremy Alexandre, Bruno Derudas, Quentin Dhalluin, Maheul Ploton, Alexandre Berthier, Eloise Woitrain, Tony Lefebvre, Nicolas Venteclef, François Pattou, Bart Staels, Jérôme Eeckhoute, Philippe Lefebvre

## Abstract

Adipocyte differentiation and function relies on a network of transcription factors, which is disrupted in obesity-associated low grade, chronic inflammation leading to adipose tissue dysfunction. In this context, there is a need for a thorough understanding of the transcriptional regulatory network involved in adipose tissue pathophysiology. Recent advances in the functional annotation of the genome has highlighted the role of non-coding RNAs in cellular differentiation processes in coordination with transcription factors. Using an unbiased genome-wide approach, we identified and characterized a novel long intergenic non-coding RNA (lincRNA) strongly induced during adipocyte differentiation. This lincRNA favors adipocyte differentiation and coactivates the master adipogenic regulator peroxisome proliferator-activated receptor gamma (PPARγ) through interaction with the paraspeckle component and hnRNP-like RNA binding protein 14 (RBM14/NCoAA), and was therefore called PPARγ-activator RBM14-associated lncRNA (*Paral1*). *Paral1* expression is restricted to adipocytes and decreased in humans with increasing body mass index. A decreased expression was also observed in diet-induced or genetic mouse models of obesity and this down-regulation was mimicked *in vitro* by TNF treatment. In conclusion, we have identified a novel component of the adipogenic transcriptional regulatory network defining the lincRNA *Paral1* as an obesity-sensitive regulator of adipocyte differentiation and function.

## Introduction

White adipose tissue (WAT) is a dynamic organ responding to dietary intakes by a rapid morphological remodeling whose kinetics depends on WAT localization within the body^1^. Expanding WAT mass stores energy in periods of plenty and is a safeguard against lipid accumulation in peripheral tissues, a major contributor to insulin resistance and associated co-morbidities such as type 2 diabetes (T2D)^2^. Indeed, increased fat deposition in WAT may be protective and metabolic health thus relies in part on WAT expandability, which depends on WAT hyperplasia and adipocyte hypertrophy^3^. In the context of obesity, hypertrophied adipocytes are prone to cell death^4^, hence triggering macrophage infiltration and TNF-induced PPARγ downregulation among other processes^5^. Furthermore, adipocyte size positively correlates with insulin resistance and T2D and is thus pathologically meaningful^6^. In contrast, WAT hyperplasia is metabolically more beneficial than hypertrophy^7^.

De novo adipogenesis, leading to WAT hyperplasia, is thus required for WAT to cope with a positive energy balance. Adipogenesis is a highly complex mechanism relying on the sequential activation or repression of transcriptional regulators leading to a mature lipid-storing adipocyte phenotype. The core of the terminal differentiation signaling pathway is constituted by the transcription factor CCAATT enhancer-binding protein β (C/EBPβ) which regulates the expression of PPARγ^8^ and of C/EBPα^9^. The coordinated interplay of these 2 transcription factors triggers complex epigenomic remodeling to achieve adipocyte maturation^8,10–12^.

Pervasive transcriptional events throughout the genome generate numerous RNA transcripts without protein coding potential [non-coding (nc) RNAs] and covering ~60% of the genome. Among those, long non-coding RNAs (lncRNAs, > 200 nt) play a role in diverse biological processes such as cellular differentiation^13,14^. LncRNAs are expressed in a highly tissue-specific manner and display a wide array of functions in the cytoplasm and/or the nucleus often related to transcriptional and post-transcriptional gene regulation, as well as to organization of chromosome and nucleus topology^15,16^. Considering their generally low abundance and cell-specific expression, lncRNAs have also been proposed to be mere by-products of transcription which is a nuclear structure-regulatory event per se^17^.

Several lncRNAs (*Neat1*, *Adinr* and *lnc-U90926*) interfere with terminal adipocyte differentiation by modulating PPARγ or C/EBPα expression^18–20^. The exact molecular mechanisms involved in lncRNA-mediated control of adipogenesis remain however poorly defined. As no investigation of their possible contribution to WAT physiopathology has been reported, a case-by-case investigation remains necessary to decipher the mechanism of action of lncRNAs.

In this study, we characterized a novel adipocyte-specific lincRNA potentiating the adipogenic function of PPARγ through interaction with RNA Binding Motif Protein 14 (RBM14/CoAA), hereafter called *Paral1* for PPARγ-activator RBM14-associated lncRNA. Loss-of-function experiments demonstrated its positive contribution to adipocyte differentiation. Expression studies in obese mice and humans showed a similarly decreased expression of *Paral1* in obese WAT, thereby identifying a novel adipogenic pathway dysregulated in obesity.

## Results

### *Paral1* is a long intergenic non-coding RNA specifically expressed in mature white adipocytes

To identify lincRNA(s) expressed in adipose tissue and regulated during adipogenesis, we mined the NONCODE v3.0 database (http://www.noncode.org) containing 36,991 lncRNAs, from which 9,364 lincRNAs could be identified by filtering out transcripts overlapping with RefSeq genes. Using NGS data from differentiating 3T3-L1 cells^21^, a well-established model for adipocyte differentiation, 406 lincRNAs from the NONCODE database displaying an increased density in H3K4me3 and H3K27ac ChIP-seq signals within +/− 2.5 kb from the TSS upon differentiation were identified (Supplemental Table 2, Fig. 1A). Additional filtering using PPARγ ChIP-Seq signals narrowed this list down to 3 lincRNAs, amongst which *BC034902*, hereafter termed *Paral1* (PPARγ-activator RBM14-associated lincRNA 1), displayed the strongest levels of transcriptional activation marks (Fig. 1A, lower inset, and Fig. 1B). This 2.4 kb transcript is devoid of strong coding potential (Supplemental Table 3) and may occur as 2 isoforms in 3T3-L1 cells, of which isoform 1 is predominantly expressed (Fig. 1B, Supplemental Fig. 1). The 2 flanking protein-coding genes *Pak7* and *Ankrd5* genes display no histone activating marks neither in 3T3-L1 cells (Supplemental Fig. 2A) nor in primary adipocytes (Supplemental Fig. 2B) and are poorly activated during 3T3-L1 differentiation (Fig. 1C). This suggests that *Paral1* is an autonomous transcription unit not stemming from spurious read-through processes. In contrast, *Paral1* expression was potently induced during 3T3-L1 [fold change (FC = 70)], Fig. 1C) and 3T3-F442A differentiation (FC = 25, Supplemental Fig. 3). Murine mesenchymal stem cell (MSC) differentiation toward the adipocyte lineage was equally accompanied by a strong upregulation of *Paral1* (FC = 250), in contrast to osteoblastic differentiation during which *Paral1* expression was not modified compared to osteoblastic markers (*Runx2*, *Osteocalcin*) [Fig. 1D, Supplemental Fig. 4]. *Paral1* expression was restricted to mouse white adipose tissue (WAT) (Fig. 1E). *Paral1* was almost exclusively detected in mature adipocytes (AF) but not in the stromal vascular fraction (SVF) (Fig. 1F,G), in line with the data on *in vitro* differentiated adipocytes (Fig. 1C) and with the specific marking of the *Paral1* promoter with H3K4me3 and H3K27ac in isolated adipocytes (Supplemental Fig. 2B). *Paral1* expression is therefore markedly restricted to adipocytes and increases during adipocyte differentiation.

**Figure 1:**
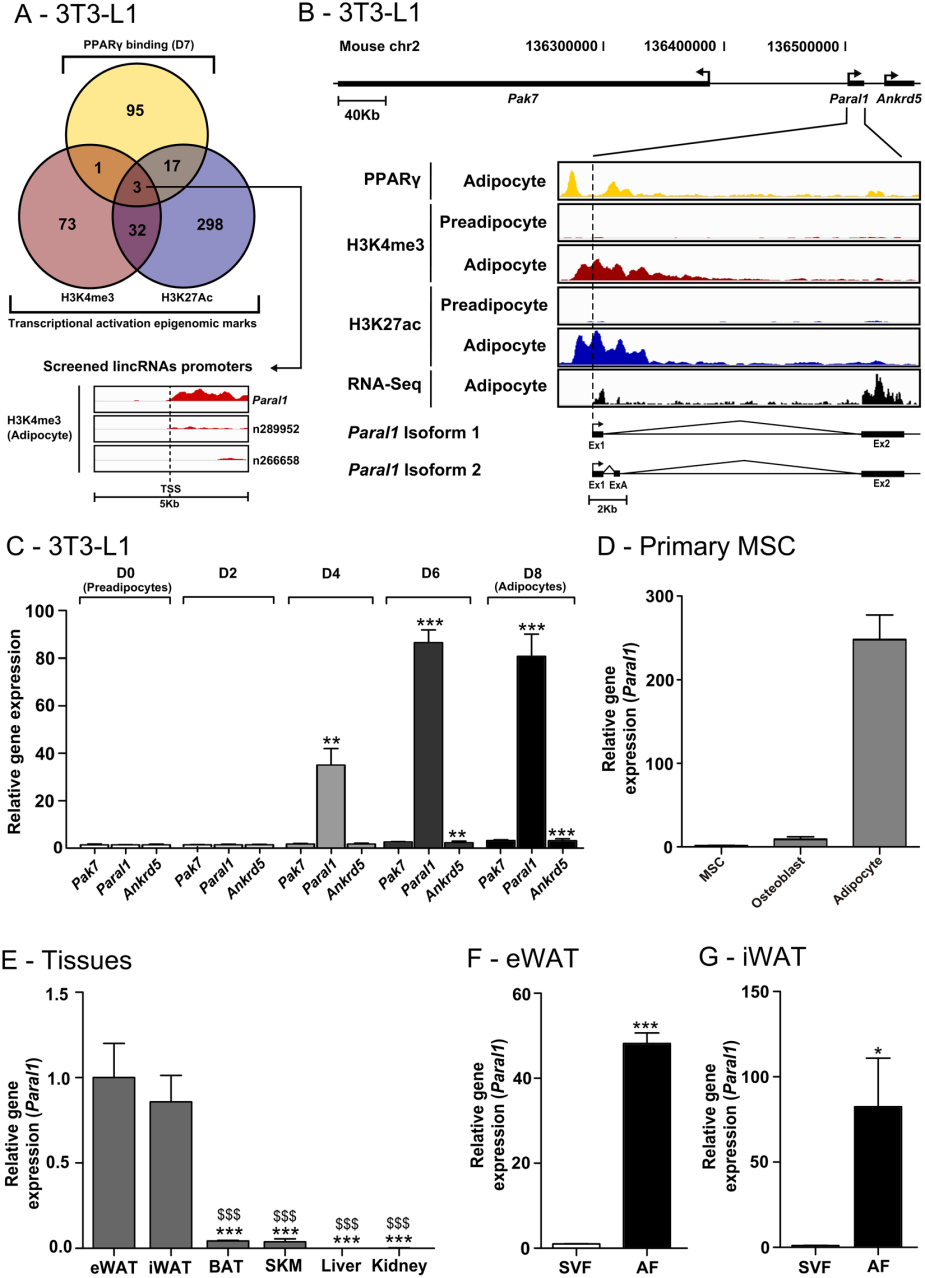
Identification of *Paral1*, an adipocyte-specific lincRNA. (**A**) Identifying long intergenic non-coding (linc) RNA promoter regions activated during 3T3-L1 adipogenesis. LincRNA promoter regions were scanned for increasing ChIP-seq signals for H3K4me3 (red) or H3K27Ac (blue) upon 3T3-L1 cell differentiation as well as PPARγ binding in adipocytes (yellow). The resulting Venn diagram shows signal overlaps between the identified lincRNA promoters. Numbers indicate the number of transcripts potentially regulated by identified promoters. Lower inset: H3K4me3 profiles in 3T3-L1 adipocytes for the 3 identified lincRNAs (Noncode v.3). (**B**) ChIP-seq profiles at the *Paral1* locus. PPARγ-, H3K4me3- and H3K27-enriched sequences were visualized using the IGV browser, as well as the RNA-seq profile allowing the identification of *Paral1* exons (lower panel). (**C**) *Paral1* transcript level in differentiating 3T3-L1 cells. *Paral1* expression was monitored at indicated times by RT-qPCR and normalized against the reference *Rplp0* housekeeping gene expression level. The expression of neighboring genes (5’: *Pak7*, 3′: *Ankrd5*) was assayed similarly. Results are expressed as the mean ± S.E.M. (n = 3) relative to *Paral1* RNA level in preadipocytes arbitrarily set to 1. The statistical significance of differences was established using a 1-way ANOVA followed by a Dunnett post hoc test. *p < 0.05; **p < 0.01; ***p < 0.001. (**D**) *Paral1* expression in mouse mesenchymal stem cells (MSCs). MSCs were differentiated for 14 days and *Paral1* expression was assessed by RT-qPCR as in (**C**). (**E**) *Paral1* expression in mouse tissues. *Paral1* transcript levels in indicated mouse tissues were assayed by RT-qPCR as above. The statistical significance of differences was established using a 1-way ANOVA followed by a Tukey post hoc test. Comparing to eWAT control: *p < 0.05; **p < 0.01; ***p < 0.001. Comparing to iWAT control: ^$^p < 0.05; ^$$^p < 0.01; ^$$$^p < 0.001. eWAT: epididymal white adipose tissue, iWAT: inguinal white adipose tissue, BAT: brown adipose tissue, SKM: skeletal muscle. (**F**,**G**) *Paral1* expression level in fractionated adipose tissues. *Paral1* expression was measured in the stromal vascular fraction (SVF) and adipocyte fraction (AF) from epididymal (eWAT, **F**) and inguinal (iWAT, **G**) white adipose tissues (WAT).

### *Paral1* is required for adipocyte differentiation

In vitro loss-of-function experiments (Fig. 2A) were carried out in 3T3-L1 cells by transfecting a siRNA targeting the *Paral1* transcript (Paral1/1-siRNA). A decreased expression (>70%, Fig. 2B) corresponded to a significantly blunted lipid storage (Fig. 2C) and decreased adipocyte-specific gene expression (Supplemental Fig. 5). Transfection with other siRNA targeting *Paral1* (Paral1/2-siRNA) similarly showed an impact on adipogenesis (Supplemental Fig. 6). The most efficient siRNA (Paral1/1-siRNA) was selected for further experiments. Silencing of the neighbouring gene *Ankrd5*, whose expression is modestly increased during differentiation (Fig. 1C), did not impact on lipid storage (Supplemental Fig. 7), indicating that *Paral1* does not act through regulation of this flanking gene. 

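3T3-L1 cells are mouse preadipocytes that store lipids after hormonal induction of adipogenesis. At D0 the cells were transfected with 100 nM of a control siRNA (Ctrl-siRNA) or of an siRNA against *Paral1* (Paral1-siRNA), and total RNA was collected 2 days later, at D2. Each of 3 numbered experiments gave 1 Ctrl-siRNA and 1 Paral1-siRNA array (n = 3 arrays per group). The deposited labels name the reagent listed in the methods as Paral1/2-siRNA, whereas the paper states that Paral1/1-siRNA was selected. RNA was hybridised to the Affymetrix Mouse Transcriptome Array 1.0, and the authors made log2 values by RMA after GC count normalization and signal space transformation. These values were used with no further normalization. A probe set stood for a gene when it was assigned to 1 symbol, which gave 30142 genes, and the brightest probe set was kept where a gene had several. The *Paral1* transcript was not analysed here, so the labels were not checked against the targeted RNA. The share of genes above the brightest background probe set ranged from 32.8% to 45.3% per array, and the number of arrays limits the precision. Experiment 1 lay apart from the others in both groups. *Fabp4*, which encodes the lipid chaperone aP2, had a log2 value of 7.33 (Ctrl-siRNA) and 6.79 (Paral1-siRNA) in experiment 1, against 14.96 and 13.78 in experiment 2 and 14.67 and 10.20 in experiment 3. *Mki67*, a marker of dividing cells, had 8.39 and 8.61 in experiment 1, against 11.42 to 12.98 in the others. Groups were compared with limma without a block, as set before the data were examined, and the fit with the experiment as a block is given where it changes a call or moves a count by more than 1.5 times. SEs given without mention of the block therefore include the spread between experiments.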

To identify regulatory pathway(s) controlled by *Paral1*, we compared gene expression patterns in differentiating adipocytes (D2) depleted or not of *Paral1*. This allowed the identification of ~500 genes deregulated upon *Paral1* silencing (Fig. 2D). 

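At D2, 718 of 30142 genes had a fold change of at least 1.5 between the group means, 338 higher and 380 lower with Paral1-siRNA. Among genes lower in all 3 experiments, *Adh1*, which encodes an alcohol dehydrogenase, had a log2 fold change of -1.84 (SE 0.57), *Lrig1*, a membrane regulator of growth factor receptors, -2.29 (SE 1.65) and *Agt*, the angiotensinogen gene, -1.26 (SE 0.40). Among genes higher in all 3 experiments were *Apod*, encoding a lipid-binding apolipoprotein (log2 fold change of 2.20, SE 1.02), *Il1r1*, an interleukin-1 receptor (1.47, SE 0.46), *Txnip*, a glucose-responsive inhibitor of thioredoxin (1.44, SE 0.58), *Igf1*, a growth factor (1.42, SE 0.61), and *Xdh*, a purine-degrading enzyme (1.23, SE 0.30). Each Paral1-siRNA array lay below each Ctrl-siRNA array for *Adh1* and above it for *Il1r1* and *Xdh* (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). No single gene passed an adjusted p under 0.05 in limma, with or without the experiment as a block (lowest adjusted p of 0.341 with it). None did by the methods' t-test, run unpaired here, by a paired t-test or with array weights. At an unadjusted p under 0.05, limma gave 455 genes (256 higher, 199 lower) and 3502 with the block, against 1507 expected by chance. The fit without the block counts the spread between experiments as error, so 455 is not read as fewer changes than chance. With a fold change of at least 1.5 in addition, the count was 128 (62 higher, 66 lower), and 643 with the block (298 higher, 345 lower). The fold count was 2248 without the Ctrl-siRNA array of experiment 1, 1135 without that of experiment 3, 1595 without the Paral1-siRNA array of experiment 1, 1706 without that of experiment 2 and 1446 without both arrays of experiment 1. The count of 128 became 642 and 85 without the Ctrl-siRNA array of experiment 1 or 2, 499 and 295 without the Paral1-siRNA array of experiment 1 or 2, 625 without both arrays of experiment 1 and 81 without both of experiment 3. Array weights gave 1551 by fold and 1044 in place of 128, a random block 546, all 12 arrays in 1 fit 219 and the methods' t-test 56.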

Importantly, the expression of genes associated with white adipogenesis (*AdipoQ*, *aP2*) was decreased, in contrast to genes associated with brown adipogenesis (*Ebf2*, *Prdm16*, *Ucp1*) which remained unchanged (Supplemental Table 4). 

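Of 23 measured markers of white adipocytes, 20 had a lower value with Paral1-siRNA at D2, with a median log2 fold change of -1.34. *Fabp4* (aP2) had -2.07 (SE 2.56) and was lower in all 3 experiments, by 0.54, 1.18 and 4.47 on the log2 scale. *Adipoq*, which encodes the hormone adiponectin, had -0.77 (SE 0.86), being higher by 0.80 in experiment 1 and lower by 0.96 and 2.16 in experiments 2 and 3, and it exceeded the background probe sets on only 2 of 6 arrays and on neither of experiment 1. *Retn*, encoding the adipocyte hormone resistin, had -2.80 (SE 1.55) and *Plin1*, a lipid droplet coat protein, -1.34 (SE 0.97). Of 17 markers of brown and beige adipocytes, 8 were lower and 9 higher, with a median of 0.01. *Ebf2*, a transcription factor of brown preadipocytes, had -0.23 (SE 0.18, 95% confidence interval of -0.66 to 0.19), *Prdm16*, a coregulator of brown fat genes, 0.03 (SE 0.13), and *Ucp1*, the uncoupling protein of brown fat, -0.11 (SE 0.17). *Prdm16*, *Ucp1* and *Cidea* (0.01, SE 0.17), a lipid droplet protein of brown fat, exceeded the background probe sets on 0 of 6 arrays. A fall in them, or a rise that stayed within the background, was therefore not detectable. The white list passed limma's camera test (adjusted p = 2.37e-09 over 34 lists, adjusted p = 0.295 with an estimated correlation), and the brown and beige list did not (adjusted p = 0.806). No white marker passed when adjusted over the list alone, and 14 were lower with the experiment as a block. The white markers were also lower in experiment 1 than in the other experiments, by a median of 1.72 on the log2 scale over both groups. Whether the lists differ from each other was not tested.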

Gene set enrichment analysis (GSEA) revealed that many down-regulated genes are associated with oxidative metabolism and PPAR signalling, whereas up-regulated genes are functionally related to protein synthesis and cytokine signalling (Fig. 2E,F). 

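At D2, 69 of 76 measured genes of oxidative phosphorylation and 23 of 24 of the TCA cycle and pyruvate oxidation had a lower value with Paral1-siRNA, with median log2 fold changes of -0.29 and -0.53. Examples are *Cycs*, encoding cytochrome c (-1.14, SE 0.99), *Uqcrc1*, a subunit of complex III (-0.85, SE 0.39), *Idh3a*, a subunit of isocitrate dehydrogenase (-1.45, SE 1.04), and *Pcx*, pyruvate carboxylase (-1.19, SE 0.61). Of 36 genes of PPAR signalling, 26 were lower (median -0.21), among them *Lpl*, encoding lipoprotein lipase (-1.56, SE 1.94). In these 3 lists the camera test gave adjusted p = 2.67e-17, 2.32e-08 and 3.50e-04 (adjusted p = 0.282 with an estimated correlation for each). Of 35 measured cytosolic ribosomal protein genes, 31 were higher, with a median of 0.12, *Rps26* having 0.48 (SE 0.27) and *Fau* 0.52 (SE 0.58). This list passed the test (adjusted p = 0.0023, and adjusted p = 0.634 with an estimated correlation). In contrast, 33 of 35 genes of aminoacyl-tRNA synthetases, which load amino acids on tRNA for translation, were lower (median -0.25, adjusted p = 4.13e-11, and adjusted p = 0.282 with an estimated correlation), as *Eprs* (-0.76, SE 1.09) and *Gars* (-0.69, SE 0.49). Of 99 cytokines and cytokine receptors, 63 were higher, with a median of only 0.06 (adjusted p = 0.0471, and adjusted p = 0.614 with an estimated correlation). *Il6st*, the shared receptor chain of interleukin-6 type cytokines, had 1.15 (SE 0.41) and *Vegfd*, a growth factor of lymphatic vessels, 1.36 (SE 0.57). Of 886 Reactome sets, 284 were lower and 24 higher by the same test, and none passed with an estimated correlation (lowest adjusted p = 0.225). The lowest p belonged to mitochondrial translation elongation among the lower sets (72 of 79 genes lower) and to peptide chain elongation among the higher sets (67 of 73 genes higher). The interquartile range of gene values was narrower with Paral1-siRNA in experiments 2 (3.49 against 3.58) and 3 (3.50 against 3.58). In experiment 1 it was 3.261 against 3.256. Quantile normalization, which gives all arrays the same distribution of values, ended none of the calls on these lists. It kept the count of Reactome sets within 1.5 times of that given here. The role of this range was not tested further. When adjusted over the list alone, 0 genes passed in any of these lists, and with the experiment as a block 10 TCA cycle genes were lower and 1 higher, 5 PPAR signalling genes lower and 1 higher, 5 synthetase genes lower, and 1 cytokine gene each lower and higher. Without the Ctrl-siRNA array of experiment 2, the calls were lost for PPAR signalling (adjusted p = 0.214), ribosomal proteins (0.105) and cytokines (0.118), and 136 Reactome sets passed. Ribosomal proteins were also lost without the Paral1-siRNA array of experiment 1 (0.955, 129 Reactome sets) or both arrays of experiment 1 (0.144), and cytokines without the Ctrl-siRNA array of experiment 1 (0.208), the Paral1-siRNA array of experiment 3 (0.404) or both arrays of experiment 3 (0.0703), while 201 Reactome sets passed without the Ctrl-siRNA array of experiment 3. Array weights also ended the ribosomal call (0.132). The cytokine call ended with each probe set by itself (0.0666), the methods' t-test (0.105), a paired t-test (0.078) and a trend and robust prior (0.0508).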

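Of 26 measured genes of triglyceride synthesis and storage, 24 had a lower value in Paral1-siRNA cells at D2, with a median log2 fold change of -1.22. They include *Cidec*, a lipid droplet protein (-2.58, SE 2.02), *Dgat2*, which makes triglycerides from diglycerides (-2.40, SE 1.83), *Fabp5*, a fatty acid carrier (-2.18, SE 1.67), and *Lipe*, hormone-sensitive lipase (-1.55, SE 1.06), each lower in all 3 experiments. Of 15 genes of cholesterol synthesis, 14 were lower (median -0.42), *Hmgcs1*, an early enzyme of the pathway, having -0.98 (SE 0.91). Of 18 genes of fatty acid synthesis, 13 were lower (median -0.20), *Fasn*, the fatty acid synthase gene, having -1.14 (SE 0.64) with mixed directions between experiments. The camera test gave adjusted p = 1.31e-09 for triglycerides (adjusted p = 0.282 with an estimated correlation), 1.28e-04 for cholesterol (adjusted p = 0.295 with an estimated correlation) and 0.00324 for fatty acids (adjusted p = 0.441 with an estimated correlation). When adjusted over the list alone, 0 genes passed in these lists without the block, and 11 triglyceride genes and 7 cholesterol genes were lower with it. Without the Ctrl-siRNA array of experiment 2, cholesterol synthesis (adjusted p = 0.246) and fatty acid synthesis (0.37) lost their calls, and the latter also did without the Paral1-siRNA array of experiment 3 (0.0903).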

Additional term enrichment analysis based on the Gene Ontology “Biological Process” functional annotation table (GO BP FAT) indicated that down-regulated genes are involved in lipid homeostasis and metabolism (Fig. 2G). This is in line with a role for *Paral1* in the acquisition of the mature adipocyte phenotype, as indicated by the altered lipid-storing capacity of *Paral1*-depleted 3T3-L1 cells (Fig. 2C). A significant and selective down-regulation of the adipogenic master genes *Pparγ* and *C/ebpα* was observed (Fig. 2G and Supplemental Table 5). 

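At D2, *Pparg*, the nuclear receptor that drives adipogenesis, had a log2 value of 13.3 ± 1.53 (SD, n = 3) with Ctrl-siRNA and 11.9 ± 1.59 (SD, n = 3) with Paral1-siRNA, a log2 fold change of -1.41 (SE 1.02). *Cebpa*, a transcription factor of terminal adipogenesis, had 11.0 ± 1.91 and 8.98 ± 1.2, a log2 fold change of -2.05 (SE 1.05). Both were lower in all 3 experiments, but their groups overlapped (two-sided exact permutation test, p = 0.2 for each, where 0.1 is the smallest p possible). This test and these SEs leave out the pairing of arrays by experiment, so the spread between experiments counts in them as error. Of the 18 measured transcription factors of Fig. 2G, 10 were lower and 8 higher with a median of -0.03 (mean -0.19). This list was chosen by the study on these samples and is not independent evidence. It did not pass the camera test (adjusted p = 0.32) but did pass preranked enrichment (0.0206), and 0 of its genes passed when adjusted over the list alone, with or without the block. *Arntl*, a circadian clock factor, had -0.27 (SE 0.13) and *Klf4* -0.26 (SE 0.20), and both were lower in all 3 experiments, whereas *Cebpb* (-0.19, SE 0.21) and *Cebpd* (-0.05, SE 0.86), early factors of adipogenesis, had mixed directions. Neither *Pparg* (adjusted p = 0.368 in limma) nor *Cebpa* (0.341) passed with the experiment as a block. From the lower expression of lipid genes, together with the altered lipid storage of the cells, the paper proposes a role for *Paral1* in the acquisition of the mature adipocyte phenotype.

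**Figure D1:**
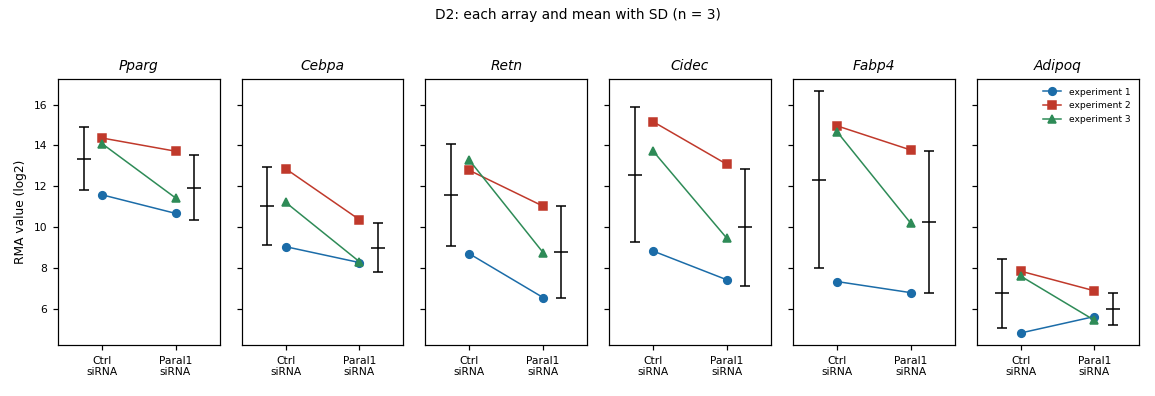
RMA values (log2, vertical axis) of 6 adipogenic genes on each D2 array, with lines joining the Ctrl-siRNA and Paral1-siRNA arrays of 1 experiment and black bars giving the mean and SD (n = 3). *Pparg* and *Cebpa* were lower in all 3 experiments, experiment 1 lies far below the others for *Fabp4* (7.33 against 14.96 and 14.67 with Ctrl-siRNA), and *Adipoq* was higher in experiment 1, where it did not exceed the background.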

*Paral1* knockdown using an unrelated LNA gapmer generated a similar phenotype, confirming the role of *Paral1* in adipogenesis (Supplemental Fig. 8). However, inducible *Paral1* overexpression did not promote 3T3-L1 cell differentiation on its own, in contrast to *Pparγ* overexpression (Supplemental Fig. 9). Taken as a whole, our data show that *Paral1* is necessary, but not sufficient in our conditions, for terminal adipocyte differentiation.

**Figure 2:**
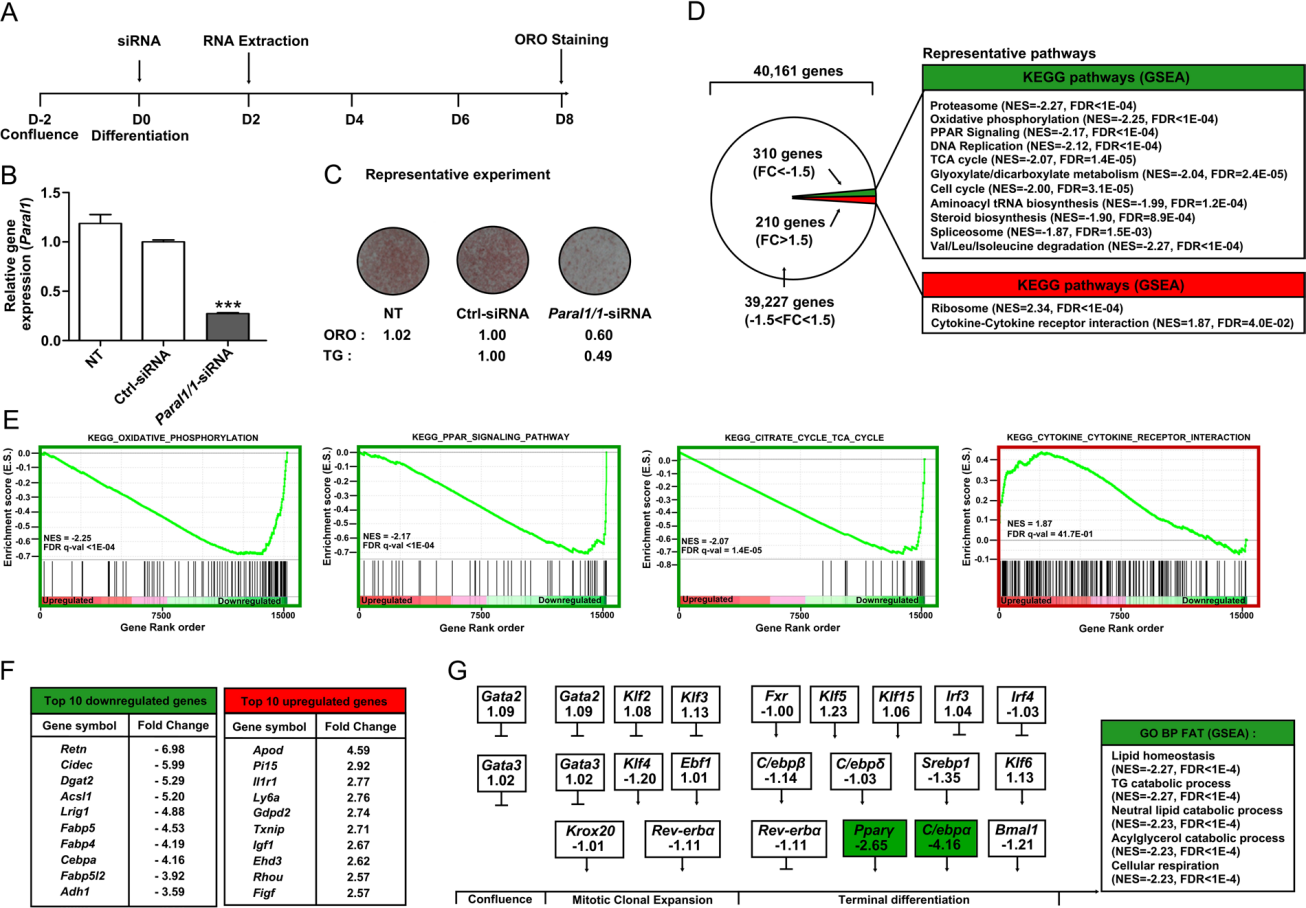
Paral1 expression is required for adipocyte differentiation. (**A**) 3T3-L1 differentiation and transfection protocol. B) Validation of *Paral1* expression knockdown. 3T3-L1 cells were transfected with control (Ctrl-siRNA) or *Paral1*-targeting siRNA (*Paral1/1*-siRNA) at D0 and differentiation was initiated at the same time. *Paral1* transcripts were assayed by RT-qPCR at D2 and results are expressed as the mean ± S.E.M. (n = 3) relative to the *Paral1* RNA level in Ctrl-siRNA transfected preadipocytes arbitrarily set to 1. Values were compared using a 1-way ANOVA followed by a Dunnett post hoc test. *p < 0.05; **p < 0.01; ***p < 0.001. NT: non transfected preadipocytes. (**C**) Lipid accumulation in differentiated adipocytes. Oil Red O staining of 3T3L1 cells was performed at D8. Numbers indicate intracellular ORO stain and intracellular triglycerides quantification relative to non-transfected (NT) cells for a representative experiment. (**D**) Knockdown of *Paral1* expression alters the expression of a specific subset of genes. The 3T3-L1 cell transcriptome was characterized by DNA microarray analysis as described in the Materials & Methods section. GSEA was performed against the KEGG database. NES: normalized enrichment score, FDR: false discovery rate), red: up-regulated after *Paral1/1*-siRNA treatment, green: down-regulated after *Paral1/1*-siRNA treatment. (**E**) GSEA enrichment plots of oxidative phosphorylation, TCA cycle, PPAR signaling pathway and cytokine-cytokine receptor signature genes in differentiating 3T3-L1 cells. Green curves depict the enrichment score for each gene (vertical black line) ranked along a heatmap (red to green, up- to down-regulated genes) indicating the observed fold change in *Paral1/1*-siRNA treated cells. NES: normalized enrichment score, FDR: false discovery rate. (**F**) Top-ranking genes in *Paral1/1*-siRNA treated cells. (**G**) Expression level variation of major contributors to the adipogenic program and top ranking biological theme (using the gene ontology biological process functional annotation table, GO BP FAT) of down-regulated genes in *Paral1*-depleted cells.

### *Paral1* contributes to adipocyte phenotype maintenance

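The siRNA experiment was also done in differentiated 3T3-L1 adipocytes, transfected with 100 nM Ctrl-siRNA or Paral1-siRNA at D7 and collected 2 days later, at D9. There were 3 arrays per group, 1 of each group from each of experiments 4, 5 and 6. The array, the authors' processing and the tests were the same as at D2. Whether the D2 and D9 arrays were normalized together is not given in the sources used here. *Fabp4* had a mean of 19.2 with Ctrl-siRNA, close to the highest value that these arrays give, which leaves little room for a higher value. The 3 Ctrl-siRNA arrays at D9 had log2 values of *Ucp1*, the uncoupling protein of brown fat, of 4.25 to 4.45, and the Paral1-siRNA array of experiment 5 had 10.65, against 4.12 and 4.23 in those of experiments 4 and 6. This array also had the highest value of the 6 for 12 of 17 macrophage markers and 7 of 9 endothelial markers. Of the markers highest there, only *Lyz1* (6.06) and *Lyz2* (7.12) exceeded its brightest background probe set (6.00). The macrophage markers *Cd14* (6.90) and *Cd68* (6.52) also exceeded it but were not highest on this array.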

We next assessed whether *Paral1* is required to maintain a fully mature adipocyte phenotype. Silencing of *Paral1* in differentiated 3T3-L1 adipocytes at D7 (Supplemental Fig. 10A,B) perturbed the expression of a minor fraction of transcripts (∼100 genes, FC > 1.5, p < 0.05). 

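At D9, 76 genes had a fold change of at least 1.5 and an unadjusted p under 0.05 in limma, 31 higher and 45 lower with Paral1-siRNA. *Usp18*, which removes the interferon-induced modifier ISG15 from proteins, had a log2 fold change of -0.94 (SE 0.22), *Pfkfb3*, a glycolytic regulator, -0.82 (SE 0.22), and *Ccnd2*, encoding cyclin D2, -0.83 (SE 0.20), and each Paral1-siRNA array lay below each Ctrl-siRNA array (two-sided exact permutation test, p = 0.1, the smallest p possible). *Peg10*, an imprinted gene, had 0.77 (SE 0.26) and *Tagln*, encoding the smooth muscle protein transgelin, 0.72 (SE 0.27), and both were higher in all 3 experiments. The fold threshold alone gave 137 genes (51 higher, 86 lower). No gene passed an adjusted p under 0.05 in limma, with or without the block (lowest adjusted p of 0.601 with it), and none did by the methods' t-test or a paired t-test (lowest adjusted p of 0.55). At an unadjusted p under 0.05 there were 772 genes (439 higher, 333 lower), and 2071 with the block, where chance gives 1507. As at D2, the 772 of the fit without the block is not read as fewer changes than chance. With the block, 123 genes (43 higher, 80 lower) passed both thresholds in place of 76. The count of 76 was 135 and 132 without the Ctrl-siRNA array of experiment 4 or 5, 124 and 217 without the Paral1-siRNA array of experiment 5 or 6, and 150 and 165 without both arrays of experiment 5 or 6. It was 32 by the methods' t-test and 44 by a paired one. The fold count of 137 exceeded 1.5 times its value without each single array, at 533, 379 and 349 without the Ctrl-siRNA array of experiment 4, 5 or 6 and 217, 596 and 590 without the Paral1-siRNA array of experiment 4, 5 or 6, and at 219, 357 and 376 without both arrays of experiment 4, 5 or 6. With array weights it was 253.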

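In Paral1-siRNA adipocytes at D9, 74 of 76 genes of oxidative phosphorylation had a lower value than with Ctrl-siRNA, with a median log2 fold change of -0.24, as did 24 of 24 genes of the TCA cycle and pyruvate oxidation (median -0.23). *Ndufs6*, a subunit of complex I, had -0.48 (SE 0.22), *Sdhd*, a subunit of complex II, -0.48 (SE 0.48), and *Dlat*, a subunit of pyruvate dehydrogenase, -0.36 (SE 0.18). Of 37 proteasome genes, 35 were lower (median -0.19), *Psmb6* having -0.41 (SE 0.19), and 31 of 35 aminoacyl-tRNA synthetase genes were lower (median -0.12). These 4 lists passed the camera test, with adjusted p = 8.15e-11, 5.64e-06, 4.47e-11 and 7.08e-06 (adjusted p = 0.785 with an estimated correlation for each). None of their genes passed when adjusted over the list alone, with or without the block. The interquartile range of gene values was narrower on the Paral1-siRNA array in each D9 experiment. It was 3.57 against 3.81 in experiment 4, 3.76 against 3.88 in experiment 5 and 3.90 against 3.91 in experiment 6. Quantile normalization, which gives all arrays the same distribution of values, kept the calls of oxidative phosphorylation, the TCA cycle and the proteasome. It ended that of the synthetases (adjusted p = 0.0841 by the camera test). The role of this narrower range was not tested further. Branched-chain amino acid degradation was lower in 20 of 29 genes (median -0.04, adjusted p = 0.0995). It passed with the block (adjusted p = 0.0299, and adjusted p = 0.799 with the block and an estimated correlation), without the Ctrl-siRNA array of experiment 5 (2.37e-05), the Paral1-siRNA array of experiment 6 (7.21e-06) or both arrays of experiment 5 (0.0214) or 6 (0.0077), and with array weights (9.08e-05) or preranked enrichment (0.00965). Of 18 glycolysis genes, 14 were lower (median -0.19, adjusted p = 0.104). The list passed with the block (7.25e-05, and adjusted p = 0.667 with the block and an estimated correlation), without the Ctrl-siRNA array of experiment 4 (2.06e-04), the Paral1-siRNA array of experiment 5 (0.00927) or 6 (0.0051), or both arrays of experiment 4 (0.0273), and by a paired t-test (0.0079) or preranked enrichment (7.17e-04). Among 886 Reactome sets 200 were lower and 21 higher, 0 passed with an estimated correlation (lowest adjusted p = 0.825), and mitochondrial translation elongation (76 of 79 genes lower) had the lowest p. In place of 221 sets, 76 passed after quantile normalization and 101 with a filter on dim probe sets. Without the Paral1-siRNA array of experiment 4, oxidative phosphorylation (median 0.01, adjusted p = 0.898), the TCA cycle (0.196) and the synthetases (0.051, and 0.0841 after quantile normalization) lost their calls and 4 Reactome sets passed, and the TCA cycle also did without the Ctrl-siRNA array of experiment 6 (0.164), or with both arrays of experiment 4 left out (0.052). The Reactome count was 374 without the Paral1-siRNA array of experiment 6, and 80 and 136 without both arrays of experiment 4 or 5. Across all genes the log2 fold changes at D2 and D9 had r = 0.228 (Spearman's rho 0.205), where genes are not independent replicates. This r was 0.133 without the D2 Ctrl-siRNA array of experiment 3, 0.125 without the D2 Paral1-siRNA array of experiment 1, 0.134 without the D9 Ctrl-siRNA array of experiment 5, 0.092 without the D9 Paral1-siRNA array of experiment 4 and 0.152 without both D9 arrays of experiment 5. At both days 27 genes had a fold change of at least 1.5 in the lower direction, where 1.08 would be expected from independent days. Only 1 gene was higher at both (0.57 expected) and 2 had opposite directions (1.61 expected). These expectations treat all genes alike, although genes near the background can hardly fall and the spread differs between genes. The excess of shared falls is therefore not read as a shared effect of the siRNA.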

A gene set enrichment analysis of expression data emphasized the down-regulation of genes involved in functions similar to those previously identified upon *Paral1* silencing in differentiating cells (D2) and notably including oxidative phosphorylation (Supplemental Fig. 10C). A gene-by-gene analysis showed *Paral1* depletion affected neither *Pparγ* nor *C/ebpα* expression (Supplemental Fig. 10E) but reduced that of genes participating to glycerolipid and cholesterol synthesis (*Agpat2*, *Gpam*, *Lpin1*, *Cyp51a1*, *Lss*…). These biosynthetic pathways are not only under the tight control of PPARγ but are also coordinately regulated by SREBP1c, CHREBP and/or LXR. 

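At D9 *Pparg* had a log2 fold change of -0.24 (SE 0.19, 95% confidence interval of -0.71 to 0.22) and *Cebpa* -0.24 (SE 0.28, interval of -0.92 to 0.45), and both were lower in all 3 experiments, by 0.09 to 0.46 and 0.06 to 0.47 on the log2 scale. *Gpam* and *Agpat2*, which add the first fatty acids to glycerol-3-phosphate, had -0.62 (SE 0.19) and -0.73 (SE 0.63), and *Lpin1*, a phosphatidate phosphatase, -0.42 (SE 0.33). *Cyp51* and *Lss*, enzymes that make and process lanosterol in cholesterol synthesis, had -0.38 (SE 0.87) and -0.33 (SE 0.78). These 5 genes were lower in all 3 experiments, and only *Gpam* had each Paral1-siRNA array below each Ctrl-siRNA array (two-sided exact permutation test, p = 0.1, the smallest p possible). The 16 lower and 10 higher genes of triglyceride synthesis and storage had a median of -0.09 and passed the camera test (adjusted p = 0.00161, and adjusted p = 0.785 with an estimated correlation). For cholesterol synthesis 14 of 15 genes were lower (median -0.21, adjusted p = 0.182). The list passed with the block (adjusted p = 7.25e-05, and adjusted p = 0.667 with the block and an estimated correlation). The 18 transcription factors of Fig. 2G, a list chosen by the study on the D2 samples, had a median of -0.05 (adjusted p = 0.103). They passed with the block (adjusted p = 0.0346, and adjusted p = 0.667 with the block and an estimated correlation) and without both arrays of experiment 6 (0.041), and by preranked enrichment (0.0458). In these lists 0 genes passed when adjusted over the list alone, and with the block 2 triglyceride genes were lower. The triglyceride call was lost without the Ctrl-siRNA array of experiment 6 (adjusted p = 0.617), the Paral1-siRNA array of experiment 4 (0.511) or 5 (0.131), or both arrays of experiment 4 (0.448). It was also lost with all 12 arrays in 1 fit (0.0597) or after quantile normalization (0.0702). Cholesterol synthesis passed without the Ctrl-siRNA array of experiment 4 (0.00927) or 5 (0.0166), the Paral1-siRNA array of experiment 6 (2.75e-06) or both arrays of experiment 6 (5.74e-04). It also did by a paired t-test (0.00396), array weights (0.00343) and preranked enrichment (7.17e-04).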

*Paral1* depletion affected mostly PPARγ target genes (Supplemental Fig. 10E). However, the expression of several other bona-fide direct PPARγ target genes such as *aP2/Fabp4*, *Cd36* or *Glut4* was left unchanged in these conditions. 

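Of 15 measured PPARγ target genes of Supplemental Fig. 10E, 11 had a lower value with Paral1-siRNA at D9, with a median log2 fold change of -0.59. *Lipa*, a lysosomal lipase, had -0.79 (SE 0.41), *Adipor2*, an adiponectin receptor, -0.61 (SE 0.32), *Dgat2* -0.70 (SE 0.33) and *Gde1*, a glycerophosphodiesterase, -0.59 (SE 0.31). Of 10 SREBP1 target genes 8 were lower (median -0.16), of 9 ChREBP target genes 3 were lower and 6 higher (median 0.08, mean -0.06), and of 8 LXR target genes 3 were lower and 5 higher (median 0.02). By the camera test the PPARγ targets passed (adjusted p = 1.40e-04, and adjusted p = 0.785 with an estimated correlation), whereas SREBP1 targets (adjusted p = 0.071, and 0.00232 with the block, where adjusted p = 0.667 with an estimated correlation), ChREBP targets (0.623) and LXR targets (0.902) did not. These lists were chosen by the study on these samples, so they are not independent evidence of a direction. In each list 0 genes passed when adjusted over the list alone, and with the block 8 PPARγ targets were lower and 1 LXR target was higher. The PPARγ call was lost without the Ctrl-siRNA array of experiment 6 (adjusted p = 0.0902) or the Paral1-siRNA array of experiment 4 (0.051), and SREBP1 targets passed without the Ctrl-siRNA array of experiment 4 (0.033) or 5 (0.0227), the Paral1-siRNA array of experiment 6 (8.98e-04) or both arrays of experiment 6 (0.0101). They also passed with a random block (0.0369), each probe set by itself (0.0494), the probe set of lowest p (0.0351), array weights (0.0128) and preranked enrichment (0.00384). Whether the lists differ from each other was not tested.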

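*Fabp4* had a log2 value of 19.2 ± 0.22 (SD, n = 3) with Ctrl-siRNA and 19.0 ± 0.13 (SD, n = 3) with Paral1-siRNA at D9, a log2 fold change of -0.13 (SE 0.14, 95% confidence interval of -0.47 to 0.22), near the ceiling of the values. *Cd36*, a fatty acid transporter, had 0.18 (SE 0.44, interval of -0.88 to 1.24), and *Slc2a4*, which encodes the insulin-responsive glucose transporter GLUT4, 0.20 (SE 0.32, interval of -0.57 to 0.96). Both were higher in all 3 experiments. Other PPARγ targets of Supplemental Fig. 10E with small values were *Cidec* (0.04, SE 0.22, interval of -0.50 to 0.58), *Aqp7*, a glycerol channel (0.22, SE 0.27, interval of -0.43 to 0.88), and *Lpl* (-0.06, SE 0.12, interval of -0.36 to 0.24). Without the block, a fold change of 1.5 lies within the intervals of *Cd36*, in both directions, and of *Slc2a4* and *Aqp7*, towards higher values. With the experiment as a block the intervals were -0.09 to 0.44 for *Cd36*, -0.01 to 0.41 for *Slc2a4* and -0.02 to 0.47 for *Aqp7*, and such a change lies outside them. It lies outside those of *Cidec* and *Lpl* in both fits. For *Fabp4*, so close to the ceiling, the interval is not taken to exclude a change. Taking the results in mature adipocytes together, the paper proposes that *Paral1* sustains PPARγ transcriptional activity at least in part.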

Whether this results from distinct regulatory mechanisms or from a differential sensitivity to *Paral1* depletion remains to be established. Taken together, these data however suggest that *Paral1* sustains at least in part PPARγ transcriptional activity in mature adipocytes.

### *Paral1* localization is mainly nuclear and interacts with the transcriptional coactivator and paraspeckle component RBM14

As lincRNA functions are highly dependent on their subcellular localization^22^, we quantified *Paral1* transcripts in the chromatin (nuclear insoluble), nuclear (nuclear soluble) and cytosolic fractions from differentiated 3T3-L1 cells. Ribosomal *Rplp0* RNA was used as a cytosolic RNA control and *Neat1* as a chromatin-associated lincRNA^18^. *Paral1* was mainly nuclear (~70%) and predominantly detected in the chromatin fraction (~47%) (Fig. 3A). A RNA pull-down was performed using biotinylated *Paral1* as a bait (Fig. 3B). This assay identified by mass spectrometry (Fig. 3C) known components of paraspeckles [Splicing Factor Proline And Glutamine Rich (SFPQ), Non-POU Domain Containing, Octamer-Binding (NONO), Paraspeckle Component 1 (PSPC1) and RNA Binding Motif Protein 14 (RBM14)]^23^. Among them, RBM14/ Coactivator Activator (COAA) is not only an RNA-binding protein, but a secondary coactivator of several nuclear receptors^24,25^. The presence of RBM14 in RNA pulldown eluates from cellular extracts from differentiating (D2) and differentiated (D7) was validated by western blotting (Fig. 3D,E, Supplemental Fig. 11). Like *Paral1*, RBM14 was located in the chromatin fraction (Fig. 3F).

**Figure 3:**
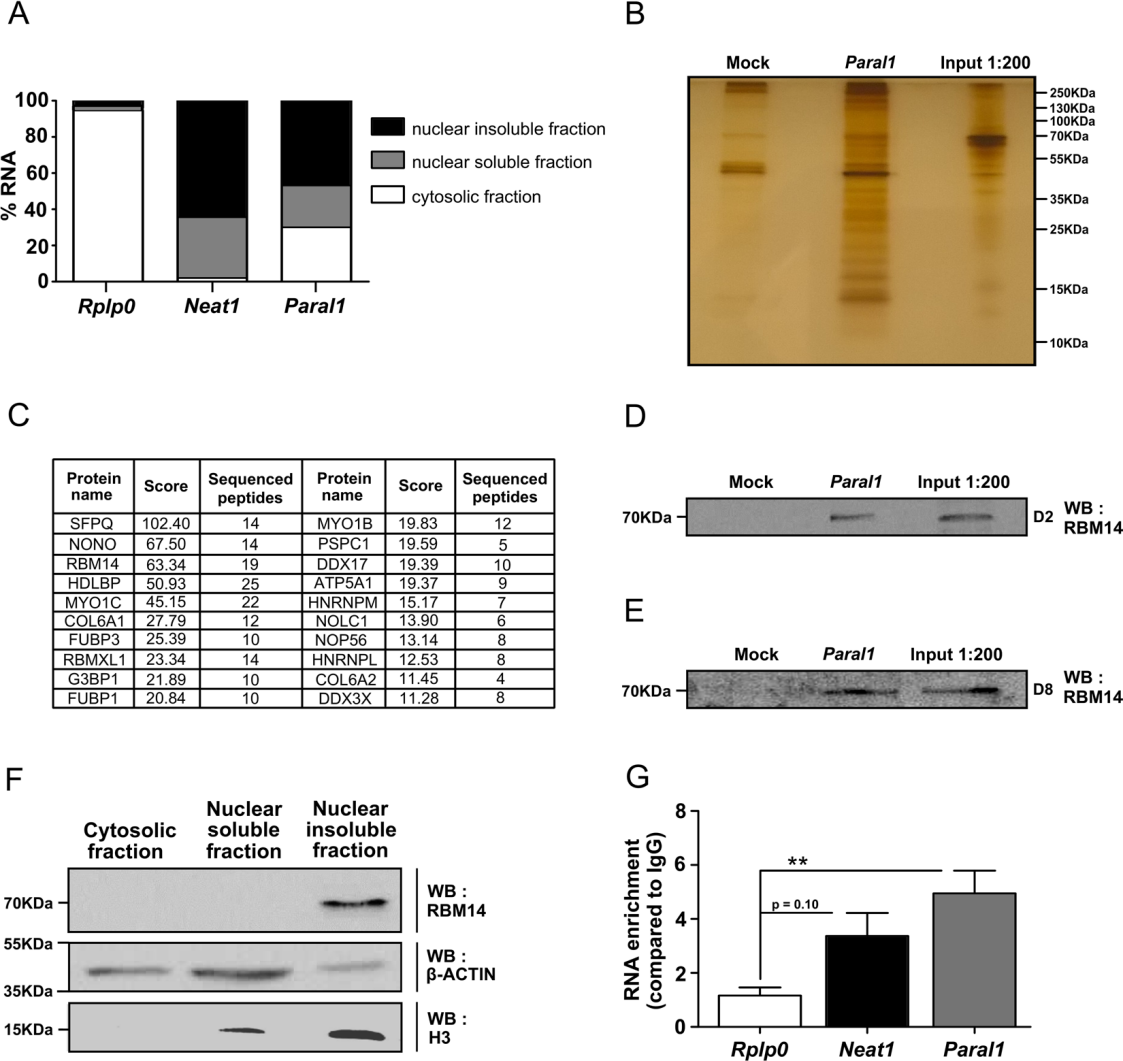
*Paral1* interacts with chromatin-bound RBM14. (**A**) Subcellular localization of *Paral1*. RNA from 3T3-L1 cells was fractionated into nuclear insoluble, nuclear soluble and cytosolic fractions at D5 and analysed for their content in *Paral1*, *Rplp0* and *Neat1*. *Rplp0* and *Neat1* RNA were used as cytosolic and nuclear RNA controls, respectively. (**B**) Proteins from RNA pull-down eluates (no RNA, *Paral1* and Input) were visualized by silver staining after SDS-polyacrylamide gel electrophoresis (PAGE). (**C**) Top hits of identified proteins by Q-Exactive nano-LC tandem mass spectrometry specifically interacting with *Paral1* in the RNA pulldown assay. (**D**) RNA pull-down eluates were analysed by western blotting for their content in RBM14 at D2. (**E**) RNA pull-down eluates were analysed by western blotting for their content in RBM14 at D8. (**F**) 3T3-L1 whole cell extracts (D5) were separated into nuclear insoluble, nuclear soluble and cytosolic fractions. Proteins were resolved by SDS-PAGE and identified by western blotting. β-actin and histone H3 were used as cytosolic and nuclear controls respectively. RNA pull-down eluates were analysed by western blotting for their content in RBM14. (**G**) RNA immunoprecipitation using an anti-RBM14 antibody. Total extracts were immunoprecipitated and *Paral1* level was measured by RT-qPCR experiments. *Rplp0* and *Neat1* RNA were used as a negative and positive control respectively.

Immunoprecipitation using an antibody against RBM14 followed by RT-qPCR (RIP-qPCR) (Fig. 3G) showed that *Paral1* was specifically enriched (x5) in RBM14-containing complexes, confirming that RBM14 interacts specifically with *Paral1*. The *Rplp0* cytosolic RNA did not interact with RBM14, whereas the paraspeckle-associated *Neat1* lncRNA^16^ was enriched (x 3.4) in RBM14 immunoprecipitates. The interaction of RBM14 with *Paral1* was mapped to the 5′ half of *Paral1* (Supplemental Fig. 12), whose secondary structure prediction did not reveal any peculiar features (Supplemental Fig. 13).

### RBM14 cooperates with *Paral1* in regulation of adipocyte differentiation

RBM14 protein expression increases during 3T3-L1 differentiation similar to *Paral1* (Fig. 4A). *Rbm14* mRNA expression however did not strictly match protein expression (Fig. 4A), suggesting that post-transcriptional processes may influence RBM14 protein stability. We investigated whether RBM14 is also required for 3T3-L1 adipogenesis by loss-of-function experiments (Fig. 4B and Supplemental Fig. 14). RBM14-depleted 3T3-L1 cells accumulated less lipid at D8 (Fig. 4C), and *adiponectin* and *Pparγ* gene expression was decreased (Fig. 4D). *Paral1* and RBM14 are thus both necessary for adipocyte differentiation. A similar loss-of-function study was performed for the other *Paral1*-associated paraspeckles components (Supplemental Fig. 15). Both *Pspc1* and *Sfpq* knockdowns interfered with adipogenesis, whereas the contribution of NONO was not significant. Paral1 may thus belong to a large functional protein complex comprising several paraspeckle components.

**Figure 4:**
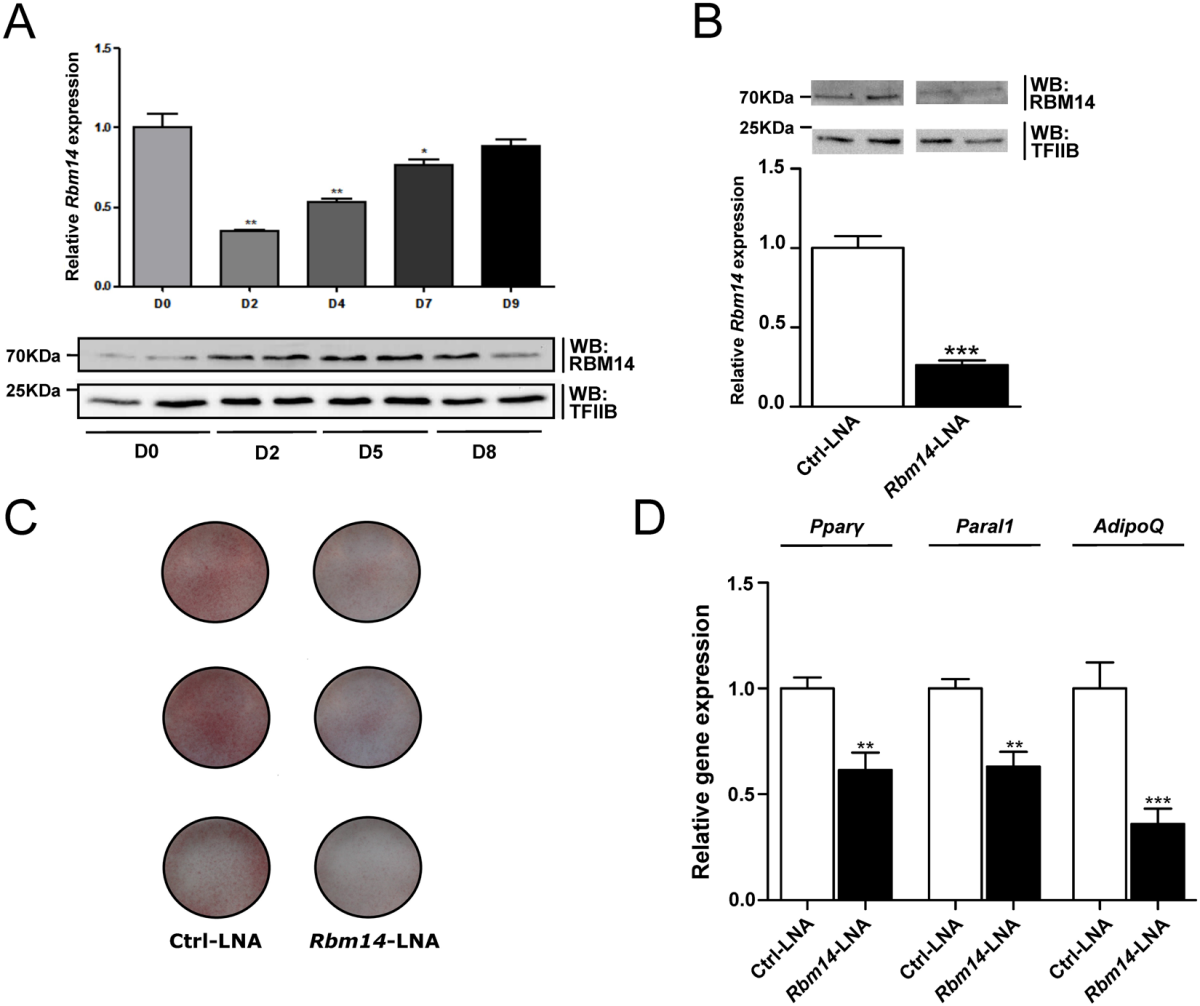
RBM14 protein expression increases during adipogenesis and is required for the adipogenic process. (**A**) RBM14 RNA level (upper panel) and protein level (lower panel) were assayed by RT-QPCR and western blotting respectively. RT-QPCR results were expressed as the mean ± S.E.M. (n = 3) relative to the indicated control in non-treated 3T3-L1 preadipocytes arbitrarily set to 1. Values were compared using ANOVA followed by a Tukey’s post hoc test. *p < 0.05; **p < 0.01. RBM14 protein was visualized in 3T3-L1 cells lysates (70 µg) at D0, D2, D5 and D8 by western blot using a specific anti-RBM14 polyclonal antibody. (**B**) *Rbm14* knockdown by LNA gapmer transfection. Control (Ctrl-LNA) or LNA gapmers targeting *Rbm14* (*Rbm14*-LNA, RBM14/2-LNA) were transfected at D0 and *Rbm14* RNA and protein levels were assayed by RT-qPCR and western blotting as above at D8. (**C**) ORO staining of 3T3-L1 cells at D8. (**D**) *AdipoQ* expression in RBM14-depleted cells. *Pparγ*, *Paral1* and *AdipoQ* transcript abundance was measured by RT-qPCR in RNA extracted from 3T3-L1 cells at D2. Results are expressed as the mean ± S.E.M. (n = 3) relative to the indicated control in non-treated 3T3-L1 preadipocytes arbitrarily set to 1. Values were compared using a t-test. *p < 0.05; **p < 0.01; ***p < 0.001.

### *Paral1* potentiates RBM14 coactivation of PPARγ transcriptional activity

As our data pointed to a regulatory role of the *Paral1*:RBM14 complex in PPARγ–driven events, we investigated its potential contribution to PPARγ transcriptional activity. Using a 1-hybrid assay in which Gal4 DBD-fused PPARγ activity was monitored in the presence or not of overexpressed *Paral1* and/or *Rbm14*, we observed that, in contrast to RBM14 which increased PPARγ transcriptional activity, *Paral1* had no effect on its own in this assay (Fig. 5A). However, *Paral1* potentiated RBM14 coactivation of PPARγ. This combination had no effect on PGC1α-regulated transactivation (Fig. 5B).

**Figure 5:**
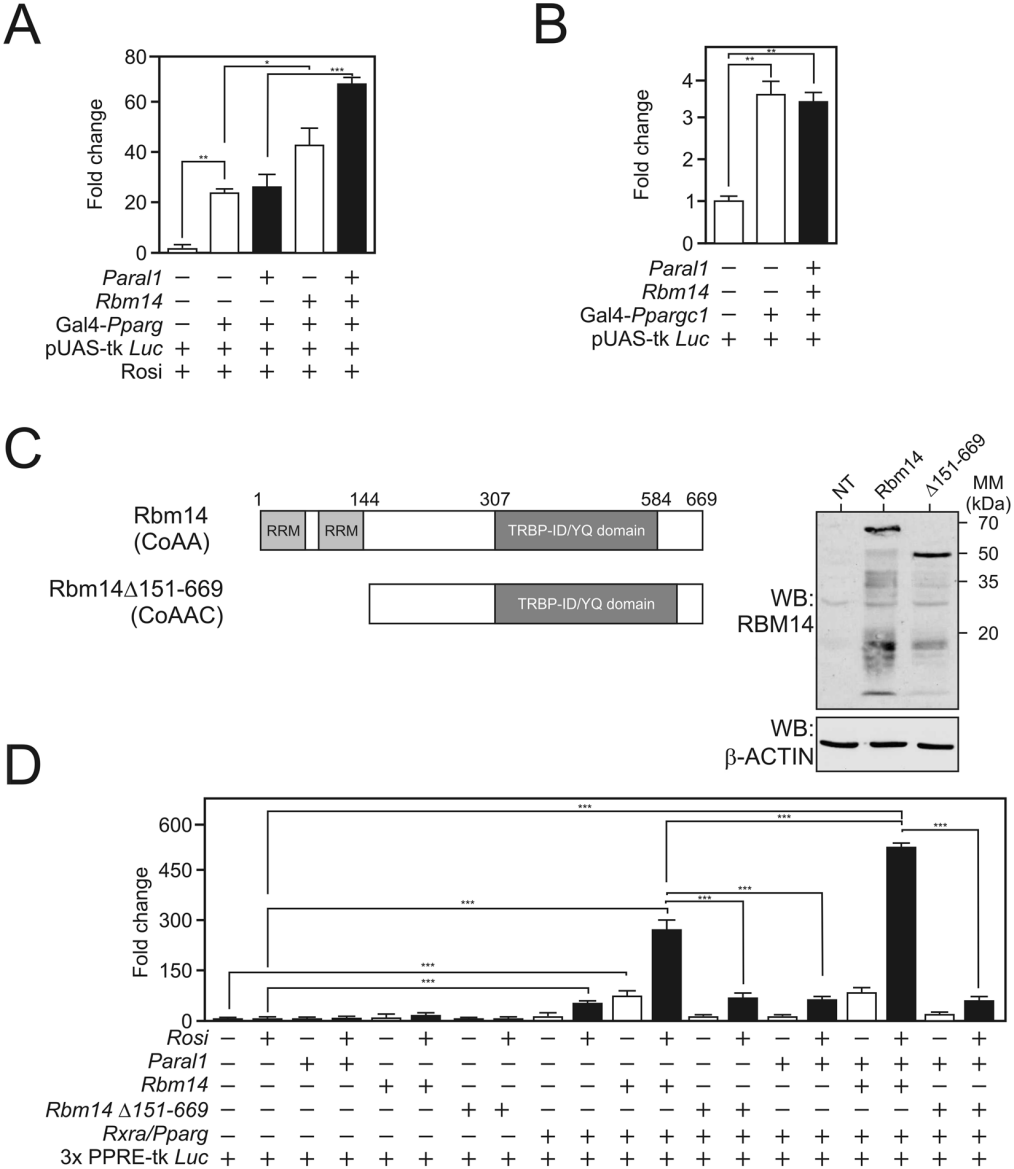
*Paral1* potentiates RBM14 coactivation of PPARγ. (**A**,**B**) One-hybrid transactivation assay monitoring the transcriptional potential of PPARγ (A) or PGC1α (**B**). HEK cells were transfected using the indicated combination of reporter (pUAS-tk Luc) and expression (pGal4-*Pparγ*, pcDNA3-*Rbm14*, pcDNA3-*Paral1*) vectors. Results are expressed as fold change relative to luciferase level detected in cells transfected without the indicated transcription factor. Results are expressed as means ± S.E.M (n = 3–5). The statistical significance of differences was analyzed by ANOVA followed by a Tukey’s post hoc test. *p < 0.05; **p < 0.01; ***p < 0.001. (**C**) Structure and expression of RMB14. The structure of wild type RBM14 is depicted with numbers indicating aminoacid sequence positions. Right panel: western blot analysis of RBM 14 derivatives when expressed in HEK cells (NT: non transfected). (**D**) PPRE-dependent transactivation assay. HEK cells were transfected with a PPRE-driven reporter vector and the indicated combination of expression vectors. Results are expressed as fold change relative to luciferase level detected in cells transfected without the indicated transcription factor. Results are expressed as means ± S.E.M (n = 3). The statistical significance of differences was analyzed by ANOVA followed by a Tukey’s post hoc test. *p < 0.05; **p < 0.01; ***p < 0.001.

RBM14/NCoAA comprises 2 main functional domains including at its N-terminus 2 RNA recognition motifs (RRMs) and a large TRBP/AIB3 interacting domain (TRBP-ID), that mediates its interaction with nuclear receptor coactivators (Fig. 5C ^24^). We monitored PPARγ transcriptional activity using a PPARγ response element (PPRE)-driven reporter gene and an expression vector coding for RXRα, PPARγ’s obligate heterodimerization partner, in the presence of wild type RBM14 or of a RBM14 N-terminally truncated mutant (Fig. 5C,D). In this system, the RXRα/PPARγ dimer induced a 15-fold increase over control (no RXRα/PPARγ) of the reporter gene activity in the presence of rosiglitazone (Rosi), which was not altered by the overexpression of *Paral1*. In contrast, wild type RBM14 significantly increased both basal (FC = 15) and Rosi-induced (FC = 240) luciferase activity. The RBM14 deletion mutant was inactive in similar conditions. Overexpression of *Paral1* did not affect the ability of RBM14 to potentiate the basal activity level of the system, but dramatically increased its activity in the presence of rosiglitazone (FC = 33), confirming the functional synergy between *Paral1* and RBM14 on PPARγ-mediated transcription. In sharp contrast, the RRM-truncated RBM14 mutant was unable to convey such a potentiation. We also observed that a TRBP-ID deleted RBM14 was devoid of any activity in this system (data not shown). While requiring further investigation to reach a definitive conclusion, this suggests that the RBM14 RRM domain is required for such a functional interaction to occur.

### Adipose tissue inflammation lowers Paral1 expression in murine models of obesity

*Paral1* expression was therefore assessed in 2 mouse models of obesity. Epididymal (e)WAT from both leptin-deficient (*ob/ob*) and high-fat diet-fed (HFD) mice displayed clear signs of increased expression of inflammation-related pathways (Fig. 6A,B, Supplemental Fig. 16), in agreement with our previous studies^26^. GSEA comparing gene expression patterns of *Paral1*-depleted 3T3-L1 cells at D7 to that of *ob/ob* and HFD mouse eWAT revealed that pathways related to oxidative phosphorylation were commonly dysregulated (Fig. 6A,B and Supplemental Fig. 10). Epididymal WAT from obese mice displayed a markedly decreased expression of *Paral1*, in line with our data showing that depletion of *Paral1* yields dysfunctional 3T3-L1 cells, (Fig. 6C,D). PPARγ gene expression was also decreased in eWAT from obese mice, but not RBM14 (Supplemental Fig. 17A,C and B,D respectively). Increased pro-inflammatory cytokines production is a hallmark of obese WAT. TNF stimulation of differentiated 3T3-L1 cells, mimicking part of the M1 macrophage-induced inflammatory response, decreased *Paral1* expression, suggesting that obesity-induced inflammation may regulate *Paral1* expression (Supplemental Fig. 18). IRF5 is a key driver of the pro-inflammatory response in WAT and *Irf5* gene knockout protects from metabolic damages caused by diet-induced obesity, notably through impaired IL-1β and TNF release^27^. eWAT from HFD-fed *Irf5* ^+/+^ mice displayed decreased *Paral1* expression, which paralleled *Pparγ* expression, when compared to chow diet (CD) fed mice (Fig. 6E,F). In sharp contrast, eWAT from HFD fed *Irf5* ^−/−^ mice displayed *Paral1* and *Pparγ* expression levels comparable to CD-fed *Irf5* ^−/−^ mice (Fig. 6E,F). Thus *Paral1* expression is impacted by TNF *in vitro* and by a chronic pro-inflammatory background in an *Irf5*-dependent manner *in vivo*.

**Figure 6:**
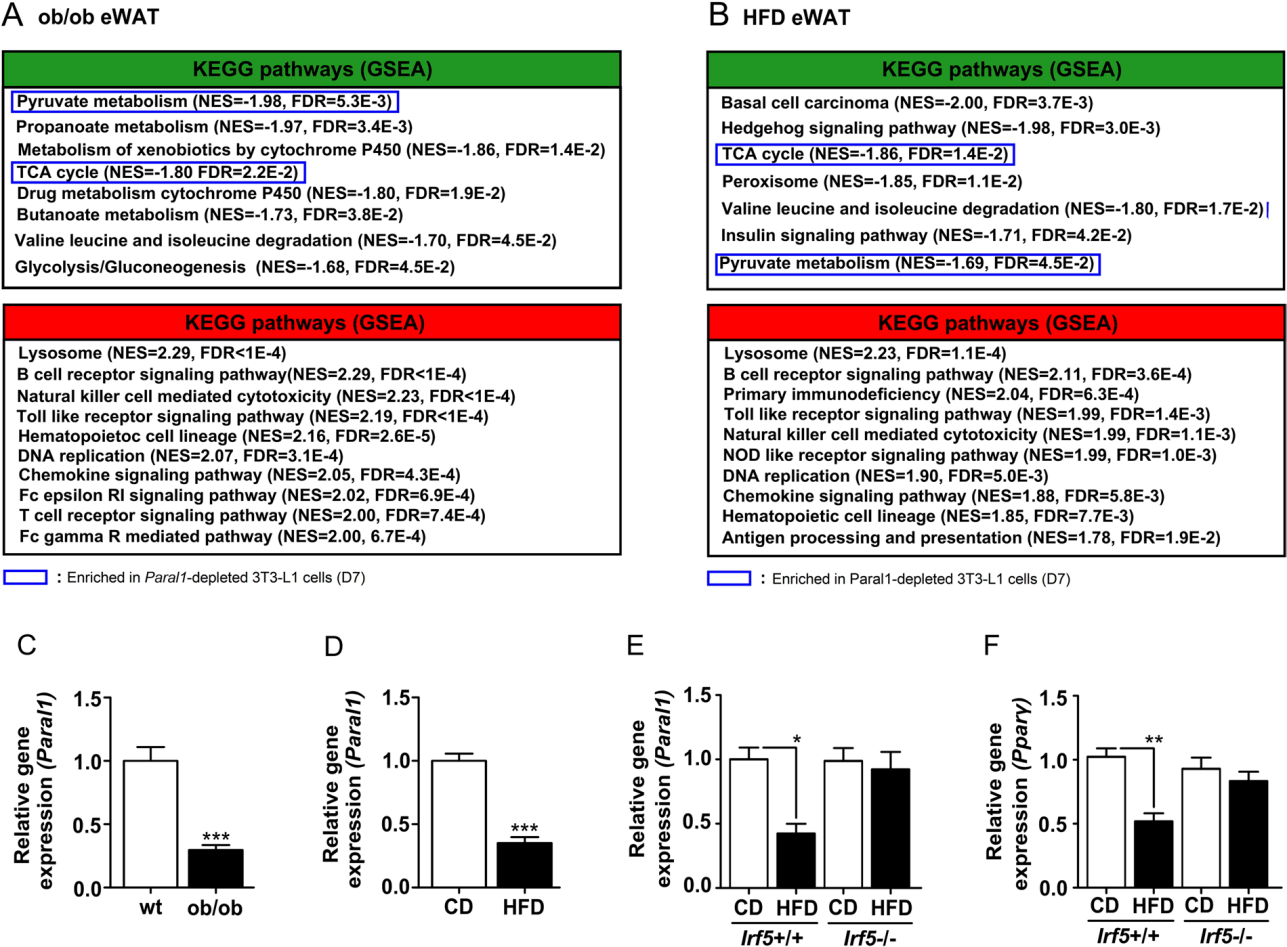
*Paral1* expression is decreased in obese eWAT in an *Irf5*-dependent manner. (**A**) GSEA was performed using the KEGG pathway gene sets. Red: up-regulated in obese (ob/ob) eWAT, green: down-regulated in obese (ob/ob) eWAT. (**B**) GSEA was performed using the KEGG pathway gene sets. Red: up-regulated in obese (HFD) eWAT, green: down-regulated in obese (HFD) eWAT. Framed: pathways common to both obese eWAT and *Paral1*-depleted 3T3-L1 cells at D7. NES: normalized enrichment score, FDR: false discovery rate. (C) *Paral1* expression in eWAT. eWAT RNA from wild type (wt) C57Bl6/J and from ob/ob mice were analysed for their content in *Paral1* transcripts by RT-qPCR. Results are expressed as the mean ± S.E.M. (n = 6–8) relative to the wild type level arbitrarily set to 1. Values were compared using a t-test. *p < 0.05; **p < 0.01; ***p < 0.001. (**D**) *Paral1* expression in eWAT. eWAT RNA from wild type (wt) C57Bl6/J fed either a chow diet (CD) or a high fat diet (HFD) were analysed for their content in *Paral1* transcripts by RT-qPCR. Results are expressed as the mean ± S.E.M. (n = 6–8) relative to the wild type level arbitrarily set to 1. Values were compared using a t-test. *p < 0.05; **p < 0.01; ***p < 0.001. (**E**) *Paral1* and *Pparγ* expression in eWAT. eWAT RNA from wild type (*Irf5* ^+/+^) or from *Irf5*-deficent-mice (*Irf5* ^−/−^) fed either a chow diet (CD) or a high fat diet (HFD) were analysed by RT-qPCR. Results are expressed as the mean ± S.E.M. (n = 5–8) relative to the wild type level arbitrarily set to 1. Values were compared using a t-test. * p < 0.05; ** p < 0.01; ***p < 0.001.

### Identification of a human *Paral1* homolog with decreased expression in obesity

The most recent compendium of human lncRNAs^28^ suggest that functional lncRNAs are most conserved across species. Sequence alignment across multiple species showed that mouse *Paral1* displays significant similarities in the transcribed region with a human homolog (Fig. 7A). Identified as ENSG00000243961.2 in the human lncRNA repertoire (http://fantom.gsc.riken.jp/cat/v1/#/genes/ENSG00000243961.2), *hPARAL1* is also flanked by *PAK7* and *ANKRD5* and displays a conserved promoter, indicating a potential functionality^28^. Like its murine counterpart, it harbors no significant coding potential and is induced during adipocyte differentiation^28^, a feature confirmed by the analysis of epigenetic marks around the TSS in undifferentiated and differentiated human adipose-derived stem cells [hASC^21^], (Fig. 7B). Expression atlas data (Supplemental Fig. 19) and RT-qPCR assays (Fig. 7C) show that *hPARAL1* expression is highest in lung and breast and significantly detected in subcutaneous (sc) and omental (vis)WAT.

**Figure 7:**
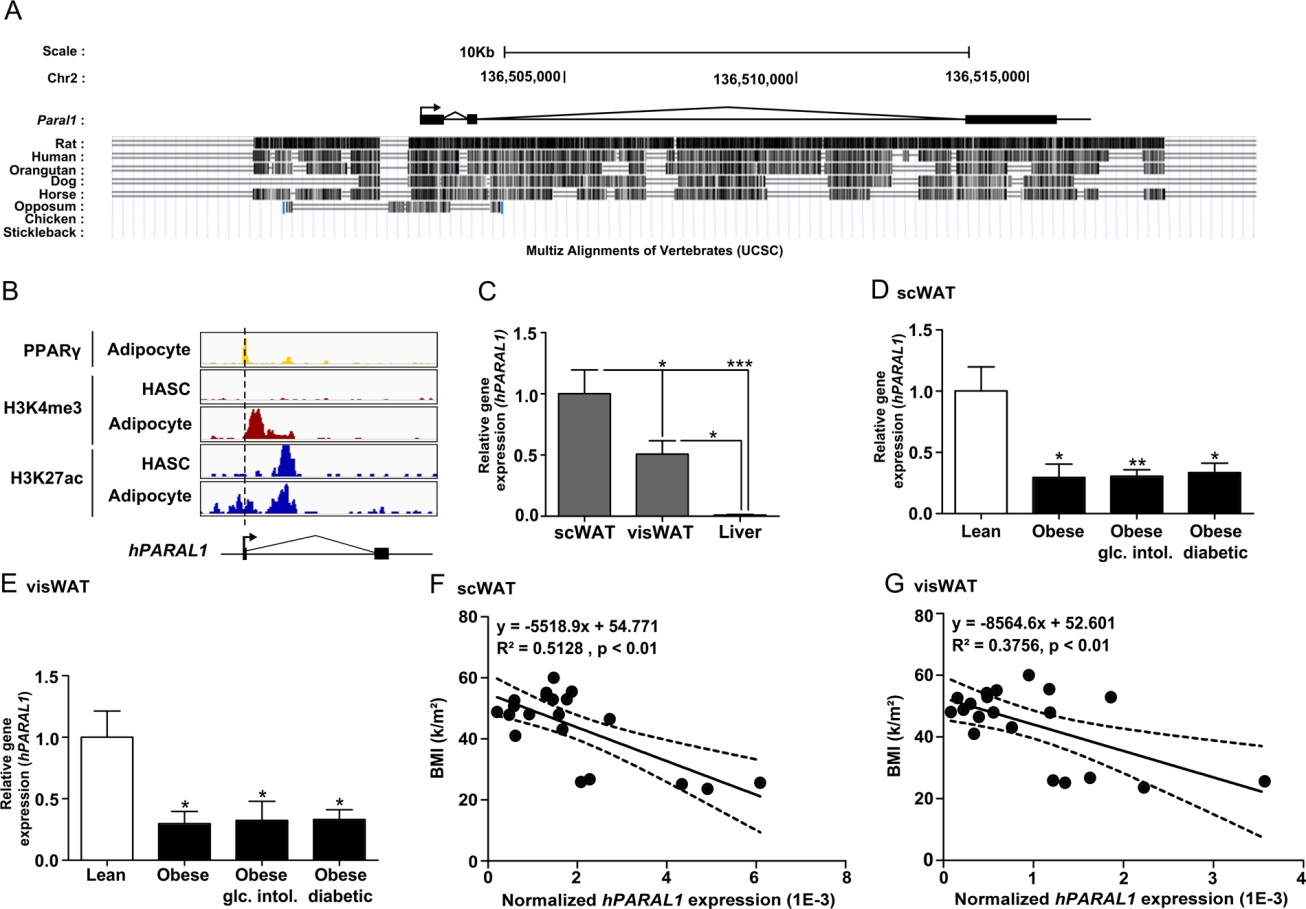
Identification of a human *Paral1* homolog. (**A**) Multiz alignments of vertebrate homologs to mouse *Paral1* in different species visualized with the UCSC Genome browser^59^. (**B**) Gene tracks visualized in IGV show the PPARγ ChIP-seq signal [from differentiated human adipose stem cells (HASC), yellow], the H3K4me3 ChIP-seq signal (from undifferentiated and differentiated HASC; same scale; red) and the H3K27ac ChIP-Seq signal (from undifferentiated and differentiated HASC; same scale; blue) at the human *PARAL1* locus. (**C**) *hParal1* expression level was measured by RT-qPCR in total subcutaneous adipose tissue (scWAT), omental adipose tissue (visWAT) and liver. Results are expressed as the mean ± S.E.M. (n = 6) relative to the wild type level arbitrarily set to 1. The statistical significance of differences were assessed by ANOVA and Tukey’s post hoc test. *p < 0.05; **p < 0.01; ***p < 0.001. (**D**) *hPARAL1* expression level was measured in subcutaneous adipose tissue (scWAT) by RT-qPCR. Results are expressed as the mean ± S.E.M. (n = 5) relative to lean control level arbitrarily set to 1 (not shown). The statistical significance of differences were assessed by ANOVA and Dunnett’s post hoc test. *p < 0.05; **p < 0.01; ***p < 0.001. (**E**) *hParal1* expression level was measured in visceral adipose tissue (visWAT) by RT-qPCR. Results are expressed as the mean ± S.E.M. (n = 5) relative to lean control level arbitrarily set to 1. The statistical significance of differences was assessed by ANOVA and Dunnett’s post hoc test. *p < 0.05; **p < 0.01; ***p < 0.001. (**F**) Correlation between *hPARAL1* expression level in scWAT and BMI (n = 20). G) Correlation between *hParal1* expression level in visWAT and BMI (n = 20).

Quantification of *hPARAL1* transcripts in subcutaneous (sc)WAT and visceral (vis)WAT from lean, obese, glucose-intolerant obese and obese diabetic patients showed decreased *hPARAL1* expression in obesity (Fig. 7D,E). In line with mouse data, altered pathways in human obese visWAT again pertained to oxidative phosphorylation and the PPAR signaling pathway in a pro-inflammatory context, both being biological processes affected upon *Paral1* depletion (Supplemental Fig. 20). *hPARAL*1 expression was inversely correlated to BMI (Fig. 7F,G) but not to other biometric or biochemical parameters (Supplemental Table 6), suggesting an exclusive link between h*PARAL1* expression and WAT dysfunctions in human WAT.

## Discussion

Adipocyte differentiation and function relies on an intricate network of interconnected transcription factors centered on PPARγ^29^. We report here the identification and characterization of the lincRNA *Paral1* as a novel member of this adipogenic master regulatory network. *Paral1*, whose expression is a feature of mature adipocytes, is required for PPARγ expression and activity during adipogenesis and sustains adipocyte functions. In line, an unbiased search for potential functions of *Paral1* based on tissue specific co-expression studies^30^ predicted a role for *hPARAL1* in triglyceride and pyruvate metabolisms. Interestingly, *Paral1* expression is decreased in an obesogenic context in both humans and mice and is sensitive to pro-inflammatory signals suggesting that loss of *Paral1* expression may contribute to WAT dysfunction in obese individuals with chronic inflammation. Our data also show that *Paral1* expression parallels that of PPARγ, as both transcripts increase during adipocyte differentiation. The occurrence of a PPARγ binding site upstream of the *Paral1* TSS suggests that PPARγ may drive the expression of a coactivating RNA molecule. This would establish a positive feedforward loop on PPARγ expression (Fig. 8), raising the question of the impact of PPARγ agonism on *Paral1* expression. In mature 3T3-L1 adipocytes, acute treatment by insulin-sensitizing thiazolidinediones (TZD such as rosiglitazone or pioglitazone) increases the expression of many genes induced during differentiation, with a few notable exceptions including PPARγ itself whose expression is decreased upon TZD treatment^31^. We could replicate this finding and, as expected from our data, *Paral1* expression followed that of PPARγ (data not shown). While the mechanistic basis of this repression is still elusive^31,32^, this demonstrates that *Paral1* expression is exquisitely dependent on PPARγ expression level, a feature that we also confirmed in WAT from ob/ob mice treated for 5 days by rosiglitazone (3mpk/day,^26^). In this setting, TZD treatment increased PPARγ expression and that of several bona-fide target genes such as adiponectin, and also induced *Paral1* expression (data not shown and^26^).

**Figure 8:**
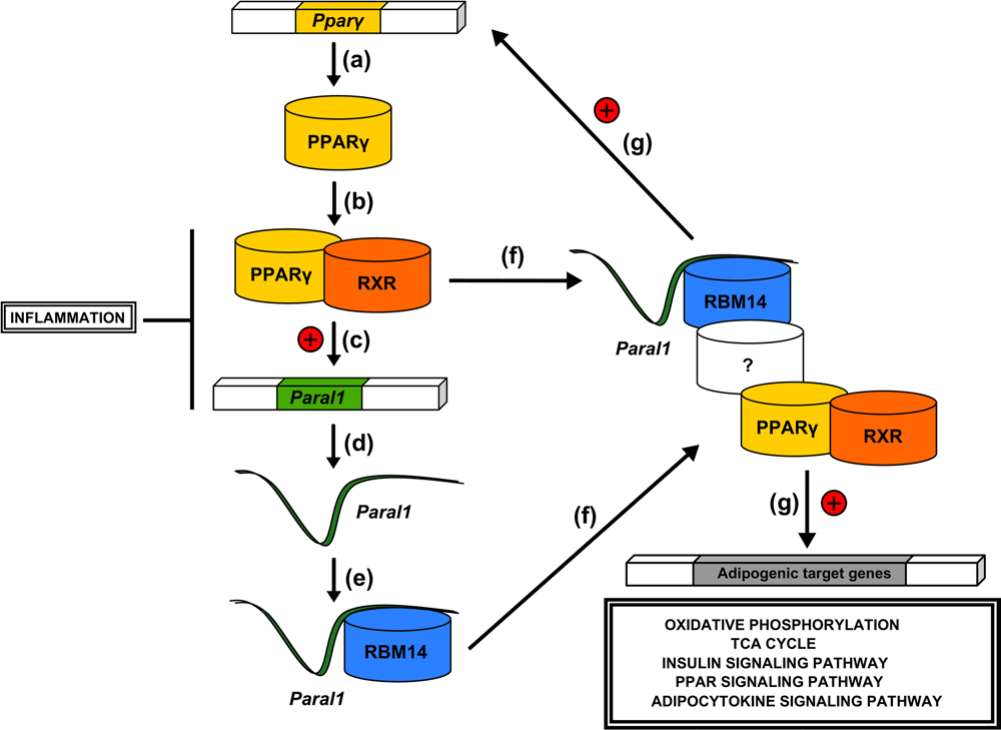
*Paral1* mechanism of action. PPARγ expression is activated during adipogenesis (**a**) creating an heterodimer complex with RXR (**b**) in order to regulate adipogenic factors such as *Paral1* (**c**) necessary for adipogenesis. The *Paral1* RNA transcript (**d**) interacts with RBM14 (**e**) potentiating its coactivating function (**f**). The interaction between RBM14-Paral1 and PPARγ-RXR complexes (**f**) promotes PPARγ activity leading to positive feedback in the upregulation of adipogenic factors (**g**).

The molecular basis of *Paral1* pro-adipogenic activity stems from its ability to interact with and potentiates the co-activating potential of RBM14, whose expression parallels that of *Paral1* during adipocyte differentiation. This newly identified property of RBM14 is probably due to its ability to act as an indirect coactivator, through synergistic interactions with nuclear receptor coactivators (hence its alias CoActivator Activator CoAA)^24,33^. Our work extends its role, initially reported for estrogen and glucocorticoid receptor-dependent transcriptional activation^34^, to the pro-adipogenic nuclear receptor PPARγ. RBM14, a hnRNP-like protein, encompasses 2 RNA binding modules (RRM), which are likely to interact with RNA molecules such as *Paral1*, as described for hnRNP U and Xist^35^. In the chimeric transcription assay used here, we could indeed show that *Paral1* function is dependent on the RRM domains.

We also note that RBM14/CoAA inhibits the transcriptional activity of the osteoblastic Runx2 transcription factor, a differentiation pathway that opposes commitment to the adipocyte lineage^36^. Together with other studies^37^, our work indicates that lincRNAs act as regulators of expression/activities of key developmental transcription factors. Another way by which lncRNAs regulate gene expression and ensuing biological processes is to act in cis at neighbouring protein-coding loci^38^. 

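*Ankef1*, the current symbol of *Ankrd5*, encodes an ankyrin repeat protein. Its log2 value at D2 was 5.90 ± 0.21 (SD, n = 3) with Ctrl-siRNA and 5.79 ± 0.22 (SD, n = 3) with Paral1-siRNA, a log2 fold change of -0.12 (SE 0.17, 95% confidence interval of -0.54 to 0.30), and it did not exceed the background probe sets on any of the 6 arrays. At D9 it had 7.21 ± 0.52 and 6.79 ± 0.27, above the background on all 6 arrays, a log2 fold change of -0.42 (SE 0.28, interval of -1.1 to 0.26), and was lower in all 3 experiments (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest p possible). *Pak7*, encoding a p21-activated kinase, had 0.04 (SE 0.13) at D2 and -0.01 (SE 0.08) at D9 and did not exceed the background on any array. A fall in *Pak7*, or a rise that stayed within the background, was therefore not detectable. Neither gene passed limma's test at an adjusted p under 0.05, with or without the block.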

*Paral1* is flanked by *Ankrd5* and *Pak7*, none of these genes being reportedly involved in adipogenesis and dysregulated upon *Paral1* expression modulation, thereby excluding a possible contribution of *Paral1* through such a mechanism.

As noted above, RBM14 possesses RNA binding activity and is a component of paraspeckles, which assemble on the lincRNA *Neat1*. Interestingly, we found that *Paral1* also interacts with paraspeckle components NONO, PSPC1 and SFPQ which are three multifunctional nuclear factors and bind *Neat1*. This suggested that RBM14-*Paral1* could be involved in splicing events. However, our exon microarray analysis did not reveal major changes in the splicing of adipogenic genes (data not shown). This however does not rule out other paraspeckle-associated roles for this RNA-protein complex which remain to be formally investigated, such as the nuclear retention of edited RNA molecules known to play a role in cellular differentiation^39^.

About 30% of total *Paral1* is localized in the cytosol. Although our approach did not allow to appreciate potential roles of *Paral1* as a miRNA sponge, we note that *Paral1* could hybridize to mir27a, a post-transcriptional regulator of PPARγ^40^ through its sequence ACUGUGA.

*Paral1* interacts also with Eukaryotic Translation Elongation Factor 1 Alpha 1 (EEF1A1) and with Tubulin beta (Tubb), a component of the centriole cytoskeleton with which RBM14 interacts^41^, hinting at a possible role in mRNA translation or cell division. The basis for this subcellular repartition is unknown. A recent report demonstrated that PSPC1 is involved in the nuclear export of adipogenic RNAs, including PPARγ^42^. These observations raise the possibility that *Paral1* may be part of this RNA shuttling complex, since the RNA shuttling protein DDX3X interacts with *Paral1* (Fig. 3C) and PSPC1^42^.

In conclusion, we have identified on the basis of an unbiased genome-wide approach a novel lincRNA with functions in adipocyte physiology, whose expression is decreased in obese rodents and humans. At least part of its mechanism of action can be attributed to co-activating properties of PPARγ, thereby impacting on genes involved in metabolic regulations. This adds a new piece to the puzzle of lncRNA contribution to adipogenesis. In this context, the structural versatility of RNA molecules make them attractive druggable entities^43^ and a complete inventory of anti- or pro-adipogenic lncRNAs may expand the therapeutic repertoire to combat obesity.

## Experimental procedures

### Chemicals

Dulbecco’s Modified Eagle’s Medium, alpha Modified Eagle’s Medium, Cosmic Calf Serum and Fetal Bovine Serum (FBS) were from Life Technologies. GW4064 was from Tocris. Ascorbic acid, β-glycerophosphate, bovine insulin, IBMX, dexamethasone, indomethacine, pioglitazone and rosiglitazone were from Sigma.

### Cell culture

3T3-L1 and 3T3-442A cells were routinely grown and differentiated as described^26^. Mesenchymal stem cells (MSC) were isolated from adult mouse bone marrow and maintained in αMEM (Life Technologies) as described^44^.

### Oil Red O staining

Oil red O (ORO) staining was performed at D8 as described^8^.

### Triglycerides quantification

Triglycerides quantification were performed at D8 as described^45^.

### RNA extraction and RT-qPCR

Total RNA was extracted, analyzed by RT-qPCR and transcript level were quantified as described^26^.

### Microarray analysis

Total RNA (100–300ng) from 3T3-L1 cells was processed for labelling, purification and hybridized to Affymetrix Genechip Mouse Genome 430 2.0 or to Mouse Transcriptome Array 1.0 according to the manufacturer’s protocol. Raw data (available on the GEO website under the accession number GSE 97241) were pre-processed using the GCCN and SST algorithms (Expression Console, v1.4.1. Affymetrix). RMA background correction and gene-level probe set summarization were performed with the Partek Genomics Suite software (v6.6, Partek Inc.). Microarray analysis of leptin-deficient (ob/ob) mouse WAT has been described elsewhere^26^. Microarray data from mouse WAT fed either a chow or a high fat diet were from the GEO dataset GSE21069 ^46^. Human WAT RNAs were analysed as described^26^.

Human gene symbols were attributed to each murine gene using the Orthologue Conversion software (https://biodbnet-abcc.ncifcrf.gov/db/dbOrtho.php)^47^ and resulting files were analysed with the GSEA software [Broad Institute, v2.2.2^48^]. Pathway-enrichment scores were calculated with the GSEA pre-ranking tool and the KEGG Pathway gene set. Default parameters were used except for the permutation number (10,000) and the enrichment score statistic (weighted). The GEO dataset is available under the number GSE97241.

### Data mining and bioinformatics

#### Long non-coding RNA identification

Murine lncRNA sequences were extracted from the NONCODE database v.3 (http://www.noncode.org/NONCODERv3/; mouse genome reference: mm9).

Gene Expression Omnibus (GEO) datasets were: GSE84888 for differentiating human adipose stromal (hASC) and murine 3T3-L1 cells^21^ and GSE92590 for isolated primary mouse adipocytes from WAT^49^. RNA-Seq data were from the GEO dataset GSE35724^50^.

ChIP-Seq data were analyzed using the Galaxy Cistrome platform^11^. RNA-Seq and ChIP-Seq data were visualized using the Integrative Genomics Viewer software (IGV, v2.3.14, Broad Institute).

#### Coding potential analysis and proteomic databases

Three softwares were used with default parameters to determine lincRNAs’ coding potential (CPC, http://cpc.cbi.pku.edu.cn/)^51^; CPAT, http://lilab.research.bcm.edu/cpat/index.php)^52^ and GenView2 (http://bioinfo.itb.cnr.it/~webgene/wwwgene.html). GAPDH and XIST RNA were used as representative of mRNA and lincRNA respectively. Potential ORFs were converted into protein sequences and matching peptides were searched in four protein databases [UniProtKB (SwissProt and TEMBL; http://www.uniprot.org/); PDB (http://www.rcsb.org/pdb/home/home.do); Ensembl (www.ensembl.org/)].

### Total protein extraction, western blotting and antibodies

Proteins (30–100 µg) were extracted and analysed by western blotting as described^53^. Primary antibodies used in this study were: anti-RBM14 (Euromedex, ref. 10196-1-AP), anti-PPARγ (Santa Cruz, ref. sc-7196), anti-TFIIB (Santa Cruz, ref. sc-225), anti-β-actin (Santa Cruz, ref. sc-1616), anti-H3 (Abcam, ref. ab1791) and control IgG (Merck-Millipore, ref. 17–658). Secondary antibodies were anti-rabbit IgG-peroxidase antibody (Sigma, ref. A0545) or anti-goat IgG-peroxidase antibody (Sigma, ref. A5420).

### Subcellular fractionation

3T3-L1 cells were plated in P100 dishes and differentiated as described above. At indicated times, cells were washed twice using ice-cold 1x PBS and lysed in 500 µL lysis Buffer 1 [10 mM HEPES pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol, 40 U/mL RNasin and protease inhibitors (Roche)] supplemented with 0.1% Triton-X100 and 1 mM DTT upon use. Lysates were centrifuged to separate cytosolic and nuclear fractions (1,300 G, 5′, 4 °C). After removal of the upper lipid phase, supernatants (cytosolic fraction) were centrifuged (16,000 G, 5′, 4 °C) and used for RNA and protein characterization. Nuclei were washed once into 400 µL lysis buffer 1 supplemented with 1 mM DTT extemporarily and incubated in 100 µL lysis buffer 2 (10 mM HEPES pH 7.9, 3 mM EDTA pH8, 0.2 mM EGTA pH8, 40 U/mL RNasin, 1 mM DTT and protease inhibitors) for 30 min. on ice. Insoluble and soluble fractions were obtained by centrifugation (1,300 G, 5′, 4 °C). The insoluble fraction was digested with benzonase [50 mM Tris-HCl, pH7.5, 1 mM MgCl_2_, 3 mM EDTA pH8, 0.2 mM EGTA pH8 supplemented with 25U benzonase (Millipore) and 1 mM DTT extemporarily] for 20 min. on ice.

### Oligonucleotide design and synthesis

LNA gapmers complementary to mouse *Rbm14* mRNA (*Rbm14*-LNA) were designed using the online Exiqon software (https://www.exiqon.com/ls/Pages/GDTSequenceInput.aspx): *Rbm14*-LNA: ATGACTGAGTGCGGTA; *Paral1*-LNA: AGGAGCATAATGAATA. Exiqon LNA gapmers were synthesized by Exiqon (Qiagen) with a phosphorothioate backbone and purified by a standard desalting method.

### Plasmids

The pcDNA3-Myc-*Rbm14* vector and derivatives were from D. Monté (Univ. Lille, France)^54^. Other plasmids used in this study were the pUAS-tk-Luc vector^55^, pSG5-hRXRα^55^, pcDNA3-Flag-*Pparγ* ^56^, pGal4-*PGC1α* vector^57^. pGal4-empty vectors was from Addgene. The pGL4.25 vector was from Promega. The pcDNA3.1 vector was from Life Technologies.

The *Paral1* RNA was reverse-transcribed and amplified by PCR with primers containing BamHI and NotI restriction sites (Supplemental Table 1) then ligated into the pCR blunt II TOPO vector (TOPO TA Cloning Kit, Life Technologies). The cDNA insert was then excised as a BamHI/ fragment and inserted into pcDNA3.1 to generate the pcDNA3-*Paral1* plasmid.

pRetroX-*Paral1* and pRetroX-*Pparγ* vectors were generated by ligating inserts into the pRetrox-Tight-Pur plasmid (ClonTech) as BamHI/NotI or NotI/XbaI inserts.

The pGL4-3xPPRE Luc reporter vector was generated by inserting an oligonucleotide containing 3 consensus PPRE sequences (in bold) (5′-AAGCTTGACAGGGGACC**AGGACAAAGGTCA**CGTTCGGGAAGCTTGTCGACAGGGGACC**AGGACAAAGGTCA**CGTTCGGGAAGCTTG TCGACAGGGGACC**AGGACAAAGGTCA**CGTTCGGGAAGCTT-3′) into the pGL4.25 [luc2CP/minP] backbone (Promega).

### Biotinylated RNA synthesis and purification

pcDNA3-*Paral1* was linearized by NotI, and biotinylated RNA transcripts were synthesized with the MEGAscript® T7 Transcription Kit (Ambion) and biotin-CTP (Enzo-Life Sciences). RNA was purified as suggested by the manufacturer (Ambion). RNA integrity and biotinylation efficiency were checked by agarose gel analysis and dot blotting, respectively.

### RNA pulldown assay

3T3-L1 cell lysates were pre-cleared [1 mg protein for 40 µL streptavidin-coupled Dynabeads M-280 (Invitrogen)] for 3 hours. Beads were removed by magnetic separation. Biotinylated *Paral1* RNA was incubated at 65 °C for 5 minutes then at room temperature for 10 min. *Paral1* RNA (60 µg) was coupled to streptavidin-coupled Dynabeads M-280 (1 µL/µg RNA) in water containing RNasin (40 U/mL) for 30 min. at 20 °C. The supernatant was removed by magnetic separation. Pre-cleared 3T3-L1 cell lysates (1 mg total protein) were incubated with RNA-coupled beads for 60 min. After 3 washes with washing buffer (25 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 5% glycerol, 40 U/mL and protease inhibitors), beads were incubated in 100 µL 1.5x Laemmli buffer and supernatants were processed for further analysis.

### RNA immunoprecipitation

3T3-L1 cells were washed in ice-cold 1x PBS and incubated in 1x PBS-1% formaldehyde for 10 min. The crosslinking reaction was quenched with 0.25 M glycine for 5 min. Cells were washed once with 1x PBS and lysed in 25 mM Tris-HCl pH 7.4, 500 mM NaCl, 1 mM EDTA, 40 U/mL RNasin, 5% glycerol and protease inhibitors. Lysates were sonicated using a Bioruptor UCD-200 and centrifuged (16,000 G, 10 min. at 4 °C).Supernatants were brought to 150 mM NaCl using 25 mM Tris-HCl pH 7.4, 1 mM, 40 U/mL RNasin, 5% glycerol and protease inhibitors. Protein concentration was measured using the DC Protein Assay (Biorad).

Crosslinked lysates (1 mg) were incubated with 5 µL Protein G-coupled Dynabeads® (Invitrogen) for 1 hour at 4 °C. Beads were removed by magnetic separation and 1 µg of primary antibody against RBM14 or control IgG were added and incubated overnight. Magnetic Protein G-Dynabeads were coated overnight in 5% BSA, 100 µg/mL yeast tRNA and 40 U/mL RNasin, added to the pre-cleared lysate/antibody mix and incubated for 3 hours at 4 °C. Dynabeads were washed three times with Washing Buffer and incubated with a Reverse-Crosslinking Solution (100 mM Tris-HCl pH 7.5, 5 mM EDTA, 1% SDS, 10 mM DTT and 40 U/mL RNasin) during 15 min. at room temperature. Supernatants were digested with 20 µg proteinase K and incubated at 65 °C for 120 min. Immunoprecipitated RNAs were extracted with TRIzol according to the manufacturer’s instructions.

### siRNA transfection

3T3-L1 cells were transfected by siRNAs (100 nM) using INTERFERin (Polyplus Transfection) as described^26^. siRNAs were: control siRNA (Dharmacon, ON-TARGETplus non-targeting, ref. D-001810-10-10,), *Pparγ*-siRNA (Dharmacon, ON-TARGETplus, ref. L-040712-00-0010n), *Paral1/1*-siRNA (Silencer Select ref. 101240, Ambion) or *Paral1/2*-siRNA (Silencer Select ref. 101167, Ambion).

### Transient transfections and reporter gene assay

HEK293T cells (7.5 × 10^4^) were plated 1 day prior to transfection in 6-well plates. Plasmids were transfected using jetPEI according to the manufacturer’s instructions. A combination of the following vectors was used as indicated in the figure legends: pUAS-tk-Luc (1 µg), pGL4-3PPRE (1 µg), Gal4-*Pparγ* (100ng), Gal4-*PGC1α* (100ng), pcDNA3-Myc-*Rbm14* (250ng), pcDNA3-*Paral1* (1 µg), pcDNA3-Flag-*Pparγ* (500 pg) and pSG5-*RXRα Rxrα* (500 pg). The next day, HEK293T cells were trypsinized and transferred into 96-wells plates. Twenty four hours later, cells were incubated with either vehicle (DMSO) or indicated compounds [Rosiglitazone (2 µM), GW4064 (1 µM)] overnight. Cells were lysed and luciferase activities were measured as described^53^.

### Retroviral infection and clone selection

Phoenix cells (10^6^) were transfected using Lipofectamine 2000 (Life Technologies) and indicated plasmids according to the manufacturer’s instructions. Transfected plasmids were the pRetroX-Tight-Pur plasmids (pRetroX-empty, pRetroX-*Pparγ* or pRetrox-*Paral1*) and the pRetroX-Tet-On vector. After a 5-hour incubation in serum-free medium, cells were washed twice with 1x PBS and grown in complete medium supplemented with 10% FBS. Retroviral supernatants were collected and stored at −80 °C until use.

Stable cell line production: 3T3-L1 cells (2.5 × 10^4^) were plated into 12-wells plates and transduced overnight with the above retroviral supernatants (500 µL pRetroX-Tet-On supernatant and 500 µL pRetroX-Tight-Pur). Clones were selected with 10 µg/mL puromycin and 800 µg/mL G418 for 7-10 days. Doxycycline (5 µg/mL) was used as the Tet-ON system inducer.

### Electrophoresis, gel staining and mass spectrometry

Protein separation, in-gel trypsin cleavage and mass spectrometry analysis were carried out as described^58^. Peptide separation was performed using an EASY-nLC 1000 UHPLC (Thermo Scientific) equipped with a 75 µmX 2 cm Acclaim PepMap 100 pre-column with nanoViper fittings and a 50 µm I.D. × 500mm Acclaim PepMap RSLC analytical column (Thermo Scientific). Peptides were eluted using a 5%-30% acetonitrile gradient for 60 min. at a flow rate of 300 nL/min. The Q-Exactive instrument acquisition mode was set to the top 10 MS2 method. The survey scans were taken at 70,000FWHM (at m/z 400) resolving power in positive mode and using a target of 1e6 and default charge state of + 2. Unassigned and + 1 charge states were rejected, and dynamic exclusion was enabled for 30 sec. The scan range was set to m/z 300–1600 m/z. For MS/MS, a microscan was obtained at 17,500FWHM and with an isolation window of 3.0 m/z, using a scan range between m/z 200–2000 m/z. Tandem mass spectra were processed with the Thermo Scientific Proteome Discoverer software v 1.3. Spectra were searched against UniprotKB/Swiss-Prot mouse databases (version 09/2015) using the SEQUEST HT algorithm (v1.3.0.339). The search was performed choosing trypsin as the cleaving enzyme with one missed cleavage site allowed. Precursor mass tolerance was 10 ppm, and fragment mass tolerance was 0.1 Da. N-terminal acetylation, cysteine carbamidomethylation and methionine oxidation were set as variable modifications. Peptide identification was performed with the Percolator algorithm by selecting only peptides with a q-value < 0.01, which corresponds to a false discovery rate (FDR) of 1%.

### Animal experimentation

All animal experiments were approved by the ethical committee for animal experimentation of Institut Pasteur de Lille, Pierre and Marie Curie University and French Research Council guidelines. All methods were performed in accordance with the relevant French and European guidelines and regulations. Detailed procedures can be found elsewhere^8,27^.

### Human biopsies

Human tissue samples were provided by Dr P. Gélé and the Centre d’Investigations Cliniques (C.H.R.U. Lille, France). Human WAT samples were collected from patients undergoing abdominal surgery by laparoscopy or coelioscopy after informed consent was obtained. All procedures were approved by the C.H.R.U. Lille Ethical committee and were compliant to the French National Ethics Committee guidelines. Tissue samples from female patients (35–59 year-old) and are from the ABOS cohort (ClinicalTrials.gov identifier: NCT01129297). More details can be found elsewhere^26^.

### Statistical analysis

Statistical analysis was performed using Prism 6.0 (GraphPad Software, La Jolla, CA). Values are expressed as the mean +/− SEM. Statistical significance was evaluated using either a two-tailed t test or by one-way ANOVA followed by Tukey’s or Dunnett’s post hoc tests. *p < 0.05; **p < 0.01; ***p < 0.001.

### Data availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. Affymetrix raw files are available on the GEO web site.

## Electronic supplementary material

Supplemental information

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

# Supplementary material for: The RBM14/CoAA-interacting, long intergenic non-coding RNA Paral1 regulates adipogenesis and coactivates the nuclear receptor PPARγ
**Source:** Sci Rep. 2017 Oct 26;7:14087. doi: 10.1038/s41598-017-14570-y
**Supplement:** Supplementary file 1 — Supplemental information

SUPPLEMENTAL INFORMATIONS TO:

The RBM14/CoAA-interacting, long intergenic non-coding RNA *Paral1* regulates adipogenesis and coactivates the nuclear receptor PPAR γ .

François F. Firmin¹, Frederik Oger¹, Céline Gheeraert¹, Julie Dubois-Chevalier¹, Anne-Sophie Vercoutter², Fawaz Alzaid³, Claire Mazuy¹, Hélène Dehondt¹, Jeremy Alexandre¹, Bruno Derudas¹, Quentin Dhalluin¹, Maheul Ploton¹, Alexandre Berthier¹, Eloise Woitrain¹, Tony Lefebvre², Nicolas Venteclef³, François Pattou⁴, Bart Staels¹, Jérôme Eeckhoute^{1,*} and Philippe Lefebvre^{1,*}

Supplemental Tables:

Supplemental Table 1. List of primers.

Supplemental Table 2. List of lincRNA with histone marks. Mouse lincRNA from the NONCODE database containing H3K4me3, H3K27ac or PPAR γ marks in the vicinity of their TSS are listed and were used to generate the Venn diagram shown in Figure 1A.

Supplemental Table 3. Coding potential of *Paral1*. Coding potential of *Paral1* and of representative coding (*Gapdh*) and non-coding (*Xist*) RNA transcripts were obtained using CPC, Genview2 and CPAT softwares. Potential peptides were searched in protein databases (SwissProt, TrEMBL, PDB, Ensembl).

Supplemental Table 4. Expression of white and brown adipose tissue gene markers in *Paral1*-depleted 3T3-L1 cells. Data were extracted after analysis by DNA microarray

Supplemental Table 5. List of *Paral1*-sensitive transcripts. A list showing the 310 down-regulated and the 210 up-regulated genes upon *Paral1* depletion is shown.

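Supplemental Table 5 lists a fold change and a p-value for 520 genes at D2. Of its symbols, 96 have 7 characters and may have been shortened, so they were left out, and 389 of the others matched 1 gene. The fold change computed from the deposited values had the same direction for 388 of these 389 genes and lay within 1% of the paper's for 386 by the probe set used here, and for all 389 by some probe set of the gene. A paired t-test over the experiments gave a p within 1% of the paper's for 389 genes, and an unpaired one for 6. The highest p in the paper's table is 0.48, and 98 of the 520 genes have a p under 0.05. Genes of this size of change include *Col12a1*, a matrix collagen (log2 fold change of 1.35, SE 0.58), *Prrx1*, a mesenchymal transcription factor (0.96, SE 0.38), and *Lcn2*, encoding lipocalin 2 (1.02, SE 0.34), which were higher in all 3 experiments. *Col6a3*, a further collagen (-1.46, SE 1.10), and *Slc7a5*, an amino acid transporter (-1.55, SE 0.83), were lower in all 3.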

Supplemental Table 6. Correlation study between *hPARAL1* expression in human visWAT and scWAT, biometric or biochemical parameters. Correlation tests were performed using *hPARAL1* expression level as determined by RT-qPCR and clinical data. R² and p values as well as the resulting curve equation were determined using Graphpad Prism v6.0.

Supplemental Figures:

Supplemental Figure 1. Splicing variants of *Paral1* in 3T3-L1 cells. Primers specific for each exon or for a combination of exons were used in RT-qPCR assays. Results are expressed as the transcript level normalized to the reference *Rplp0* housekeeping gene expression level.

Supplemental Figure 2. ChIP-seq profiles at the *Pak7/Paral1/Ankrd5* locus. A) PPAR γ , H3K4me3 and H3K27ac enriched sequences in 3T3-L1 cell chromatin were visualized using the IGV browser, as well as the RNA-seq profile. B) H3K4me3- and H3K27ac-enriched sequences in primary adipocyte and non-adipocyte fractions were visualized using the IGV browser.

Supplemental Figure 3. *Paral1* expression in differentiating 3T3-F442A cells. *Paral1* expression was monitored by RT-qPCR and normalized against the reference *Rplp0* housekeeping gene expression level. Results are expressed relative to the *Paral1* RNA level in preadipocytes arbitrarily set to 1.

Supplemental Figure 4. Osteogenic and adipogenic marker expression in mesenchymal stem cells. *Paral1* expression was monitored by RT-qPCR and normalized against the reference *Rplp0* housekeeping gene expression level. Results are expressed relative to the *Paral1* RNA level in undifferentiated MSC arbitrarily set to 1.

Supplemental Figure 5. Adipocyte-specific genes are downregulated in *Paral1*-depleted cells. Gene expression after Ctrl-siRNA or *Paral1/1*-siRNA transfection of 3T3-L1 cells at D0 was assessed by RT-qPCR at D2. Results are expressed as the mean $\pm$ S.E.M. (n=3) relative to the *Paral1* RNA level in Ctrl-siRNA transfected preadipocytes arbitrarily set to 1. Values were compared using a t-test. * p < 0.05; ** p < 0.01; *** p < 0.001.

Supplemental Figure 6. ORO staining of transfected 3T3-L1 cells. 3T3-L1 cells were transfected or not (NT) at D2 with Ctrl-siRNA, *Ppar γ* -siRNA, *Paral1/1*-siRNA or *Paral1/2*-siRNA. Cells were fixed and stained by Oil Red O at D7. Three independent experiments are shown from top to bottom.

Supplemental Figure 7. *Ankrd5* knockdown does not affect adipogenesis. Control (Ctrl-siRNA) or siRNA targeting *Ankrd5* were transfected at D0 in 3T3-L1 cells and lipid accumulation was assayed by ORO staining at D4. Knockdown efficiency was assessed by RT-qPCR. Results are expressed relative to the indicated control in non-treated preadipocytes arbitrarily set to 1.

Supplemental Figure 8. 3T3-L1 cells adipogenesis is also altered by transfection of a LNA gapper targeting *Paral1* similarly to unrelated siRNA. A) Validation of *Paral1* knockdown. 3T3-L1 cells were transfected with control (Ctrl-LNA) or *Paral1*-targeting LNA (*Paral1*-LNA) at D0. *Paral1* transcripts were assayed by RT-qPCR at D2 and results are expressed as the mean $\pm$ S.E.M. (n=3) relative to the *Paral1* RNA level in Ctrl-siRNA transfected preadipocytes arbitrarily set to 1. Values were compared using a t-test. * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$. B) Lipid accumulation in differentiated adipocytes. Oil Red O staining of 3T3L1 cells was performed at D8. C) Expression level variation of major contributors to the adipogenic program were extracted from microarray data and top ranking biological theme (using the Gene Ontology Biological Process functional annotation table, GO BP FAT) of down-regulated genes in *Paral1*-depleted cells.

Supplemental Figure 9. *Paral1* overexpression in 3T3-L1 cells does not promote adipogenesis. Clones of 3T3-L1 cells conditionally overexpressing either *PPAR γ* or *Paral1* were generated as described in the Material and Methods section. After doxycycline stimulation and exposure (MDI+) or not (MDI-) to differentiation-inducing cocktail, the expression of *Paral1* (A), *PPAR γ* (B) and of adiponectin (C, *AdipoQ*) was assayed by RT-qPCR. Results are expressed as the mean $\pm$ S.E.M. (n=3) relative to the gene expression level measured in control cells (pRetroX-empty) which was arbitrarily set to 1. Values were compared using a 1-way ANOVA. * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$. D) ORO staining of 3T3-L1 cells 7 days after initiation of adipogenic differentiation.

Supplemental Figure 10. *Paral1* deficiency alters the mature adipocyte phenotype. A) 3T3-L1 differentiation and transfection protocol. B) Validation of *Paral1* expression knockdown. 3T3-L1 cells were transfected with control (Ctrl-siRNA) or *Paral1*-targeting siRNA (*Paral1*-siRNA) at D7. *Paral1* transcripts were assayed by RT-qPCR at D9 and results are expressed as the mean $\pm$ S.E.M. (n=3) relative to the *Paral1* RNA level in Ctrl-siRNA transfected preadipocytes arbitrarily set to 1. Values were compared using a t-test. * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$. C) Knockdown of *Paral1* expression alters the expression of a specific subset of genes. The 3T3-L1 cell transcriptome at D9 was characterized by DNA microarray analysis as described in the Research Design and Methods section. GSEA was performed using the KEGG pathway gene sets. FC: fold change, red: up-regulated after *Paral1*-siRNA treatment, green: down-regulated after *Paral1*/1-siRNA treatment. D) Top ranking up- or down-regulated genes in *Paral1*-depleted mature 3T3-L1 cells-L1 adipocytes. E) Expression level variation of genes contributing to metabolic pathway regulation. Numbers indicate the fold change in *Paral1*-depleted adipocytes.

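The genes with the lowest log2 fold changes at D9 include *Rsad2*, an antiviral gene induced by interferon (log2 fold change of -1.70, SE 0.31), *Ccl5*, a chemokine (lower by 0.85, 2.02 and 0.72 on the log2 scale in experiments 4, 5 and 6), *Bst2*, an antiviral membrane protein (-1.06, SE 0.60), and *Ly6c2* and *Ly6c1*, surface proteins (-1.59, SE 0.65 and -1.30, SE 0.52), all lower in all 3 experiments. Of 41 genes of the type I interferon response, 37 were lower, with a median of -0.21 (camera test, adjusted p = 8.77e-11, and adjusted p = 0.785 with an estimated correlation), although the mean of the list was higher by 0.08 in experiment 4 and lower by 0.55 and 0.46 in experiments 5 and 6. When adjusted over the list alone 0 of its genes passed, and with the block 3 were lower. Among higher genes, *Gcnt2*, a glycosyltransferase, had 0.93 (SE 0.12), with each Paral1-siRNA array above each Ctrl-siRNA array (two-sided exact permutation test, p = 0.1, the smallest p possible), and *Hgd*, an enzyme of tyrosine degradation, 1.12 (SE 0.42). *Lyz2*, a lysozyme of macrophages (0.88, SE 0.60), and *Rgs5*, a gene of pericytes (0.84, SE 0.57), owe these values to the array of experiment 5, which was higher than its control by 2.54 and 2.17, against 0.20 and 0.30 in experiment 4 and -0.12 and 0.05 in experiment 6. The macrophage markers (17 of 17 higher, median 0.18, adjusted p = 3.94e-04) and endothelial markers (9 of 9 higher, median 0.14, adjusted p = 0.00186) passed the camera test (adjusted p = 0.785 with an estimated correlation for each). Neither list passed without the Paral1-siRNA array of experiment 5 (adjusted p = 0.144 and 0.234) or both arrays of experiment 5 (0.147 and 0.218). Apart from *Cd14*, *Cd68*, *Lyz1* and *Lyz2*, these markers lay below the brightest background probe set (5.99 to 7.02) on each D9 array. Their directions there carry little signal.

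**Figure D2:**
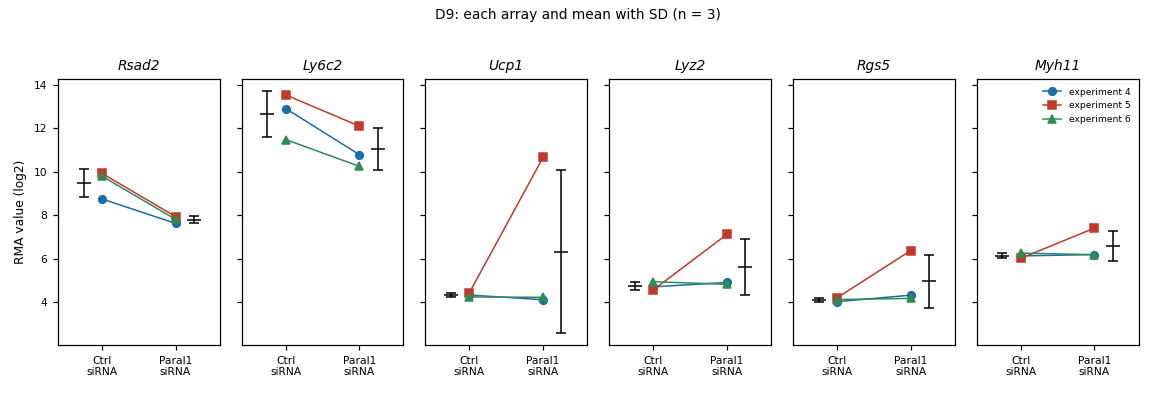
RMA values (log2, vertical axis) of 6 genes on each D9 array, with lines joining the Ctrl-siRNA and Paral1-siRNA arrays of 1 experiment and black bars giving the mean and SD (n = 3). *Rsad2* and *Ly6c2* were lower in all 3 experiments, whereas *Ucp1*, *Lyz2*, *Rgs5* and *Myh11* stand out in the Paral1-siRNA array of experiment 5 alone (10.65, 7.12, 6.37 and 7.41).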

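Among regulators and enzymes of lipid metabolism at D9, *Thrsp*, a lipogenic protein, had a log2 fold change of -0.95 (SE 0.33) and *Fasn* -0.57 (SE 0.63), and both were lower in all 3 experiments. Of 18 genes of fatty acid synthesis, 14 were lower with a median of -0.22 (camera test, adjusted p = 0.0178, and adjusted p = 0.785 with an estimated correlation), and 0 passed when adjusted over the list alone, against 2 lower with the block. This call was lost without the Ctrl-siRNA array of experiment 6 (median 0.06, adjusted p = 0.695), without the Paral1-siRNA array of experiment 4 (0.898) or 5 (0.294), or with both arrays of experiment 4 left out (0.321). It was also lost after quantile normalization (0.12) or median subtraction (0.0862), with a filter on dim probe sets (0.181) and by the methods' t-test (0.0643). *Pck1*, an enzyme of glyceroneogenesis, had -0.57 (SE 0.72) and *Pnpla3*, a lipid droplet enzyme, -0.68 (SE 0.92). *Acly*, which makes cytosolic acetyl-CoA, had 0.04 (SE 0.74) and *Acaca*, acetyl-CoA carboxylase, -0.14 (SE 0.40). *Apoe*, a lipoprotein component and LXR target, had 0.68 (SE 0.49), and *Nr1h3*, which encodes LXRα, 0.39 (SE 0.18), and both were higher in all 3 experiments. *Mlxipl*, which encodes ChREBP, had -0.10 (SE 0.13). *Scd1*, a desaturase, lay at the top of the scale in both groups, which leaves little room for a change towards higher values (0.01, SE 0.08).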

Supplemental Figure 11. Validation of the RBM14 antibody. Non-programed (none), mock-programed (pcDNA3) or programed (pcDNA3-*Rbm14*) reticulocyte lysates were analyzed by western blotting using the anti-RBM14 antibody. Apparent molecular masses are indicated on the left.

Supplemental Figure 12. Mapping the *Paral1*-RBM14 interaction. A) Structure of the vector used for in vitro transcription of *Paral1* and of its derivatives. B) RNA pulldown assays with *Paral1* fragments. Biotinylated *Paral1* fragments were coupled to magnetic streptavidin beads and incubated with 3T3-L1 cell extracts. Eluates were probed for RBM14 by western blotting.

Supplemental Figure 13. Secondary structure of *Paral1*. Predicted secondary structure of *Paral1* using the mFold software (1).

Supplemental Figure 14. *Rbm14* expression is efficiently downregulated by LNA Gapmers in *Paral1*-depleted cells at D2. *Rbm14* expression of Ctrl-LNA and *Rbm14*-LNA transfected 3T3-L1 cells at D0 was assessed by RT-qPCR at D2. Results are expressed as the mean $\pm$ S.E.M. (n=3) relative to the *Rbm14* RNA level in Ctrl-siRNA transfected preadipocytes arbitrarily set to 1. Values were compared using a t-test. * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$.

Supplemental Figure 15. Contribution of *Paral1*-associated paraspeckles components to adipocyte differentiation. Control (Ctrl-LNA) or LNA gapmers targeting *Pspc1*, *Sfpq* and *Nono* were transfected at D0 and lipid accumulation was assayed by ORO staining. Knockdown efficiency was assessed by RT-qPCR. Results are expressed as the mean $\pm$ S.E.M. (n=3) relative to the indicated control in non-treated preadipocytes arbitrarily set to 1. Values were compared using a t-test (*Paral1*) or 1-way ANOVA followed by a Dunnett post hoc test (*Pspc1*, *Sfpq* and *Nono*). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$.

Supplemental Figure 16. Annotation and enrichment analysis of dysregulated genes in obese eWAT. A) Biological term enrichment of up- or down-regulated genes in eWAT from ob/ob mice. Gene lists were annotated with the GO BP FAT. Significantly enriched terms are shown as well as their p values. Red: up-regulated, green: down-regulated. B) Biological term enrichment of up- or down-regulated genes in eWAT from HFD fed mice. Gene lists were annotated with the GO BP FAT. Significantly enriched terms are shown as well as their p values. Red: up-regulated, green: down-regulated.

Supplemental Figure 17. *Pparγ* and *Rbm14* expression in obese mice eWAT. A) eWAT RNA from wild type (wt) or obese (ob/ob) C57Bl6/J mice were analysed for their content in *Pparγ* and *Rbm14* transcripts by RT-qPCR. Results are expressed as the mean $\pm$ S.E.M. (n=6-8) relative to the wild type level arbitrarily set to 1. Values were compared using a t-test. * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$. B) eWAT RNA from wild type (wt) C57Bl6/J fed either a chow diet (CD) or a high fat diet (HFD) were analysed for their content in *Pparγ* and *Rbm14* transcripts by RT-qPCR as above.

Supplemental Figure 18. TNF represses *Paral1* expression in differentiated 3T3-L1 cells. Differentiated 3T3-L1 cells were treated for 48 hours with the indicated dose of TNF. RNA was extracted and *Paral1* expression was assayed by RT-qPCR. Results are expressed relative to the *Paral1* RNA level in preadipocytes arbitrarily set to 1.

Supplemental Figure 19. Expression of *hPARAL1* (ENSG00000243961) in human tissues. Expression data were extracted from RNA-seq analysis of 16 human tissues (Illumina body map) available at the EMBL-EBI expression atlas web site (<http://www.ebi.ac.uk/gxa/experiments/E-MTAB-513?geneQuery=%5B%7B%22value%22%3A%22ENSG00000243961%22%2C%22category%22%3A%22%22%7D%5D&serializedFilterFactors=>).

Supplemental Figure 20. Downregulated pathways in obese patients. Gene set enrichment analysis (GSEA) score curves. Example of enrichment plots are shown for gene signatures identified by GSEA as being significantly downregulated in obese visWAT. Black bars represent the position of genes from the corresponding pathway in the ranked gene list. The enrichment score plot is shown in green.

BIBLIOGRAPHY

1. Zuker M: Mfold web server for nucleic acid folding and hybridization prediction. *Nucleic Acids Res* 2003;31:3406-3415

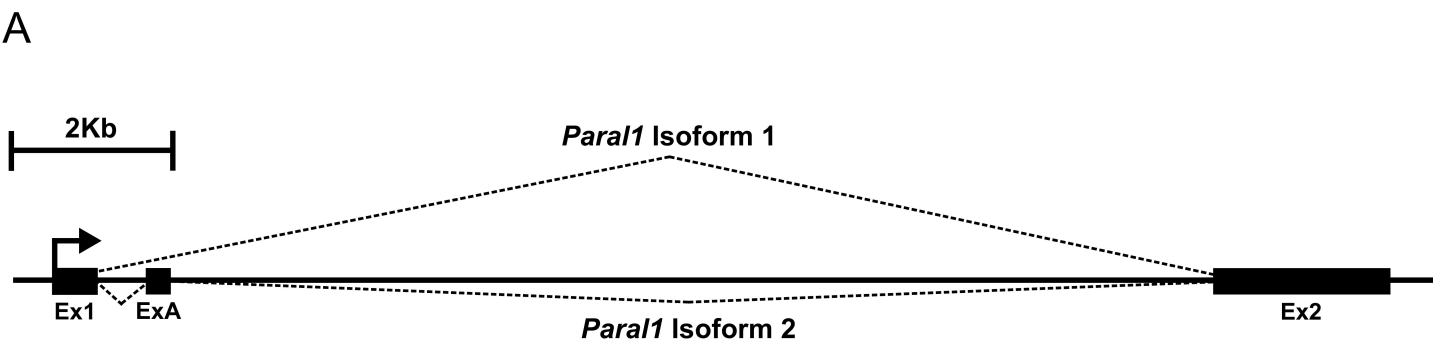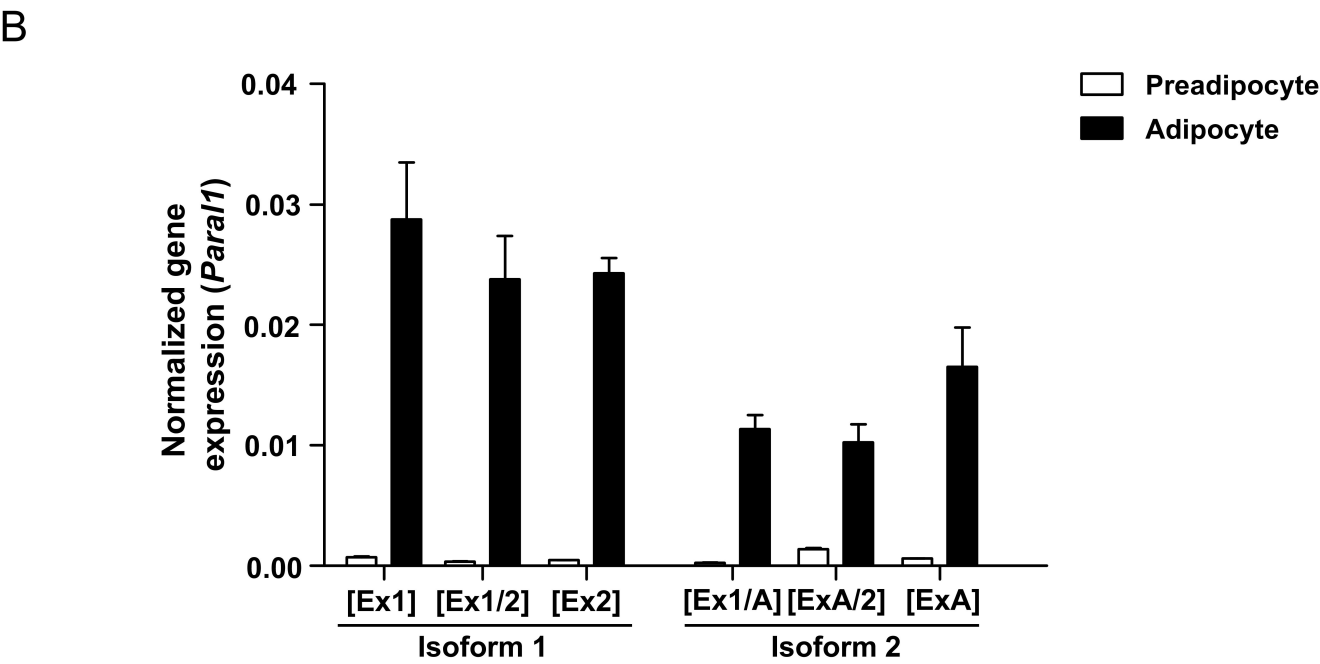

A - 3T3-L1

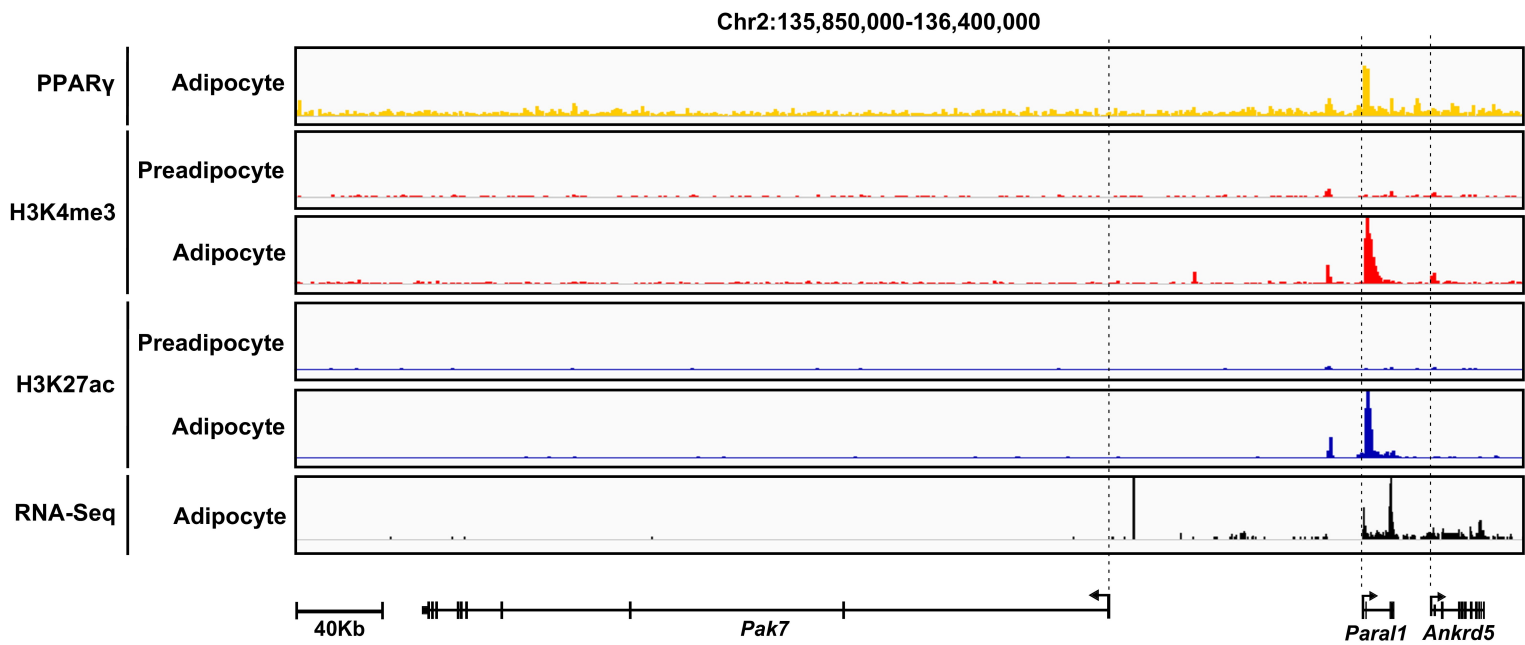

B - Primary adipocytes

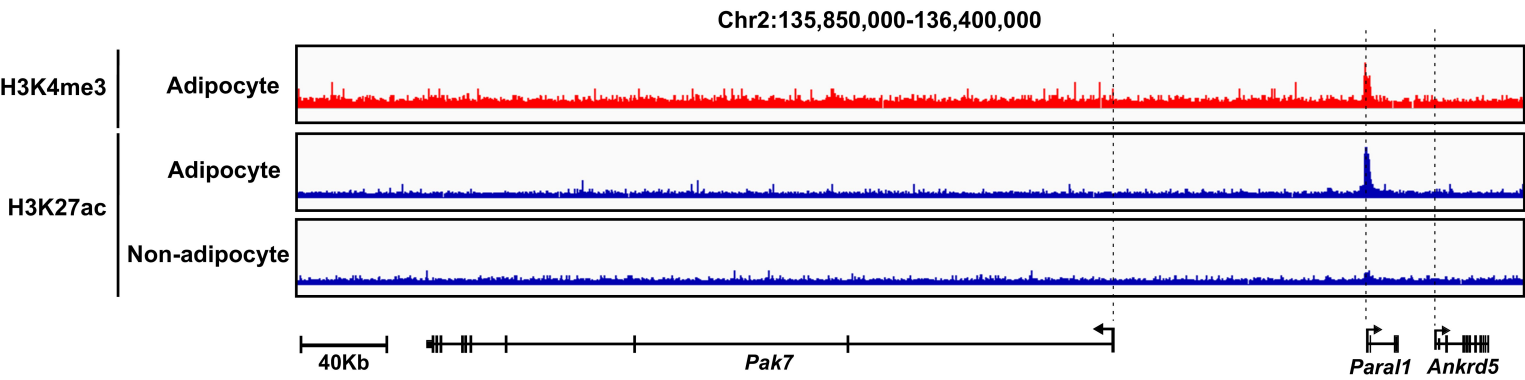

3T3-F442A

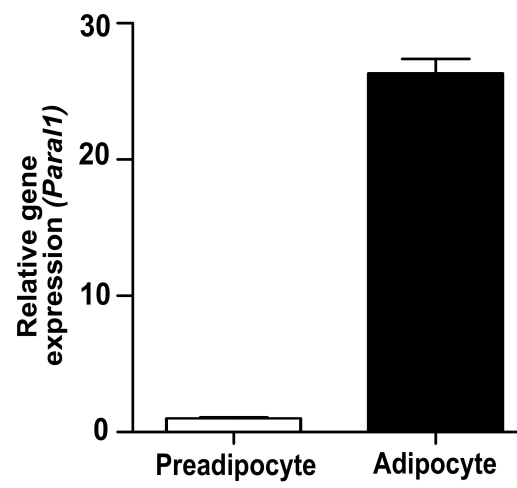

Firmin F. et al ; Supp.Fig.4

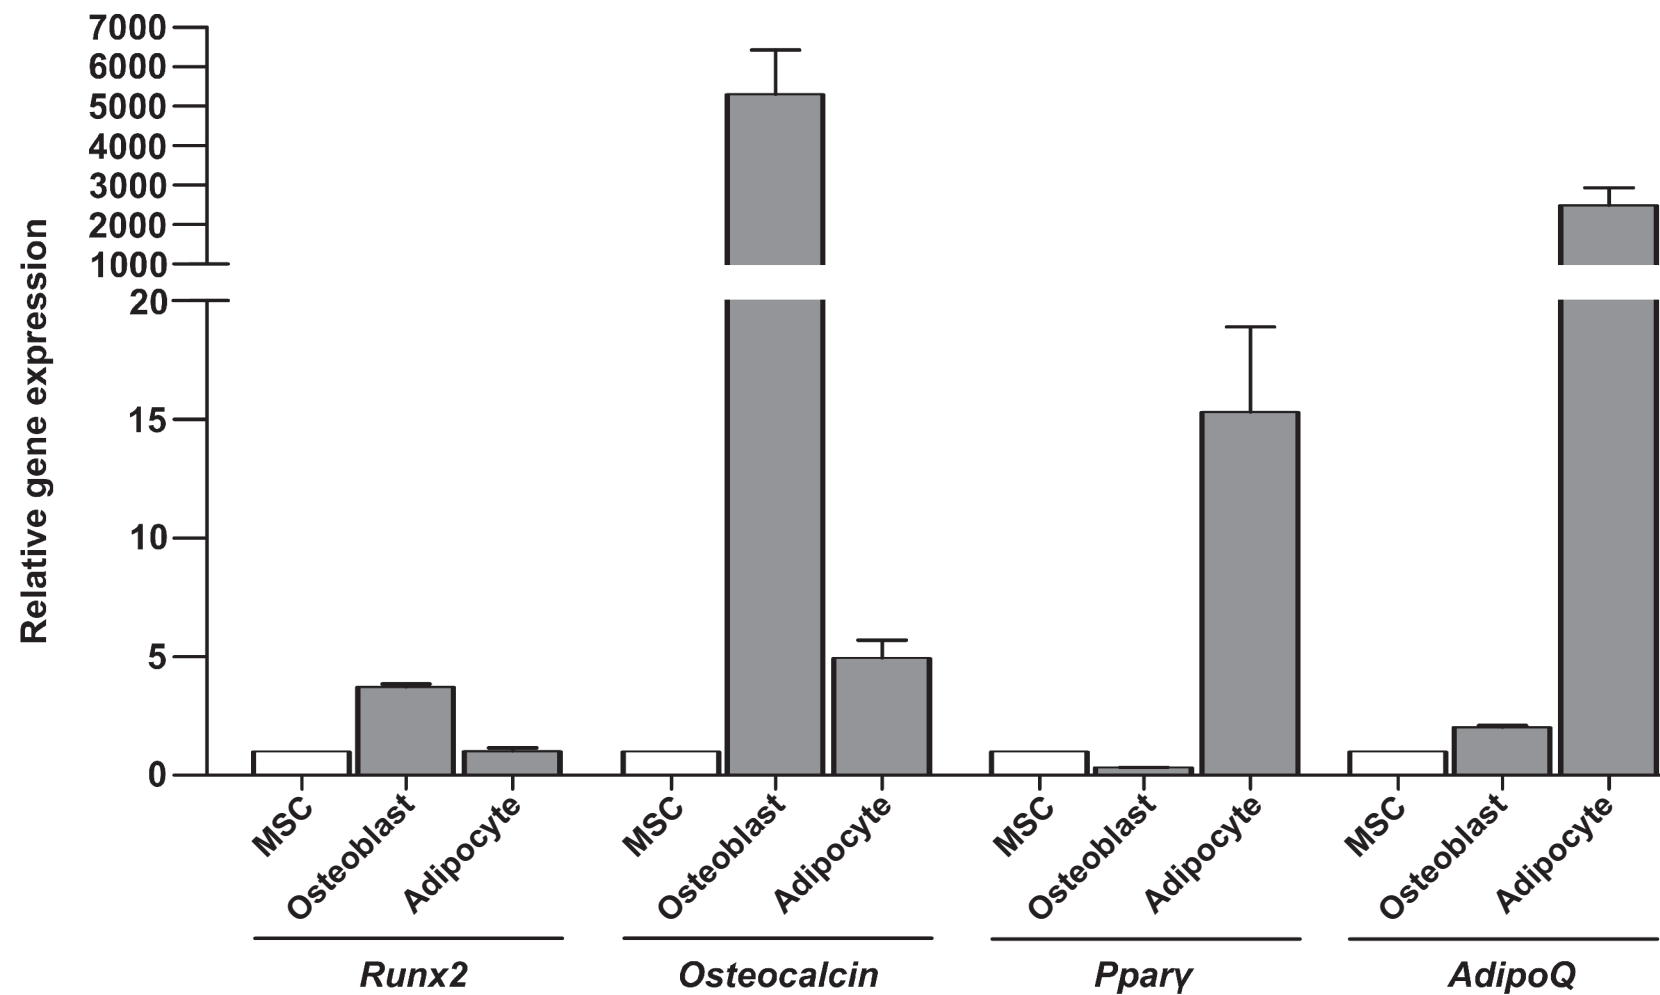

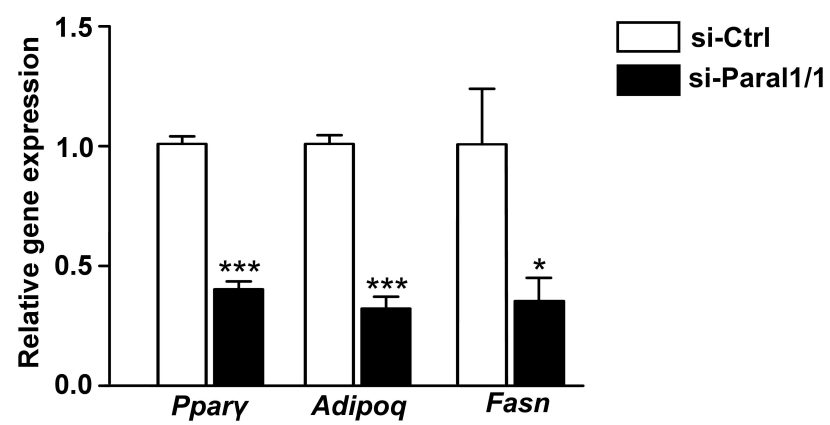

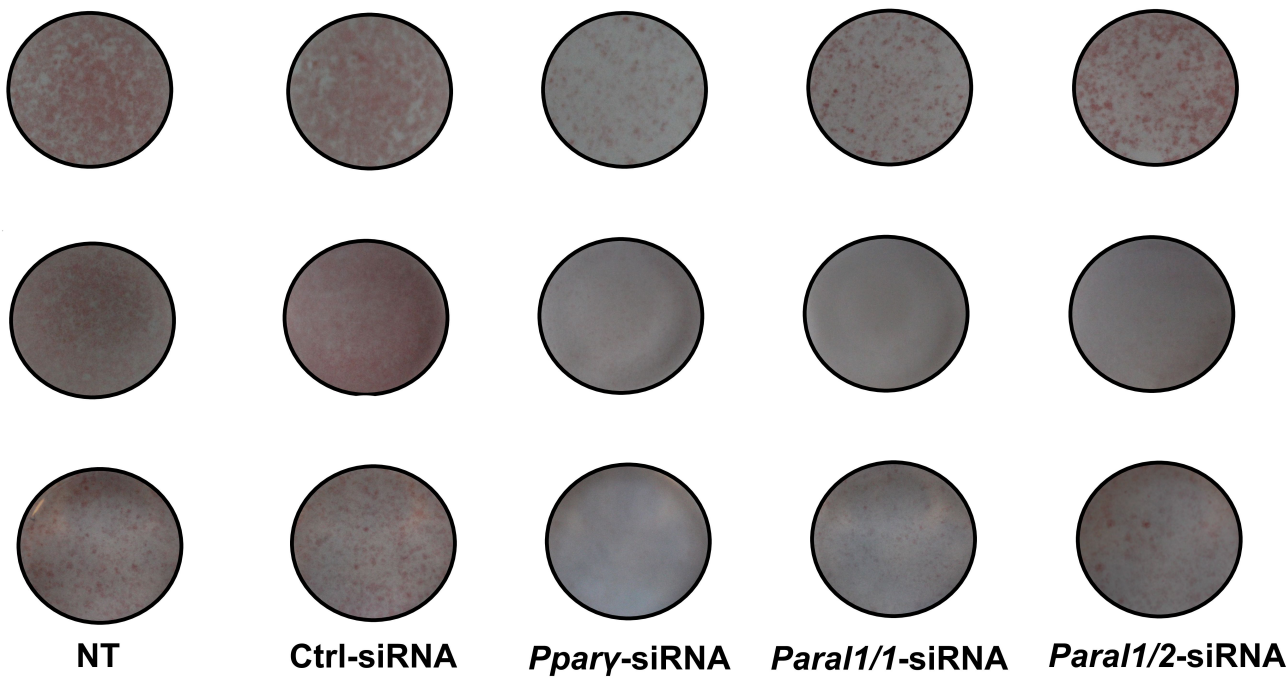

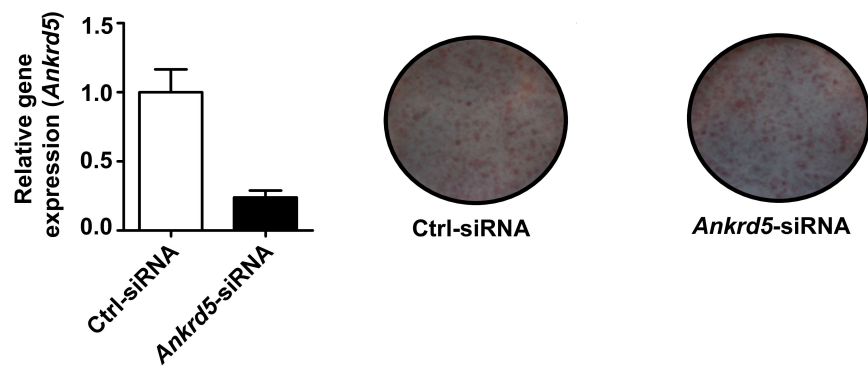

A

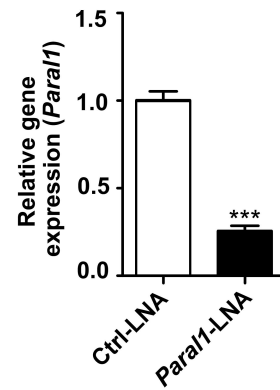

B

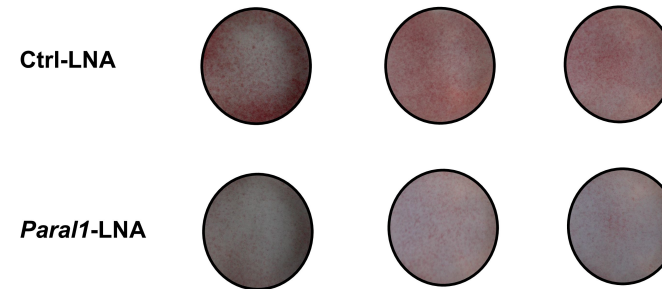

C

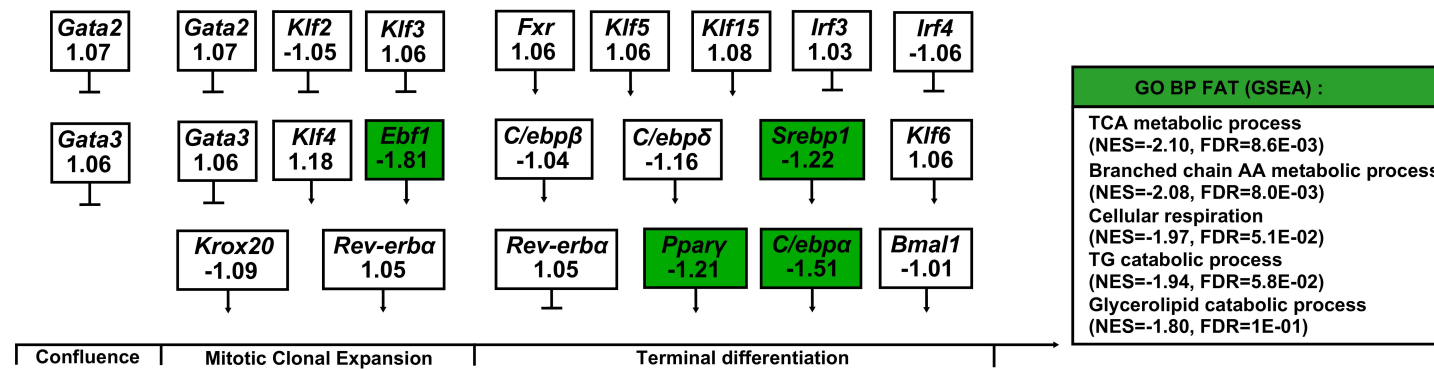

A

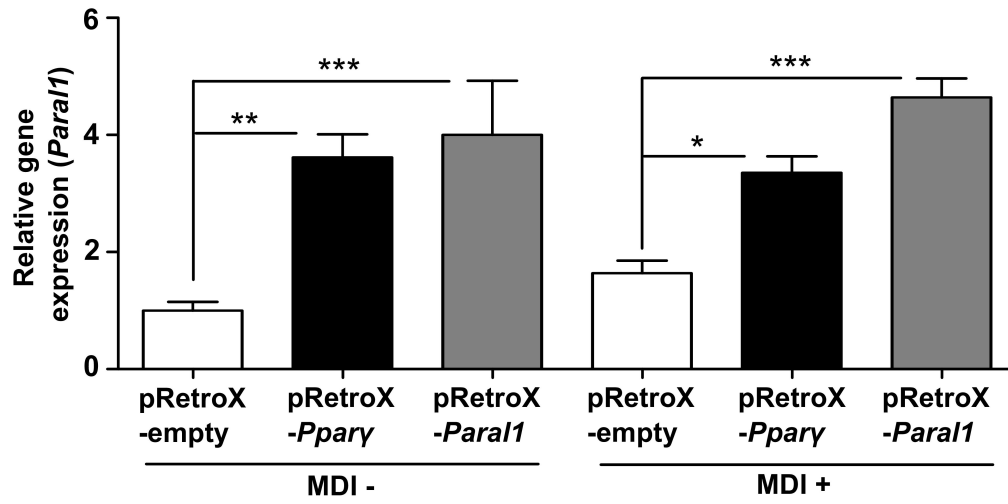

B

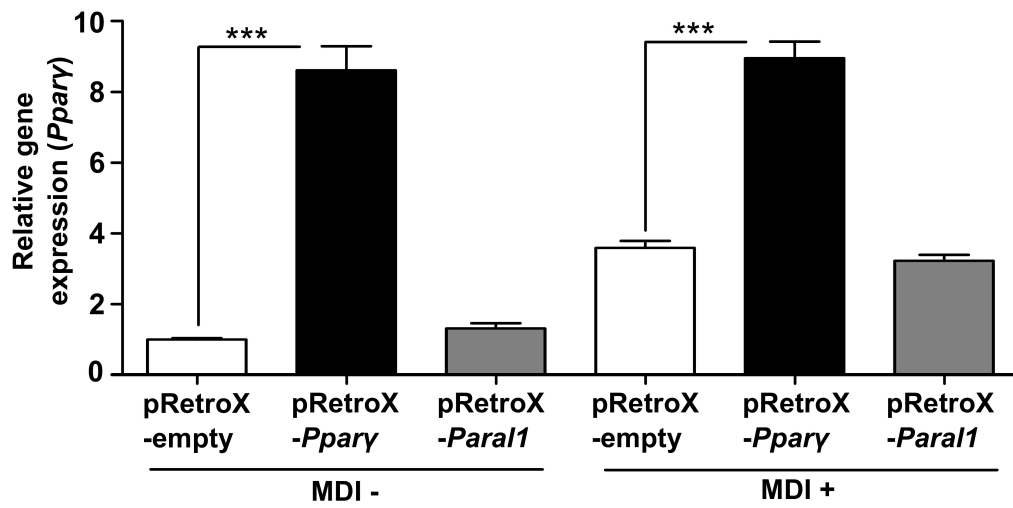

C

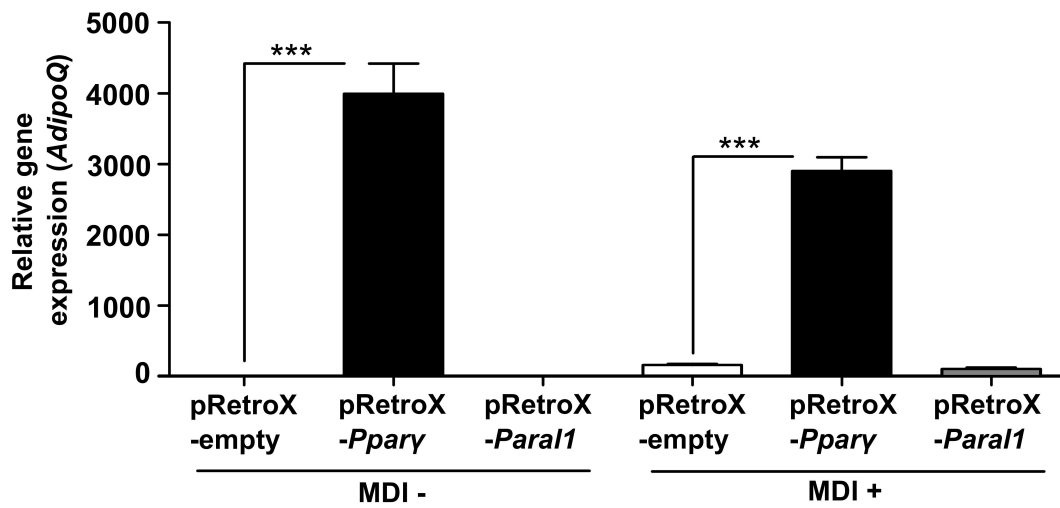

D

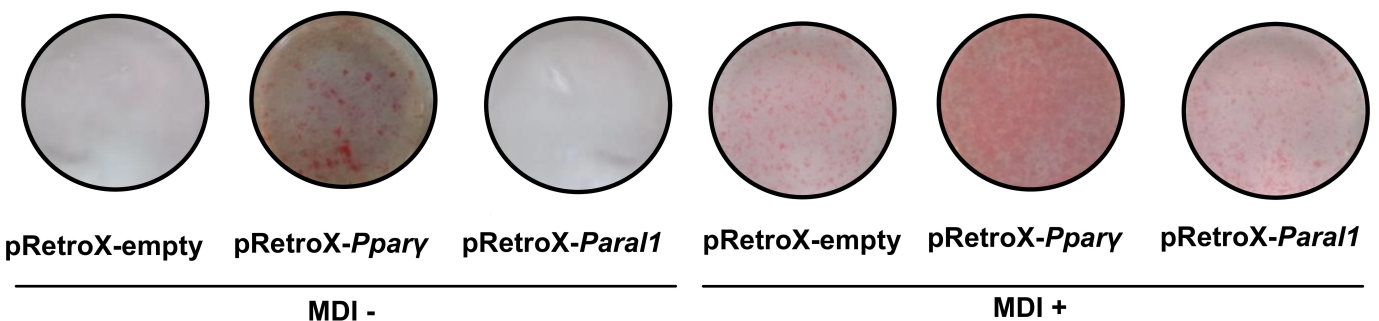

A

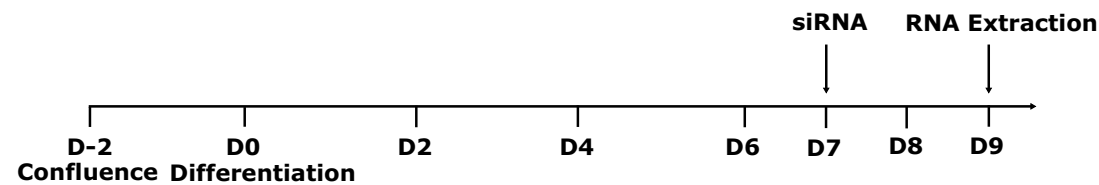

B

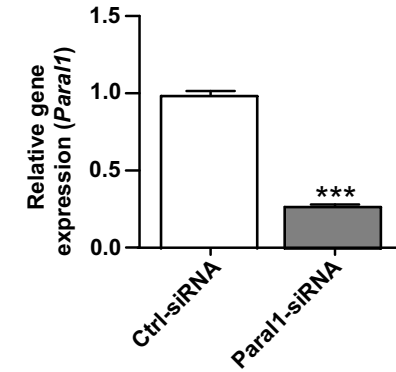

C

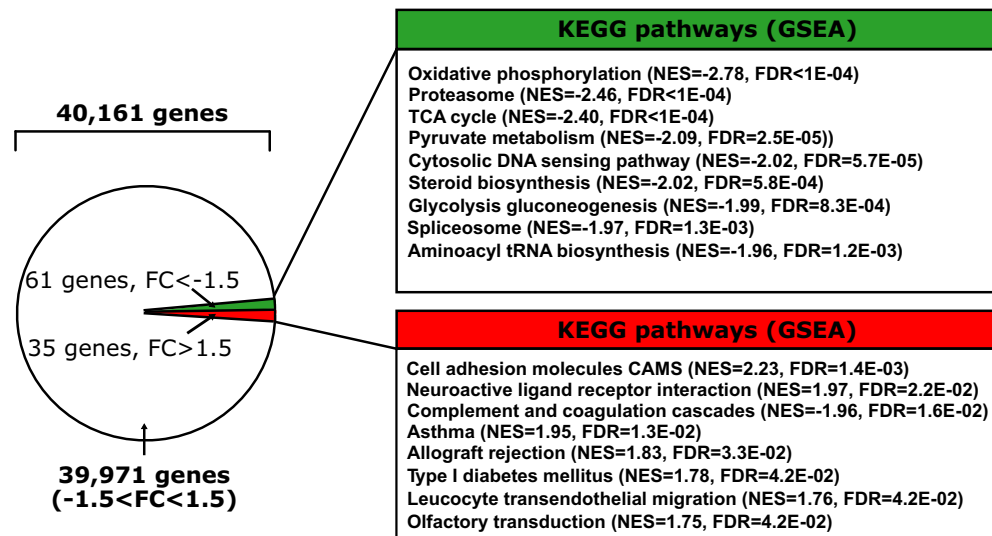

D

Top 10 downregulated genes		Top 10 upregulated genes	
Gene symbol	Fold Change	Gene symbol	Fold Change
<i>Rsad2</i>	-3.24	<i>Hgd</i>	2.18
<i>Ly6c2</i>	-3.01	<i>Hba-a2</i>	1.96
<i>Ly6c1</i>	-2.49	<i>Gcnt2</i>	1.91
<i>Ren1</i>	-2.46	<i>Olfir734</i>	1.89
<i>Ccl5</i>	-2.30	<i>Hbb-bt</i>	1.84
<i>Ly6a</i>	-2.28	<i>Lyz2</i>	1.83
<i>Ptma</i>	-2.26	<i>Traja14</i>	1.82
<i>Fabp5l2</i>	-2.09	<i>Abcd2</i>	1.82
<i>Bst2</i>	-2.08	<i>Rgs5</i>	1.79
<i>Cox8b</i>	-1.99	<i>Mt-Ts1</i>	1.75

E

<i>Pparγ</i> (-1.18)				<i>Srbf1</i> (-1.13)				<i>Chrebp</i> (-1.07)			<i>Lxra</i> (1.31)		
<i>Lipa</i><br>-1.72	<i>Adipor2</i><br>-1.53	<i>Thrsp</i><br>-1.93	<i>Dgat2</i><br>-1.63	<i>Fasn</i><br>-1.48	<i>Scd1</i><br>-1.00	<i>Ldlr</i><br>-1.08	<i>Hmgcr</i><br>-1.04	<i>Fasn</i><br>-1.48	<i>Mdh</i><br>-1.27	<i>Eno3</i><br>-1.23	<i>ApoD</i><br>-1.31	<i>ApoE</i><br>1.60	<i>Glut4</i><br>1.14
<i>Agpat2</i><br>-1.66	<i>Pck1</i><br>-1.48	<i>Gde1</i><br>-1.51	<i>Gpam</i><br>-1.53	<i>Insig1</i><br>-1.38	<i>Acaca</i><br>-1.09	<i>SerpinE</i><br>1.15	<i>Cebpd</i><br>-1.05	<i>G6pc</i><br>1.10	<i>Acaca</i><br>-1.09	<i>Scd1</i><br>-1.00	<i>Srebf1</i><br>-1.13	<i>Elovl3</i><br>-1.06	<i>Abcg5</i><br>1.05
<i>Fabp5</i><br>-1.73	<i>Fabp4</i><br>-1.09	<i>Gk</i><br>1.04	<i>Cd36</i><br>1.12	<i>Cebpb</i><br>-1.13	<i>Acly</i><br>1.02	<i>Pparg</i><br>-1.18	<i>Lpl</i><br>-1.04	<i>Srebf1</i><br>-1.13	<i>Lipe</i><br>1.15	<i>Pnpla3</i><br>-1.60	<i>Abcg8</i><br>1.02	<i>Scd1</i><br>1.00	<i>Plin1</i><br>-1.16
<i>Cidec</i><br>1.02	<i>Aqp7</i><br>1.16	<i>Glut4</i><br>1.14	<i>Lpl</i><br>-1.04	<i>Hmgcs1</i><br>-1.42				<i>Txnip</i><br>1.21	<i>Pklr</i><br>1.06				

A

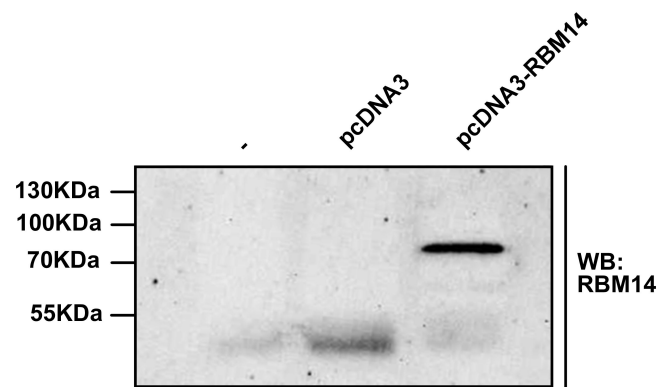

A

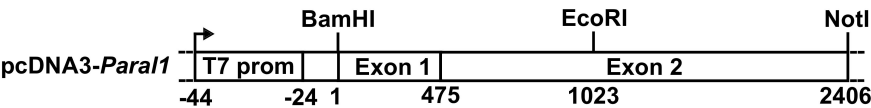

B

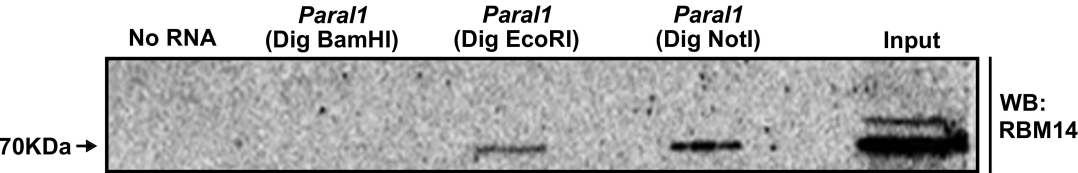

Para1 (mFold)

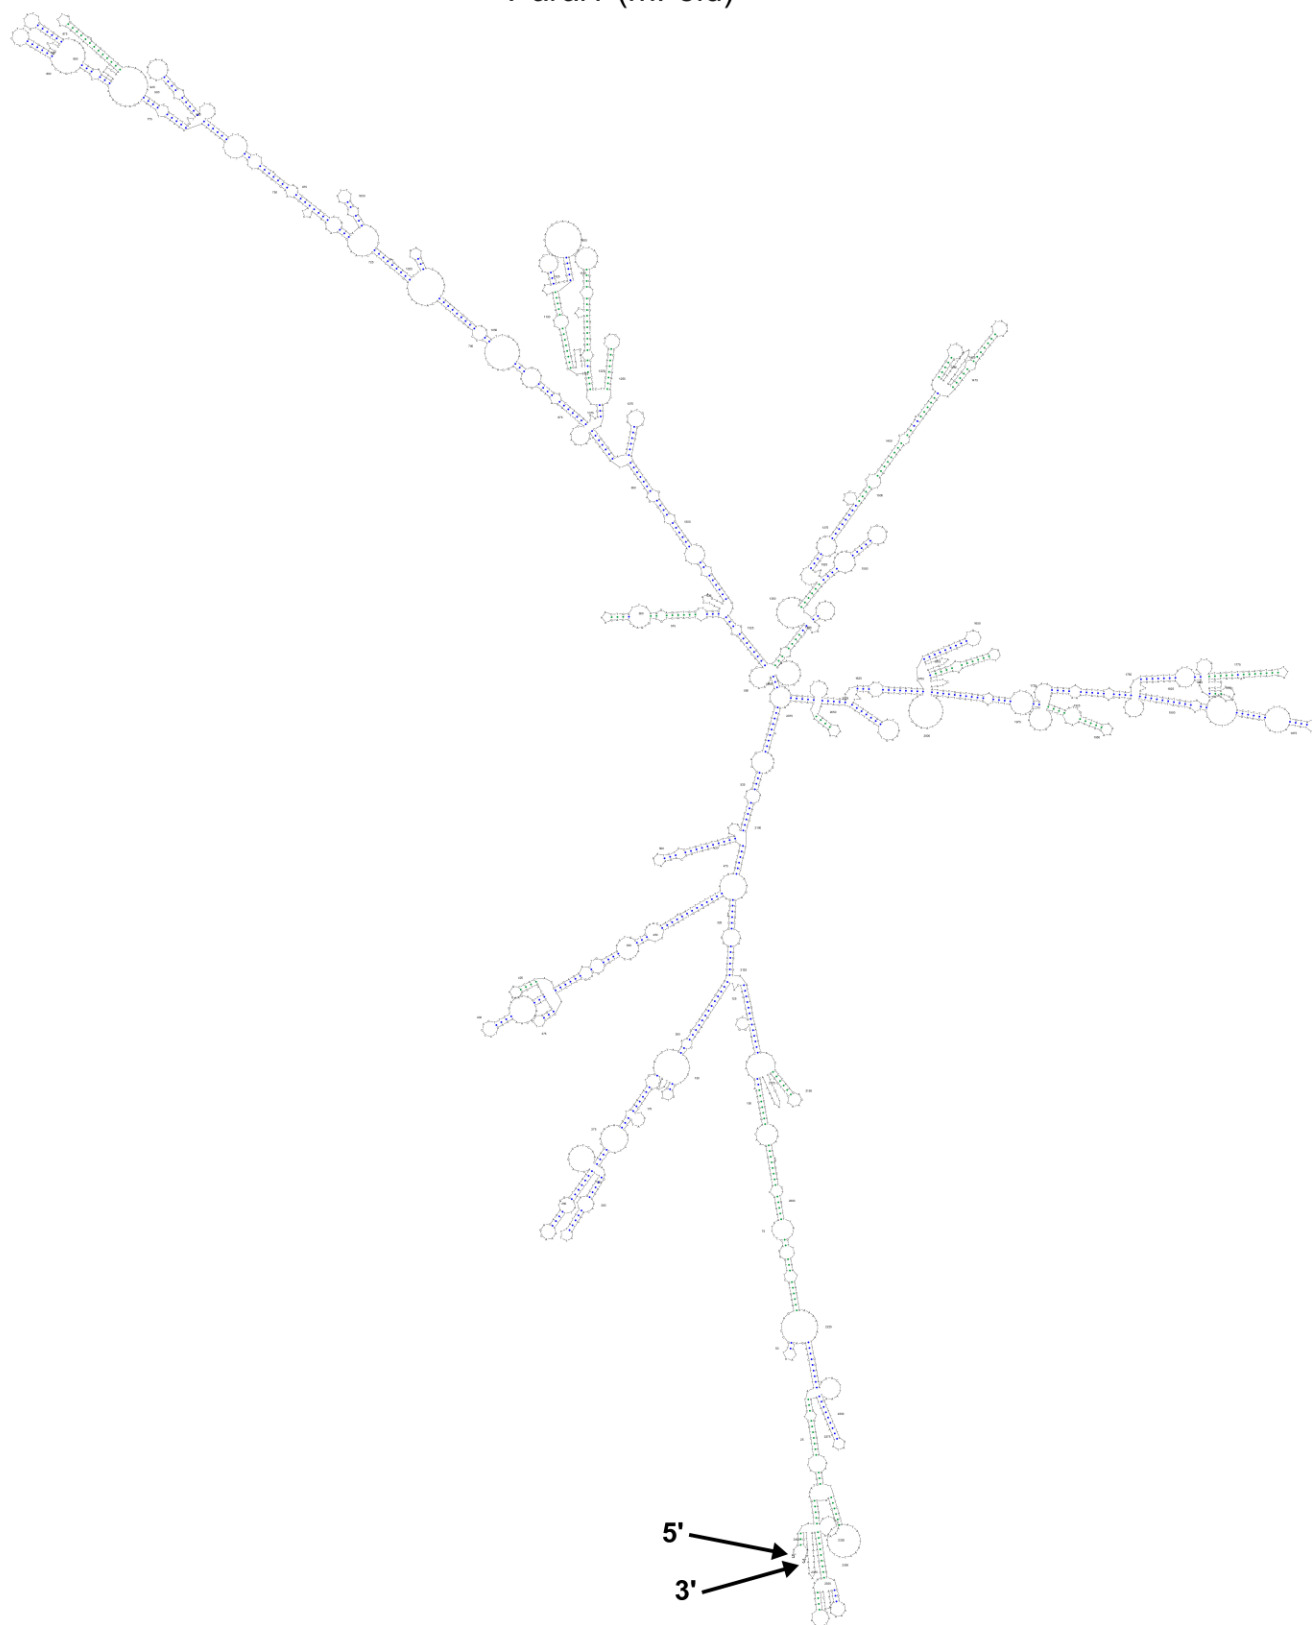

$$\Delta G_{37}^{\circ} = -614.30$$

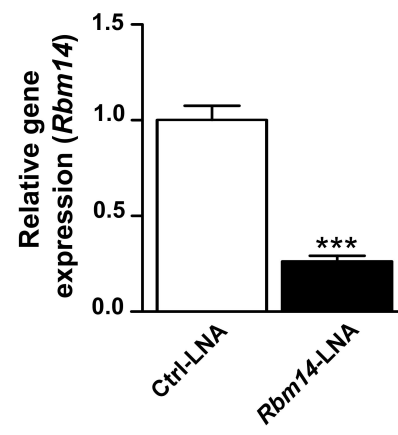

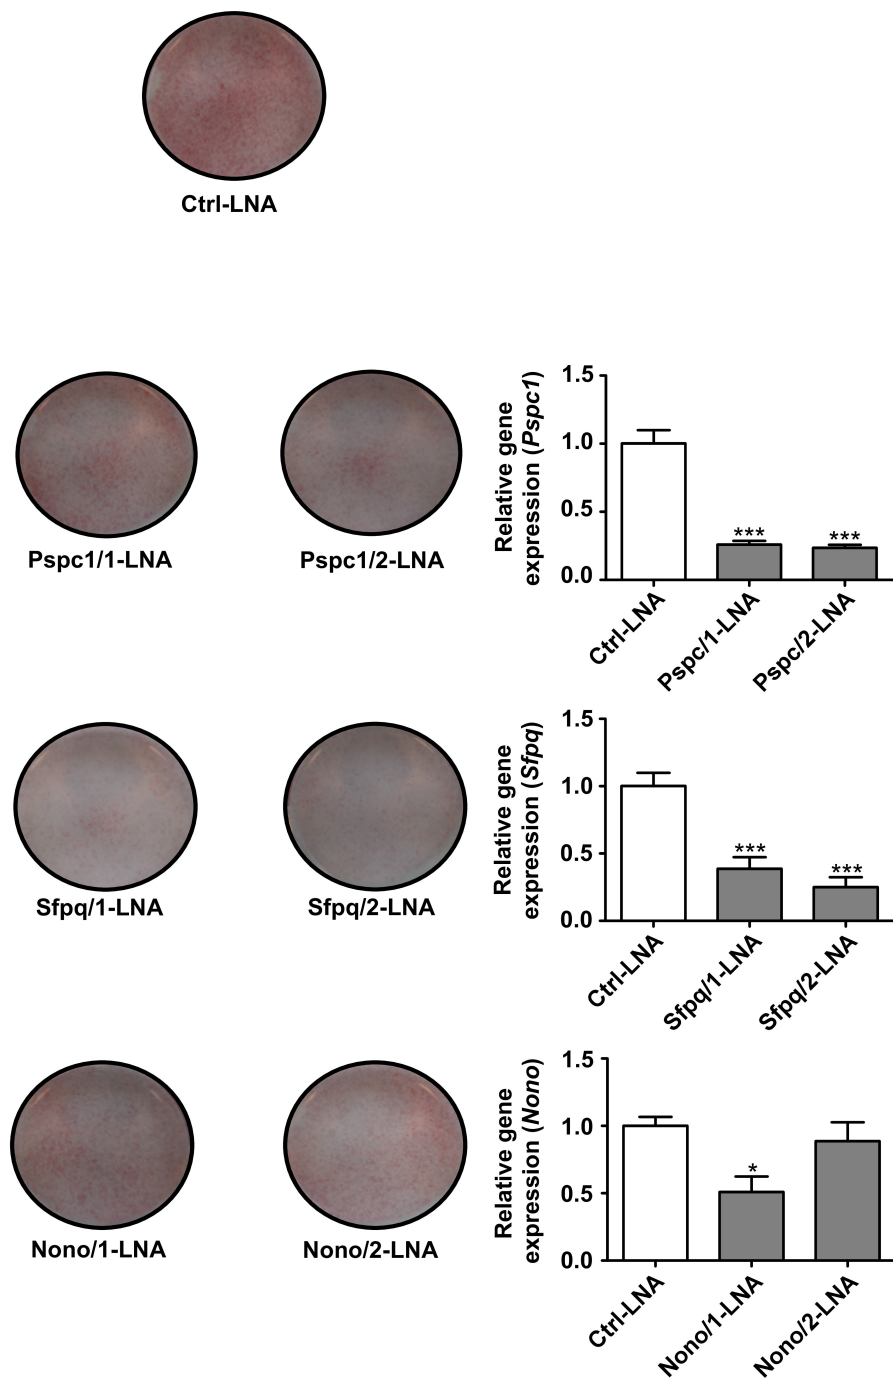

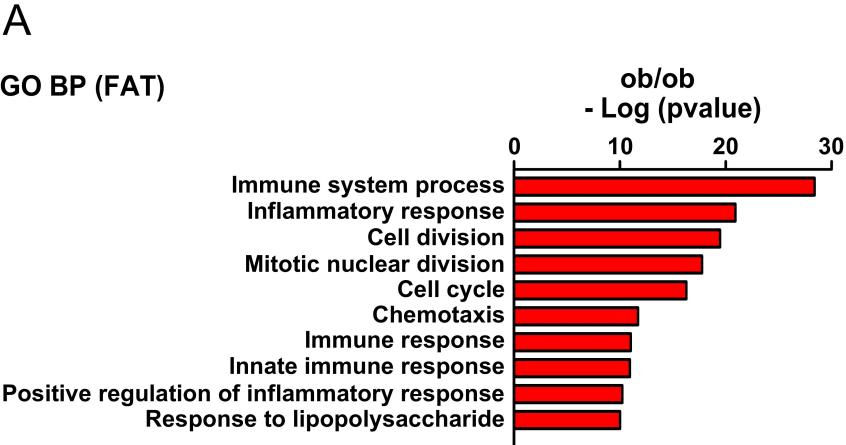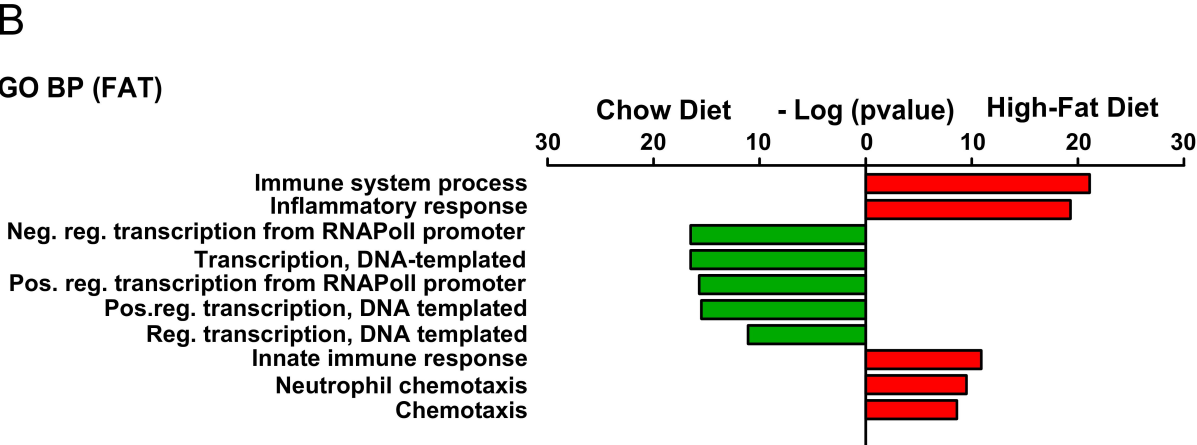

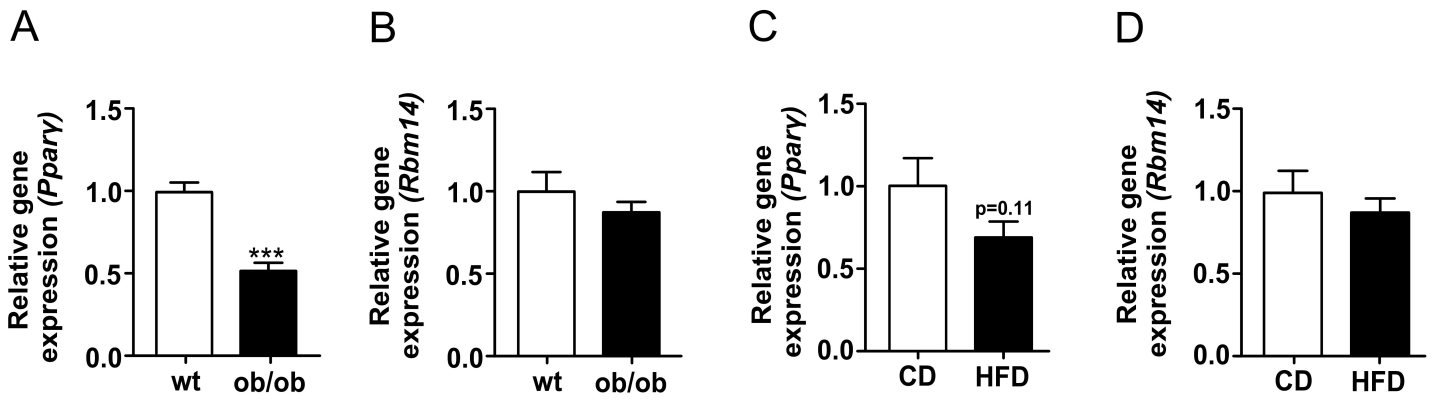

3T3-L1

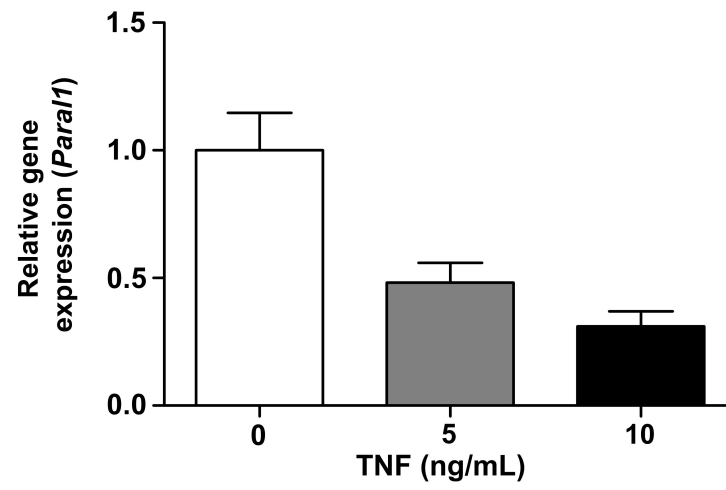

Expression Atlas version: 3.1
ENSG00000243961

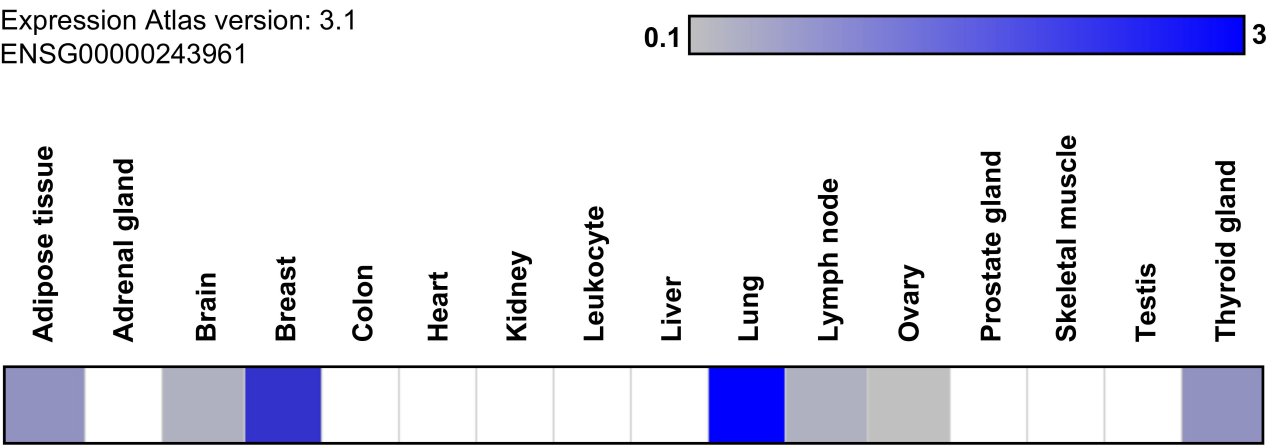

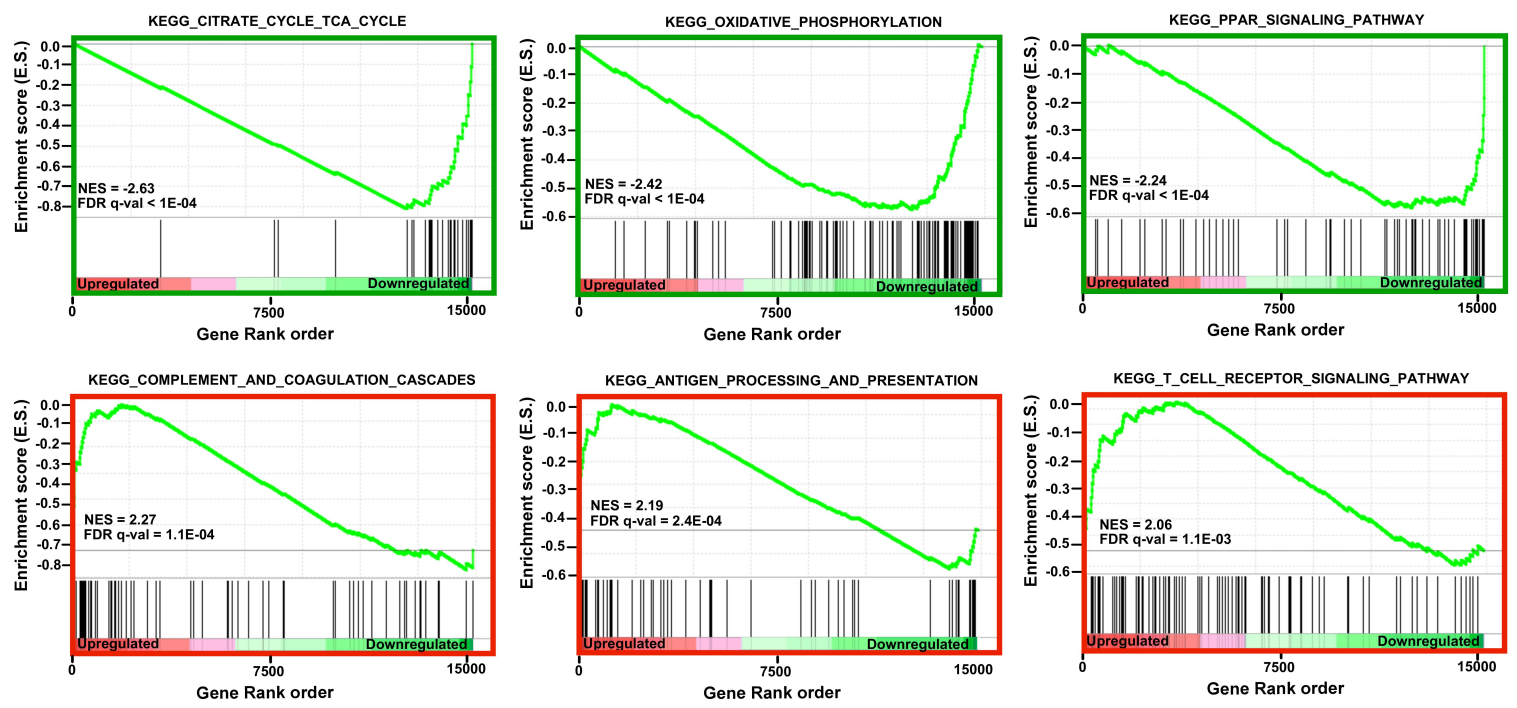

Uncropped version of Western blot (Figure 5C)

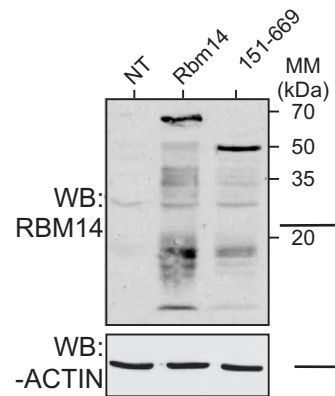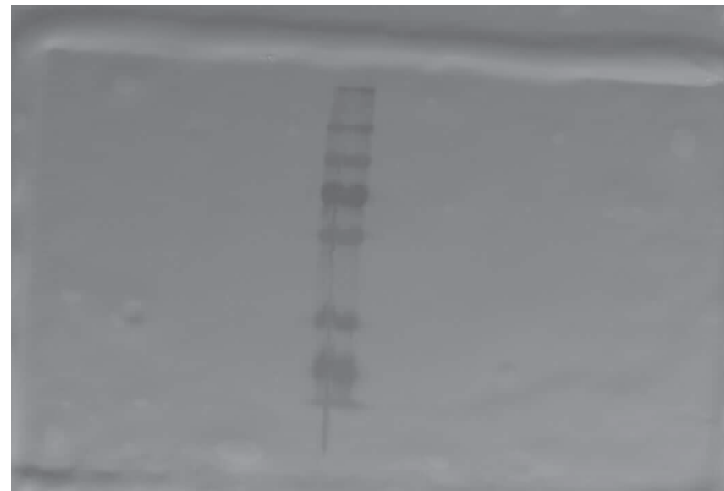

Membrane, visible light

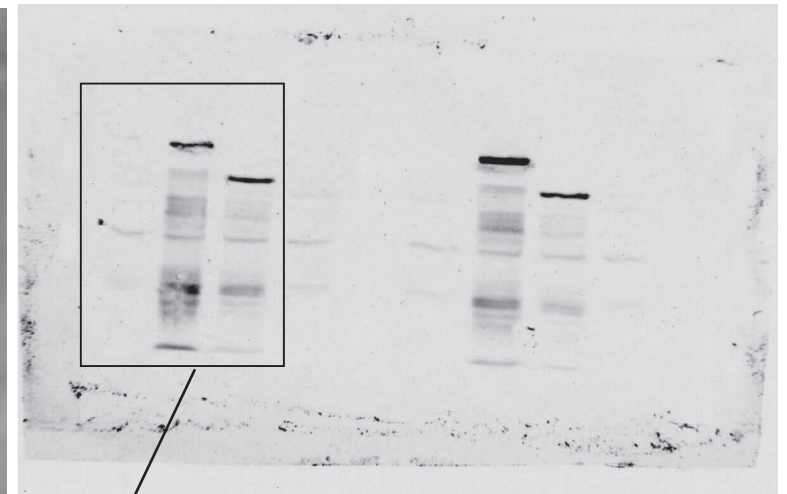

Membrane, ECL

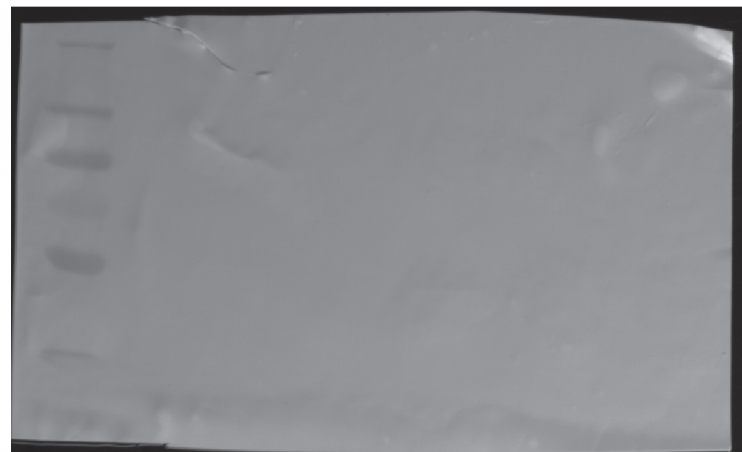

Membrane, visible light

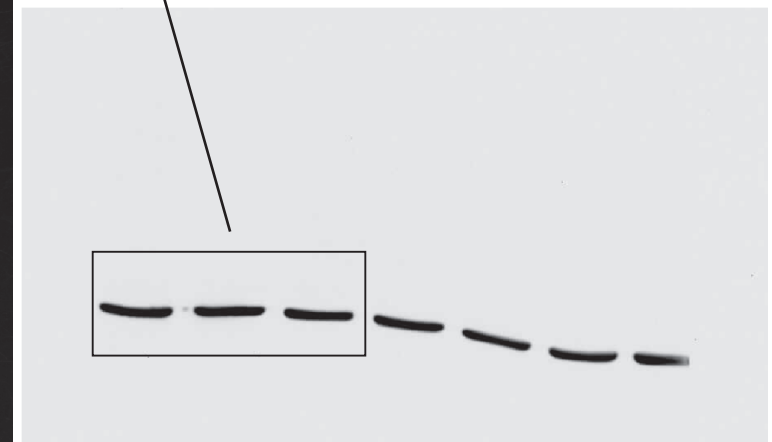

Membrane, ECL

How the deposited data were processed for this re-analysis (not part of the article)

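RNA of 3T3-L1 cells was measured on 12 Affymetrix Mouse Transcriptome Arrays 1.0 in 4 groups of 3: Ctrl-siRNA and Paral1-siRNA cells collected at D2, 2 days after transfection at D0, and at D9, 2 days after transfection at D7. The authors pre-processed the scanner files with GC count normalization and signal space transformation (Expression Console 1.4.1), and deposited log2 values after RMA background correction, normalization and summarization to transcript clusters. For RMA the methods name Partek Genomics Suite 6.6 and the deposited labels name Affymetrix Expression Console. The values run up to 19.93, and the background probe sets of an array had medians of 3.41 to 3.94.

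The deposited log2 values were used as they are. Of 65770 transcript clusters, 30604 were assigned to 1 symbol and used, 2146 were assigned to several, and clusters with no symbol were not used. They stand for 30142 genes, 827 under an updated symbol, and 355 genes had several probe sets, of which the one with the highest mean over all 12 arrays was kept. No filter on dim probe sets was applied. Computation used R 4.3.3, limma 3.58.1, fgsea 1.28.0 and data.table 1.17.8. Each day was fitted alone with lmFit and eBayes, with Benjamini-Hochberg adjustment over all genes. The difference between days and D9 against D2 in Ctrl-siRNA cells were fitted over all 12 arrays. Genes were also counted at a fold change of 1.5, alone or with an unadjusted p under 0.05 as the paper states for D9. For Supplemental Table 5 the paper states no criterion. Gene lists (34) and 886 Reactome sets of 10 to 300 genes were tested with camera at a preset correlation of 0.01, and also with an estimated correlation, with fry, which asks only whether a set's genes move one way on balance, and, for the lists, with preranked enrichment over 10000 permutations of genes. With the estimated correlation, no list and no Reactome set passed for either siRNA comparison. It was run on the lists without the block and, at each day, with it, and not with the other settings.

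The groups, comparisons, main fits, gene lists and alternative settings were fixed before the data were examined, but after the paper's own tables of fold changes had been read. Some lists were chosen by the study on these samples. The genes named per day were those the paper names for these experiments with the neighbours of *Paral1*, the 10 largest changes in each direction among genes that moved the same way in all 3 experiments (at an unadjusted p under 0.05, since none passed the adjusted threshold), and up to 4 members of each list past the test or else the 2 largest changes. Predicted models and similar entries were passed over by this rule (5 higher and 7 lower at D2, 29 and 4 at D9). *Mki67*, *Cd68* and the genes given for the D9 array of experiment 5 were chosen after their values were seen. Of the genes in the panels, 18 of 20 in Fig. 2F, 18 of 20 in Fig. 2G and 14 of 20 in Supplemental Fig. 10D matched 1 symbol. So did 38 of 42 looked up from Supplemental Fig. 10E, and the others were not analysed here. *Mdh* and *SerpinE*, also printed in Supplemental Fig. 10E, were not among the 42 looked up. The *Paral1* transcript and *Rbm14* were likewise not analysed here.

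The labels number the experiments, and arrays of 1 number deviate together from their group means: over 16577 genes above a log2 value of 5.04, the correlation of the Ctrl-siRNA and Paral1-siRNA deviations was 0.86, 0.76 and 0.70 for experiments 1, 2 and 3 and 0.69, 0.76 and 0.79 for experiments 4, 5 and 6, against -0.79 to 0.41 for arrays of different numbers. The numbers therefore pair the arrays. The SEs given without mention of the block, and the exact permutation tests, do not use this pairing. Beyond the experiment numbers, nothing in the sources used here says whether arrays of 1 condition came from separate cultures, and p-values measure the spread between these arrays.

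The alternatives set in advance were the experiment as a fixed or random block, all 12 arrays in 1 fit, quantile normalization again, subtraction of each array's median, a filter on dim probe sets, other choices of probe set, the methods' t-test, a trend and robust prior, array weights and leaving out each array in turn. The methods do not say whether their t-test was paired, and what is called the methods' t-test was run unpaired here. Leaving out both arrays of an experiment, a paired t-test, 7 limits on its p, and a fit of 6 pairs over both days were added after the data were seen. The tests were tested on simulated data for 30142 genes with 200 changed by 1 or 2 on the log2 scale, besides 1 list of genes with a smaller shift. With paired arrays, 36% of log2 changes of 1 and 80% of changes of 2 were called at D2, and 51% and 94% at D9. The fit with the block called 96% and 100% at D2, and 100% and 100% at D9. It gave 15 false calls at D2 and 26 at D9, against 0 at each day without the block. These stand beside 96 and 100 true calls at D2 and 100 and 100 at D9 for changes of 1 and 2. An adjusted p under 0.05 allows a share of false calls, and the 0 goes with fewer true calls. The simulation drew the shift of an experiment for each gene separately and took changed genes from all genes. Genes that shift together between experiments are not covered, so these shares need not hold for the adipogenic genes. The number of arrays limits the precision of each value.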

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

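Of the tests of the 3 patterns weighed here, that of a narrower range of signals was set before its result was seen, and the others were chosen after the values had been seen, as were the fit of the 6 pairs and the array of experiment 5. The comparisons between days and between splits of the arrays were planned.

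At D2, experiment 1 lay apart from experiments 2 and 3 in both groups. A narrower range of signals on its arrays is argued against by the mitosis and cell cycle list, whose median was lower in experiment 1 by 0.85 on the log2 scale, below each of 10000 lists matched on mean value (-0.57 to 0.43, percentile 0). Failed induction by the hormones was looked for in the glucocorticoid and cAMP response list, which was not lower in experiment 1 (median difference of 0.26). No uninduced array shows how far this list would fall at D2, and it does not cover all inducers, so failed induction stays open. Endothelial (0.24) and macrophage markers (0.19) were higher there by similar medians, so no rise particular to this list is read. An earlier stage of differentiation stays open. The difference of experiment 1 from experiment 3 in controls had a correlation across genes of 0.00599 with that of D9 from experiment 2. This was not the clearly negative correlation set for an earlier stage, a limit set after the value was seen. Its 95% confidence interval of -0.0053 to 0.0173 treats genes as independent replicates, which they are not, so it is too narrow to decide.

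In Ctrl-siRNA cells 40 of 41 type I interferon response genes were higher at D9 than at D2, by a median log2 difference of 5.02, and 39 rose at an adjusted p under 0.05 in limma. Scaling of the arrays is argued against by a median of 5.20 after subtraction of each array's median. Macrophages among the D9 cells are argued against by the macrophage markers, whose median was lower at D9 (-0.24), with *Lyz2* at 4.74 and *Cd68* at 6.29 there. A response to the transfection at D7 could also act in both groups and stays open, because there were 0 untransfected D9 arrays, and the day, experiment and mode of transfection cannot be told apart.

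The Paral1-siRNA array of experiment 5 at D9 had *Ucp1* at 10.65, far from 4.12 to 4.45 on the other 5 arrays, *Myh11*, a smooth muscle myosin, at 7.41 against at most 6.26, and 4 of 8 haemoglobin probe sets, each assigned to several genes, at 6.94 to 7.73 against 4.09 to 5.17. RNA of an adipose tissue in this sample may be a candidate source, as 73.1% of the endothelial and macrophage markers (19 of 26, where chance gives 16.7%) were highest on this array, short of the 80% set after the markers had been seen, and this stays open. All of these 19 except *Lyz1* and *Lyz2* lay below the brightest background probe set (6.00) of this array, so most of these ranks carry little signal. A raised background is argued against by its background median of 3.44, within 3.41 to 3.66 on the other D9 arrays. *Ucp1* was above all controls on 1 of the 3 Paral1-siRNA arrays, which only restates the pattern and leaves an effect of the siRNA on brown fat genes open.

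Among lists whose siRNA effect differed between days (effect at D9 minus effect at D2), 12 had a positive difference and 2 a negative one by the camera test. A positive difference can mean a smaller fall at D9, as for white adipocyte markers (median log2 fold change of -1.34 at D2 and -0.06 at D9). It can also mean a change of sign, as for mitosis (-0.35 and 0.15), or higher values at both days, as for macrophage markers. The median differences were 0.97 for white adipocyte markers, 0.93 for triglyceride synthesis and storage, 0.49 for mitosis and cell cycle, 0.34 for DNA replication, 0.32 for PPAR signalling, 0.22 for endoplasmic reticulum stress, 0.20 for aminoacyl-tRNA synthetases, 0.16 for the ATF4 response, 0.14 for the proteasome, 0.10 for the spliceosome, 0.10 for endothelial markers and 0.0804 for macrophage markers, and -0.36 for the interferon response and -0.22 for the glucocorticoid and cAMP response. Each of these calls was lost with an estimated correlation (lowest adjusted p = 0.701), which was not tried with the block. With the block, the macrophage and endothelial markers lost their calls (adjusted p = 0.0545 and 0.0581), and 7 other lists, among them the TCA cycle (0.0114) and cholesterol synthesis (0.0317), gained one.

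The calls on the difference between days also depended on single arrays or experiments (adjusted p in brackets), and only DNA replication and the interferon response kept theirs throughout. Glucocorticoid response lost the call without the D2 Ctrl-siRNA array of experiment 1 (0.0854), the D2 Ctrl-siRNA array of experiment 2 (0.0546), the D2 Ctrl-siRNA array of experiment 3 (0.0714), the D2 Paral1-siRNA array of experiment 1 (0.155), the D2 Paral1-siRNA array of experiment 3 (0.371), the D9 Ctrl-siRNA array of experiment 4 (0.0750), the D9 Ctrl-siRNA array of experiment 5 (0.122), the D9 Paral1-siRNA array of experiment 4 (0.173), the D9 Paral1-siRNA array of experiment 6 (0.0907), both D2 arrays of experiment 3 (0.195), both D9 arrays of experiment 4 (0.256) or both D9 arrays of experiment 6 (0.0619). Macrophage markers lost the call without the D2 Ctrl-siRNA array of experiment 1 (0.144), the D2 Ctrl-siRNA array of experiment 3 (0.0753), the D2 Paral1-siRNA array of experiment 1 (0.124), the D2 Paral1-siRNA array of experiment 3 (0.0525), the D9 Ctrl-siRNA array of experiment 5 (0.0573), the D9 Paral1-siRNA array of experiment 5 (0.734), both D2 arrays of experiment 1 (0.161), both D2 arrays of experiment 3 (0.106) or both D9 arrays of experiment 5 (0.814). Endothelial markers lost the call without the D2 Ctrl-siRNA array of experiment 1 (0.400), the D2 Ctrl-siRNA array of experiment 3 (0.0669), the D2 Paral1-siRNA array of experiment 1 (0.119), the D2 Paral1-siRNA array of experiment 2 (0.129), the D2 Paral1-siRNA array of experiment 3 (0.0746), the D9 Ctrl-siRNA array of experiment 4 (0.0824), the D9 Ctrl-siRNA array of experiment 5 (0.0906), the D9 Paral1-siRNA array of experiment 5 (0.626), both D2 arrays of experiment 1 (0.262), both D2 arrays of experiment 3 (0.0675) or both D9 arrays of experiment 5 (0.723). PPAR signalling lost the call without the D2 Ctrl-siRNA array of experiment 2 (0.722), the D2 Ctrl-siRNA array of experiment 3 (0.103), the D2 Paral1-siRNA array of experiment 1 (0.389), the D9 Ctrl-siRNA array of experiment 5 (0.204), the D9 Paral1-siRNA array of experiment 6 (0.453), both D2 arrays of experiment 3 (0.186), both D9 arrays of experiment 5 (0.0873) or both D9 arrays of experiment 6 (0.127). Triglycerides lost the call without the D2 Ctrl-siRNA array of experiment 2 (0.521), the D2 Ctrl-siRNA array of experiment 3 (0.0921), the D2 Paral1-siRNA array of experiment 1 (0.284), the D9 Ctrl-siRNA array of experiment 5 (0.0573), the D9 Paral1-siRNA array of experiment 6 (0.201) or both D2 arrays of experiment 3 (0.173). Proteasome lost the call without the D2 Ctrl-siRNA array of experiment 2 (0.722), the D2 Ctrl-siRNA array of experiment 3 (0.457), the D2 Paral1-siRNA array of experiment 1 (0.284), the D2 Paral1-siRNA array of experiment 3 (0.527), the D9 Ctrl-siRNA array of experiment 4 (0.418), the D9 Paral1-siRNA array of experiment 5 (0.160), the D9 Paral1-siRNA array of experiment 6 (0.855), both D2 arrays of experiment 3 (0.98), both D9 arrays of experiment 5 (0.130) or both D9 arrays of experiment 6 (0.427). Synthetases lost the call without the D2 Ctrl-siRNA array of experiment 2 (0.752), the D2 Ctrl-siRNA array of experiment 3 (0.0753), the D2 Paral1-siRNA array of experiment 1 (0.238), the D9 Paral1-siRNA array of experiment 6 (0.329), both D2 arrays of experiment 3 (0.112) or both D9 arrays of experiment 6 (0.201). Spliceosome lost the call without the D2 Ctrl-siRNA array of experiment 2 (0.980), the D2 Ctrl-siRNA array of experiment 3 (0.237), the D2 Paral1-siRNA array of experiment 1 (0.554), the D9 Paral1-siRNA array of experiment 6 (0.167), both D2 arrays of experiment 2 (0.0596), both D2 arrays of experiment 3 (0.320) or both D9 arrays of experiment 6 (0.268). ATF4 response lost the call without the D2 Ctrl-siRNA array of experiment 2 (0.722), the D2 Paral1-siRNA array of experiment 1 (0.241), the D2 Paral1-siRNA array of experiment 3 (0.122), the D9 Ctrl-siRNA array of experiment 4 (0.290), the D9 Paral1-siRNA array of experiment 5 (0.192), the D9 Paral1-siRNA array of experiment 6 (0.309), both D2 arrays of experiment 3 (0.0675) or both D9 arrays of experiment 6 (0.244). Endoplasmic reticulum stress lost the call without the D2 Ctrl-siRNA array of experiment 3 (0.0753) or the D2 Paral1-siRNA array of experiment 1 (0.275). White markers lost the call without the D2 Paral1-siRNA array of experiment 1 (0.0689) or both D2 arrays of experiment 3 (0.0554). Mitosis lost the call without the D2 Paral1-siRNA array of experiment 1 (0.155).

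No single gene passed the interaction test in limma, with or without the block (323 at an unadjusted p under 0.05, 2193 with the block). Over the 6 pairs of both days, *Igf2r*, encoding a receptor that clears insulin-like growth factor 2, was singled out with a log2 fold change of -0.86 (adjusted p = 0.0348 in limma), lower in 6 of 6 pairs, and was the only gene called, but none was called without any 1 experiment.

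Other splits of the arrays were counted for each result, with the experiment pairs in mind. For 3 arrays against 3 there are 10 splits, too few for a share under 0.05. At D2 the fold count of 718 was matched or exceeded by 6 of them (highest other 4176), fold and p by 7 (128 against 3089), adjusted p by 10 (0 and 0), lists by 3 (20 against 22) and Reactome sets by 2 (308 against 358). At D9 the numbers were 7 (137 against 1405), 7 (76 against 1056), 10 (0 and 0), 6 (12 against 20) and 4 (221 against 347). The splits with several times the real count put both arrays of an experiment on 1 side and point to the structure of the experiments, and among the 4 splits that part all 3 pairs, the highest others were 399, 60, 19 and 287 at D2 and 92, 41, 12 and 274 at D9 for the fold count, fold and p, lists and Reactome sets. For the difference between days, 100 drawn splits gave as much in 55 and 68 cases for lists and Reactome sets (14 against 25, 94 against 460), so chance cannot be excluded there. Among the 14 splits that part all pairs the highest others were 21 and 361. For genes the real count was 0, which all 100 splits match whatever they hold (highest other 5, and 0 among those that part all pairs), as for the counts of 0 at D2 and D9, so these decide nothing. For D9 against D2 in controls the counts were 1, 2 and 5 of 10 (12363 against 0, 23 against 23, 213 against 298). For the 6 pairs, 1 of 32 sign patterns, the real one, gave 1 gene (highest other 0), but this fit was added after the data were seen and its single gene was lost without any 1 experiment, so chance is not excluded.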

How the results depend on the processing

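Leaving out both arrays of an experiment, the paired t-test and the 6-pair fit were added after the data were seen, and the cause of each change below was not tested. The 3 arrays per group limit each value, and genes near the background carry little signal. The block on the experiment moved the D2 count at fold 1.5 and an unadjusted p under 0.05 from 128 to 643, the D9 count from 76 to 123, the D9 lists from 12 to 19, the lists that differ between days from 14 to 19 and the Reactome sets that differ between days from 94 to 142, and genes past the threshold when adjusted over their list alone from 0 to 125 at D2 and from 0 to 21 at D9. It ended the macrophage and endothelial calls on the difference between days, and changed no call of a list or of a gene adjusted over all genes beyond these. A random block gave 546 at D2, all 12 arrays in 1 fit 219, the methods' t-test 56 at D2 and 32 at D9, the paired t-test 44 at D9, and array weights 1044 at D2, with fold counts of 1551 at D2 and 253 at D9 and 20 lists at D9. Quantile normalization left 76 of 221 Reactome sets at D9 and turned the spliceosome list to 0.0181, and a filter on dim probe sets left 101, with 161 sets that differ between days and 7539 genes for D9 against D2. Scaling shifted the median of all genes between D9 and D2 by 0.17 after quantile normalization and 0.18 after median subtraction. With an estimated correlation, 0 lists and 0 Reactome sets passed at D2, at D9 and for the difference between days, and 5 lists and 0 Reactome sets passed for D9 against D2. With fry, 0 lists and 0 sets passed at D2 and D9, and preranked enrichment called 20 lists at D9. Leaving out 1 or both arrays of an experiment, the D2 counts ranged from 627 to 2248 (fold), 81 to 642 (fold and p), 11 to 23 (lists) and 129 to 389 (Reactome sets), the D9 counts from 217 to 596, 70 to 217, 7 to 22 and 4 to 374, and those for the difference between days from 0 to 1 (genes), 3 to 21 (lists) and 3 to 249 (Reactome sets). The correlation of the effects at both days ranged from 0.0920 to 0.253, and the 6 pairs gave 0 genes without replicate 1 at D2. Some lists reversed. At D2 paraspeckle components had 0.23 without the Paral1-siRNA replicate 1 (lowest -0.25). At D9 fatty acid synthesis had 0.0611 (lowest -0.68) and ribosomal proteins -0.10 (highest 0.23) without the Ctrl-siRNA replicate 3, and DNA replication had -0.0228 and mitosis -0.0568 without the Paral1-siRNA replicate 3 (highest 0.13 and 0.27). In the difference between days, oxidative phosphorylation (-0.12, highest 0.30) and cholesterol synthesis (-0.51, highest 0.89) reversed without the D9 Paral1-siRNA replicate 3, glycolysis (0.35, lowest -0.38) without replicate 1 of the same group, paraspeckle components (0.20, lowest -0.40) without the D2 Ctrl-siRNA replicate 1, proteasome (0.0173, highest 0.27) without both D2 arrays of replicate 3, and fatty acid synthesis (-0.21 to 0.38) without the D9 Ctrl-siRNA replicate 3 (0.36).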

Differences from the paper's values

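The alternatives were set before the data were examined unless said otherwise. The paper's number of up-regulated genes in Supplemental Table 5 is 210, with no criterion stated, and 338 genes were higher with Paral1-siRNA at D2 by a fold change of at least 1.5 here. The counts lay within 1.5 times of the paper's after quantile normalization (300), subtraction of each array's median (269) and without the D2 Ctrl-siRNA replicate 2 (187), and did not under the other alternatives set in advance. Without both D2 arrays of replicate 2, chosen after seeing the values, the count was 308. After the paper's counts had been seen, 7 limits on the p of a paired t-test, from 0.05 to 1, were also tried on the genes past the fold threshold. The number of higher genes at D2 was 68, 144, 157, 170, 211, 267 and 338 at limits of 0.05, 0.1, 0.11, 0.12, 0.15, 0.2 and 1, so the limit of 0.15 comes closest to the paper's 210. At this limit 266 genes were lower at D2 where the paper gives 310, and 164 of the 520 genes of the paper's own table would be dropped. At D9 the limit of 0.15 gave 35 higher and 60 lower genes, 95 in all, where the paper gives about 100 at a stated p under 0.05. At that stated limit the paired t-test gave 44 genes at D9, 15 higher and 29 lower. Since the limit was found by searching and the paper's table holds p-values up to 0.48, it is not taken as the paper's criterion.

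For *Eno3*, a muscle and fat enolase, the paper's fold change at D9 is -1.23, and 1.07 was found here, under each alternative set in advance between 1.03 and 1.11. For *Scd1* the paper's fold change at D9 is -1.0 among the SREBP1 and ChREBP targets and the paper's 1.00 among the LXR targets, and 1.01 was found here. The 2 values differ in sign at a change of almost nothing, on a gene at the ceiling of the values. The sign was that of the paper's after quantile normalization (-1.0), median subtraction (-1.02), with array weights (-1.01) and without the D9 Ctrl-siRNA replicate 2 (-1.01), and was not, or the value differed by more than the spread (the lowest-p probe set, -1.09), under the others.

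The paper states that *Adipoq* was decreased at D2, where experiments 2 and 3 had a lower value with Paral1-siRNA. The value was higher by 0.80 on the log2 scale in experiment 1. The gene exceeded the background probe sets on only 2 of 6 arrays and on neither of experiment 1 (4.81 and 5.62), so no direction is read there. The paper calls the decrease of *Pparg* and *Cebpa* at D2 significant, where neither passed limma's adjusted threshold. No gene passed that threshold at D2, and it is unlike the paper's, whose p-values in Supplemental Table 5 match an unadjusted paired t-test. Limma's threshold therefore does not decide the paper's statement, and a paired p of these 2 genes is not given here. The fall of *Pparg* was uneven. Its Ctrl-siRNA and Paral1-siRNA values were 11.58 and 10.67 in experiment 1, 14.36 and 13.72 in experiment 2, and 14.09 and 11.43 in experiment 3. The paper's RT-qPCR of adipocyte genes at D2 and its knockdown with an LNA gapmer were not analysed here.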

Other observations

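All tests here were set before the data were examined, apart from the paired t-test and those that leave out both arrays of an experiment. Several lists outside lipid metabolism had lower values with Paral1-siRNA at D2. Of 40 DNA replication genes 38 were lower (median log2 fold change of -0.30, camera adjusted p = 1.18e-15, adjusted p = 0.282 with an estimated correlation), with *Mcm5*, a helicase subunit, at -0.71 (SE 0.27). Of 42 mitosis and cell cycle genes 40 were lower (median -0.35, adjusted p = 1.31e-09, adjusted p = 0.444 with an estimated correlation), and the call was lost without the Ctrl-siRNA array of experiment 2 (0.118) or the Paral1-siRNA array of experiment 1 (0.353). All 23 genes of endoplasmic reticulum stress and chaperones were lower (median -0.39, adjusted p = 4.13e-12, adjusted p = 0.282 with an estimated correlation), with *Xbp1*, the transcription factor of the unfolded protein response, at -0.82 (SE 0.29) and *Creld2* at -0.76 (SE 0.21). Of 37 proteasome genes 34 were lower (median -0.36, adjusted p = 7.19e-15), of 64 spliceosome genes 56 (median -0.16, adjusted p = 1.71e-09), of 23 genes of the ATF4 response 20 (median -0.33, adjusted p = 4.95e-07) and of 29 of branched-chain amino acid degradation 21 (median -0.31, adjusted p = 3.34e-04), with adjusted p = 0.282 with an estimated correlation for each. The last call was lost without the Ctrl-siRNA array of experiment 2 (0.105) or the Paral1-siRNA array of experiment 1 (0.113). Targets of PPARγ (14 of 15 lower, adjusted p = 2.25e-04) and SREBP1 (10 of 10, adjusted p = 3.50e-04) of Supplemental Fig. 10E, chosen by the study at D9, were lower at D2 as well (adjusted p = 0.282 with an estimated correlation), and lost their calls without the Ctrl-siRNA array of experiment 2 (0.101 and 0.294) and the former also without the Paral1-siRNA array of experiment 1 (0.113). In these lists 0 genes passed when adjusted over the list alone, and with the block 17 mitosis genes, 11 endoplasmic reticulum genes, 7 PPARγ targets, 5 genes each of the ATF4 response and of branched-chain amino acid degradation (1 higher), 4 SREBP1 targets and 2 proteasome genes were lower.

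Glucocorticoid and cAMP response genes were higher at D2 in 18 of 25 (median 0.16, adjusted p = 0.0383, adjusted p = 0.441 with an estimated correlation), a call lost without the Ctrl-siRNA array (0.341) or the Paral1-siRNA array (0.0968) of experiment 1, the Paral1-siRNA array of experiment 3 (0.404), or both arrays of experiment 1 (0.314) or 3 (0.0797). It was also lost after quantile normalization (0.0835), by the methods' t-test (0.138), with a trend and robust prior (0.0555) and with array weights (0.0635). The other lists did not pass at D2: glycolysis (median -0.06, adjusted p = 0.0805), interferon response (0.06, 0.098), fibroblast and extracellular matrix (0.12, 0.352), ChREBP targets (-0.14, 0.522), LXR targets (-0.02, 0.665), paraspeckle components (-0.05, 0.598), mitochondrially encoded proteins (-0.02, 0.765), macrophage (0.07, 0.244), endothelial (0.04, 0.648), osteoblast and chondrocyte (0.04, 0.747), muscle (0.06, 0.116) and erythroid markers (0.08, 0.32). When adjusted over the list alone 0 genes passed in the lists of this paragraph. With the block 7 matrix genes were higher and 5 lower, 2 ChREBP targets higher and 1 lower, and 1 LXR target and 1 glucocorticoid response gene higher. Of the lists that did not pass, 4 did so without some D2 arrays: glycolysis without the Ctrl-siRNA array of experiment 1 (0.0426) or 3 (0.0231) or both arrays of experiment 3 (0.0218), the interferon response without the Ctrl-siRNA array of experiment 1 (0.0256) or 3 (0.0361) or the Paral1-siRNA array of experiment 2 (0.0111), the extracellular matrix without the Ctrl-siRNA array of experiment 3 (0.0187), and paraspeckle components without the Ctrl-siRNA array of experiment 1 (5.32e-05) or the Paral1-siRNA array of experiment 1 (0.0069, reversed), 2 (0.0432) or 3 (0.0242). Other settings also gave calls. The interferon response passed with a filter on dim probe sets (0.0408), a paired t-test (0.0191), array weights (0.0202) and preranked enrichment (0.0191). Muscle markers passed by the methods' t-test (0.0401), and glycolysis (0.0233) and the extracellular matrix (0.00219) by preranked enrichment.

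At D9 the spliceosome (52 of 64 lower, median -0.06) and endoplasmic reticulum stress (17 of 23, median -0.04) had adjusted p = 6.79e-04 each (adjusted p = 0.785 with an estimated correlation), and both lost the call without the Paral1-siRNA array of experiment 4 (0.117 each), as the spliceosome also did without the Ctrl-siRNA array of experiment 4 (0.0558), and both did without both arrays of experiment 4 (0.448 and 0.0642). Both also lost it after quantile normalization (0.924 and 0.112), with medians of 0.0181 and 0.0128. The spliceosome did so with a filter on dim probe sets (0.122). At D9 PPAR signalling (median -0.06, adjusted p = 0.182), white (-0.06, 0.195) and brown adipocyte markers (0.06, 0.357), ribosomal proteins (0.04, 0.581), DNA replication (0.07, 0.296), cytokines (0.02, 0.989), extracellular matrix (-0.07, 0.183), glucocorticoid and cAMP response (-0.02, 0.743), paraspeckle components (-0.05, 0.183), mitochondrially encoded proteins (0.04, 0.581), osteoblast and chondrocyte (0.02, 0.842), muscle (0.04, 0.413) and erythroid markers (0.07, 0.357) did not pass, nor did mitosis (0.15, 0.104) and the ATF4 response (-0.08, 0.0624), which passed with the block (1.15e-05 and 0.0014, and adjusted p = 0.667 for each with the block and an estimated correlation). In the D9 lists of this paragraph 0 genes passed when adjusted over the list alone. With the block 2 matrix genes were higher and 2 lower, and 1 mitosis gene was lower. Several of these passed without some D9 arrays. Without the Ctrl-siRNA array of experiment 4 these were the extracellular matrix (0.00649) and the ATF4 response (0.0183), without that of experiment 5 PPAR signalling (0.0104), white adipocyte markers (7.91e-04), ribosomal proteins (3.51e-05) and paraspeckle components (9.86e-04), and without that of experiment 6 DNA replication (0.0226) and mitosis (1.72e-06), with ribosomal proteins reversed (0.0416). Without the Paral1-siRNA array of experiment 4 they were brown adipocyte markers (0.0462), DNA replication (0.00113) and mitosis (1.86e-04), without that of experiment 5 mitosis (7.07e-04) and the ATF4 response (0.0392), and without that of experiment 6 PPAR signalling (3.16e-04), white adipocyte markers (0.00109), the extracellular matrix (0.00486) and the ATF4 response (0.00457), with DNA replication (0.0161) and mitosis (0.00635) reversed. Without both arrays of experiment 4 the extracellular matrix (0.0331), DNA replication (0.0436) and mitosis (0.0273) passed. Without both of experiment 5, white adipocyte markers (0.0402) and paraspeckle components (0.0402) did. Without both of experiment 6, PPAR signalling (0.0165), white adipocyte markers (0.041) and the ATF4 response (0.0109) did. Other settings gave calls as well. With a filter on dim probe sets these were DNA replication (0.00949), mitosis (7.23e-04) and ribosomal proteins (0.0485), and the last also passed after quantile normalization (0.00701). Array weights gave PPAR signalling (0.00883), white adipocyte markers (0.00493), ribosomal proteins (0.00132), the extracellular matrix (0.0306) and paraspeckle components (0.017). Mitosis and the ATF4 response passed with a random block (0.027 and 0.0323), a paired t-test (5.95e-05 and 0.00934) and preranked enrichment (7.17e-04 and 0.0019), as white adipocyte markers did with the last (0.0402).

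From D2 to D9 in Ctrl-siRNA cells, 4488 genes rose and 7875 fell at an adjusted p under 0.05 in limma (3870 and 3669 with a filter on dim probe sets), with day, experiment and mode of transfection not to be told apart. Of 29 genes of branched-chain amino acid degradation 26 rose (median log2 change of 3.01), as did 28 of 36 of PPAR signalling (2.42) and 20 of 24 of the TCA cycle (2.04), whereas 37 of 42 genes of mitosis, 31 of 40 of DNA replication and 25 of 35 ribosomal protein genes fell (-2.53, -1.70 and -1.31). With an estimated correlation, PPAR signalling (adjusted p = 0.0465) and branched-chain amino acid degradation (0.0474) passed, and the TCA cycle (0.223), mitosis (0.313), DNA replication (0.223) and ribosomal proteins (0.409) did not.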
